# Artificial neural networks enable genome-scale simulations of intracellular signaling

**DOI:** 10.1038/s41467-022-30684-y

**Published:** 2022-06-02

**Authors:** Avlant Nilsson, Joshua M. Peters, Nikolaos Meimetis, Bryan Bryson, Douglas A. Lauffenburger

**Keywords:** Computer modelling, Biochemical networks, Cellular signalling networks, Regulatory networks

## Abstract

Mammalian cells adapt their functional state in response to external signals in form of ligands that bind receptors on the cell-surface. Mechanistically, this involves signal-processing through a complex network of molecular interactions that govern transcription factor activity patterns. Computer simulations of the information flow through this network could help predict cellular responses in health and disease. Here we develop a recurrent neural network framework constrained by prior knowledge of the signaling network with ligand-concentrations as input and transcription factor-activity as output. Applied to synthetic data, it predicts unseen test-data (Pearson correlation *r* = 0.98) and the effects of gene knockouts (*r* = 0.8). We stimulate macrophages with 59 different ligands, with and without the addition of lipopolysaccharide, and collect transcriptomics data. The framework predicts this data under cross-validation (*r* = 0.8) and knockout simulations suggest a role for RIPK1 in modulating the lipopolysaccharide response. This work demonstrates the feasibility of genome-scale simulations of intracellular signaling.

## Abstract (web summary)

Many diseases are caused by disruptions to the network of biochemical reactions that allow cells to respond to external signals. Here Nilsson et al develop a method to simulate cellular signaling using artificial neural networks to predict cellular responses and activities of signaling molecules.

## Introduction

The healthy body continuously adapts to the environment by altering the molecular state of its cells. This primarily occurs through binding of multiple types of ligands to receptors at the cell-surface, this acts as signals that are propagated through molecular interactions culminating in activation of transcription factors (TF) and subsequent transcription of genes. Rather than constituting independent paths from receptors to specific genes, signaling is conducted through a complex network with spatial and temporal components^1^. This enables the cell to compute a response to stimulation by multiple ligands^2,3^, e.g., co-stimulation of human macrophages gives rise to a spectrum of cellular activation states^4^. Disruptions to the network can cause disease, e.g., activating mutations in the signaling protein BRAF is present in 40–50% of all melanoma tumors, i.e., skin cancer, and single target treatments are not always sufficient due to cellular adaptations, e.g., tumors often acquire resistance to BRAF-inhibitors^5^. A systems perspective on signaling is required to better understand responses to co-stimulation and predict the effects of drugs. Such an understanding could be obtained through genome-scale computer simulations of signaling that have long been anticipated^6–8^.

By now, many requisites for genome-scale models of signaling are in place. The network topology has been extensively characterized with thousands of biochemical interactions collected in databases^9^ and with visual maps available for many signaling pathways, e.g., through the Kyoto Encyclopedia of Genes and Genomes (KEGG)^10^. Genome wide data can be generated using high-throughput methods, e.g., activities of hundreds of TFs can be statistically inferred from transcriptomics data^11^ and cellular responses to combinations of ligands, can be characterized through co-stimulation experiments^2^. For metabolism, genome-scale simulations are routinely performed using the flux balance analysis (FBA) framework, which predicts intracellular fluxes using steady state assumptions, linear optimization, and data on metabolic exchange rates^12^. It has been used to gain system level insight on a wide range of topics, e.g., the effect of intercellular compartmentalization on the flux of glutamate in cancer^13^ or the influence of metabolic trade-offs on oxygen consumption in muscle cells^14^. However, the linear FBA methodology cannot be applied to signaling, in which nonlinear relationships are typically important to capture and stoichiometric constraints are less straightforward to impose.

Current signaling models are often based on ordinary differential equations (ODE) or logic rules^7,8,15^ and face challenges when expanding to the genome-scale^7,16^. Yet, several of these have been overcome by simplifying assumptions. Explicit enumeration of microstates, which has been successful for individual proteins, is numerically intractable at the genome-scale^17^ due to a combinatorial explosion of states from posttranslational modifications and protein complexes. This is circumvented by models that omit enumeration, e.g., signal flow models^15^, which represent signaling as a signed directed graph with scalar activity values for each signaling molecule. Cellular activity occurs across multiple timescales, e.g., conformational changes of proteins occurs much faster than signaling events, while protein translation from mRNA occurs much slower. The requirement by network-wide models for simulation of long time-courses at high resolution can be overcome using quasi-steady-state approximations^17,18^ that assume that faster processes are instantaneous and slower processes are constant. However, two major limitations remain for reaching the genome-scale using current methods: predefined equations are needed for each molecule, while the exact mechanism is often unknown; and parameter estimation may require problematically long computational times for the largest models despite major advances^19^. Therefore, an alternative framework for modeling signaling is warranted.

Advancements in artificial neural networks (ANN) have enabled large-scale models in many different areas, including drug discovery and genomics^20^. ANNs approximate unknown and highly complex functions through a sequence of linear matrix operations and non-linear transformations. These approximations, sometimes containing millions of parameters, can be rapidly trained from paired samples of input and output data using the backpropagation algorithm^20,21^. While ANNs excel at predictions, their underlying mechanism is often elusive, and therefore more interpretable ANNs based on prior knowledge have been proposed for modeling biological systems^22^. For example, a feed forward neural network (FFNN) with a network topology derived from known signaling interactions has been used to predict cell types from gene expression data^22^. However, FFNN do not allow feedback loops, which are frequent in signaling, and therefore recurrent neural networks (RNN) may be a more suitable architecture for modeling signaling networks. It has previously been shown that a RNN without prior knowledge constraints can recapitulate the output of a small ODE-model of signaling^23^.

Here we construct a framework for rapid parameterization and simulation of intracellular signaling using RNNs hence referred to as LEMBAS, Large-scale knowledge-EMBedded Artificial Signaling-networks. We first construct an activation function suitable for approximating the steady state behavior of different molecular mechanisms. We then introduce a sparse RNN formalism that encodes the topology of a known signaling network. LEMBAS uses ligand concentrations as input to predict TF activities at steady state and we construct a regularization function that ensures that steady state is reached. To test the data requirements for training generalizable models, we generate synthetic data from a reference model with computationally derived parameters. Models trained on modestly sized (400–800 samples) synthetic datasets, accurately predict most randomly generated input-output pairs from the reference model. Additionally, the trained model predicts the effect of simulated gene knock outs (KO). To demonstrate the frameworks applicability to real world data, we generate a transcriptomics dataset for macrophages stimulated with 59 different ligands in the absence and presence of the ligand lipopolysaccharide (LPS). We discuss how genome-scale signaling models may leverage new types of high throughput data and facilitate personalized medicine.

## Results

### Approximating molecular interactions at steady state

For the purpose of the signaling framework developed herein, molecular interactions are assumed to always be at steady state. This can be justified by timescale separation, as these events are expected to occur on the order of milliseconds compared to signal transduction that evolves over several minutes. Molecular dynamics here signifies interactions between signaling molecules through a range of different mechanisms, e.g., phosphorylation, binding, or conformational changes. The steady state assumption implies that the activity of the target molecule of the interaction is a single valued function of its source molecules that are considered constant at that instant. This activity depends on the specific molecular mechanism (Fig. 1a) with the simplest arguably being independent activation and inhibition that may be interpreted as kinases and phosphatases respectively.

**Fig. 1:**
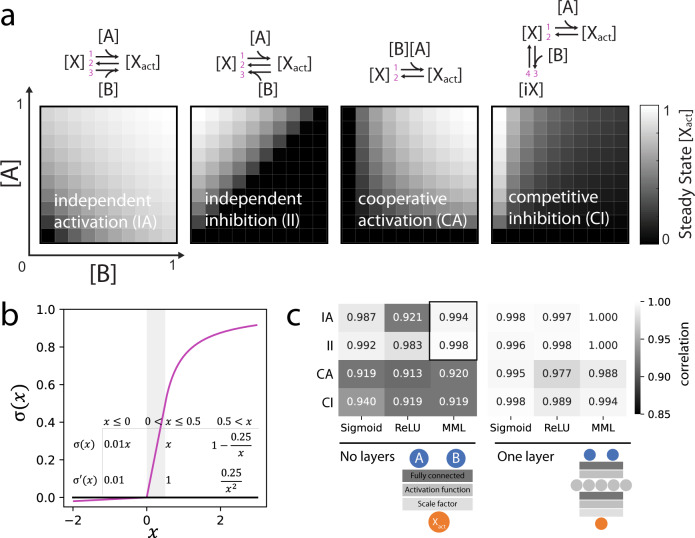
Modeling molecular mechanisms using a feed forward neural network (FFNN). **a** The steady state for different mechanisms involving two source molecules (A and B) at constant concentration and a target molecule with an inactive state ([X]) and active state ([X_act_]). Results were attained by running ODE simulations until steady state, reaction rates (1–4) were parameterized manually (values in Supplementary Table 1), maximum activity was scaled to 1. **b** The Michaelis–Menten-like (MML) activation function is designed as a monotonously increasing, continuous function with a maximum of 1 and continuous first derivative (except at 0). It is composed of three segments; a leaky; a linear; and a saturating. The leaky and linear segments correspond to the leaky ReLU activation function, as the Michaelis Menten equation is not defined for negative input. The saturating segment is composed of a shifted and scaled Michaelis–Menten equation. **c** FFNNs models of molecular mechanisms with different activation functions and number of layers. The model was trained on steady state activity for a grid of 7 × 7 linearly spaced source concentrations and tested on a 20 × 20 grid, the Pearson correlation between prediction and test data was calculated (mean of three runs). A black outline marks the performance of MML for independent activation and inhibition with no hidden layers. Source data are provided as a Source Data file.

In many cases the exact molecular mechanism of a signaling interaction will be unknown, but its input–output relation can be approximated by a neural network. Directed acyclic graphs, i.e., a FFNN, are appropriate models for interactions that are assumed to instantaneously reach steady state^17^ and for independent activation and inhibition, there is a direct mapping between their analytical steady state solution and a FFNN with the Michaelis–Menten equation as activation function (Supplementary Fig. 1a). Based on this we developed a problem-specific activation function, the Michalis–Menten like (MML) activation function (Fig. 1b) with two main features; preventing negative states that would be non-physiological; and preventing states >1 that are non-physiological assuming that this represents full saturation. Physiological constraints are thus imposed at the level of the activation function, allowing weights and biases to take on arbitrary values. In practice, the MML was taken as the leaky version of the Rectified Linear Unit (ReLU) activation in its standard formulation^24^ for negative inputs. This prevents a strict 0 gradient that may cause irrecoverable inactivation of nodes during training leading to blocked signaling in sparse networks. The MML was taken as ReLU also for input values less than 0.5 to allow a range where signaling states can be passed forward without alteration.

We found that a FFNN with this activation function and no hidden layers provided a good approximation of independent activation/inhibition (Fig. 1c) outperforming the other activation functions that were tested, as well as ODEs with incorrect functional form (Supplementary Fig. 1b). The overall performance was acceptable also for other molecular mechanisms, although prediction errors were not uniformly distributed (Supplementary Fig. 1c). An advantage of the MML model without hidden layers was that the sign of weights directly corresponded to the mode of action (MOA), activation (positive), or inhibition (negative). This allows for a straight forward implementation of MOA-constraints. Additionally, it requires markedly less calculations than multilayered FFNNs. For FFNNs with one hidden layer, i.e., intermediate values with no direct biological translation, all of the tested activation functions produced excellent approximations (Fig. 1c).

### Constraining a recurrent neural network with prior knowledge

Signaling involves a network of molecular interactions whose effects propagates from receptors at the surface to TFs in the nucleus. In order to represent these interactions, which include feedback loops, we developed a sparse RNN formulation as a model of cellular signaling, LEMBAS. We constructed a minimal signaling network (Fig. 2a) to demonstrate its application. The structure of this prior knowledge network was encoded by a sparse matrix holding the weights of its molecular interactions (Fig. 2b). The overall expression, also known as a first order non-linear difference equation, iteratively calculates the signaling state from the state at the previous timestep and includes ligand concentrations as input and a bias term, which may be interpreted as basal activation or thresholding. In this study molecular interactions were modeled without hidden layers so that MOA could easily be constrained, but the approximations of molecular interactions could have been made arbitrarily complex by adding intermediary nodes between sources and targets.

**Fig. 2:**
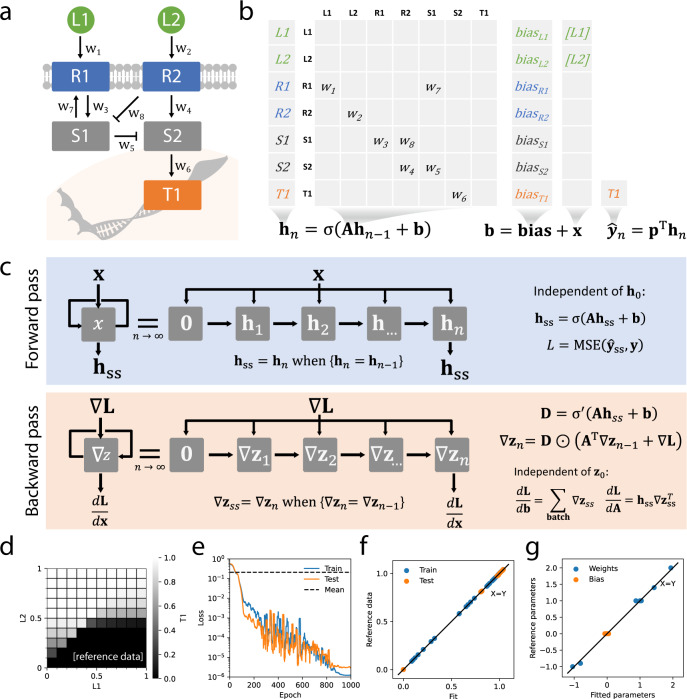
Modeling a simple signaling network using an RNN. **a** A simple signaling network including ligands (L1, L2) receptors (R1, R2), signaling proteins (S1, S2), and a TF (T1) interconnected by 8 interactions (*w*_*1*_*, …, w*_*8*_). **b** The difference equation calculates the state (**h**_*n*_) at timestep n from the previous time step. The matrix **A** holds the interaction weights and the bias term (**bias**) and input term (**x**) are added, the activation function (σ) is applied at each timestep. **c** Calculations are repeated until a steady state (**h**_*ss*_) is reached and the predicted TF activity ($$\hat{{{{{{\bf{y}}}}}}}$$) is projected (**p**) from the steady state. Loss (*L*) is calculated by comparison to reference data (**y**), e.g., as mean square error (**MSE**). It is back propagated to provide the partial derivatives with respect to weights and biases at steady state. Here ⊙ is element wise multiplication. To prevent potential exploding gradients, the loss is clipped at each step (see methods). **d** Reference data generated by a parameterized model. **e** A model trained on the reference data by minimizing the loss using stochastic gradient descent. Loss from predicting the mean value for comparison (dashed line). **f** Perfect fit (Train) and generalization (Test) to reference data. **g** Parameters in agreement between fit and reference. Source data are provided as a Source Data file.

It is here assumed that signaling activity reaches a steady state after evolving for some predefined number of timesteps (Fig. 2c) and TF-activities are projected from the steady state. Ligand-concentrations, weights, and biases are all assumed to stay constant during the iterations, which can be motivated by time-scale separation. Often RNNs are used to fit time series or other sequence data, but here intermediate states are discarded resulting in a one-to-one relation between ligand patterns and steady state TF activities. It can be noted that while internally, a trajectory is computed from some initial state (here all zeros) to steady state, the steady state does not explicitly depend on the initial state or any of the intermediary steps and these are therefore not required to reflect biologically relevant transitions. An implication of the steady state assumption is that any oscillations exhibited by the network are dampened.

When training a model using LEMBAS, any potential prediction error can be back propagated to adjust the model parameters. The unrolling of an RNN into discrete timesteps is commonly referred to as backpropagation through time (BPTT)^25^. Here the BPTT expression is simplified by the steady state assumption and the assumption of constant input (Fig. 2c). Due to these assumptions, the gradients only depend on the steady state values and due to the vanishing of gradients from early timesteps, the back-propagated error can be assumed to reach a steady state that is independent from the trajectory by which it is computed (see Supplementary Fig. 2 for a numerical comparison and Supplementary Notes 1 and 2 for derivation). It can be noted that BPTT, for this restricted RNN, strongly resembles loopy belief propagation that is used for Bayesian inference on cyclic graphs^26^, where error messages are propagated until convergence. As an alternative to direct iterations, we also tried using Newton’s method for the forward pass and an equation solver for the backward pass, which is a linear equation system. However, in these tests, the solvers were an order of magnitude slower than iteration (Supplementary Fig. 3a, b).

Models can be constructed on training data, then tested for generalization on previously unseen data. The data, containing ligand–TF activity pairs, was generated from a reference model (Fig. 2d) with manually assigned parameters. A model was trained using this data, i.e., without direct access to the parameter values. Terms were added to the loss function to constrain weights by their MOA and constrain biases at ligand positions to zero, since their concentration was assumed to be provided as input (see methods for implementation). Additionally, regularization terms controlling the L2 norm of the parameters were added to prevent overfitting, as is common practice. The model was trained using the ADAM optimizer^27^ with a cosine learning rate schedule and warm restarts, as has been proposed by others^28^. Using this setup, it was possible to train (Fig. 2e) a model to a near perfect accuracy, both on data used for training (80%), and on test data (20%) that was left out of the training set at random (Fig. 2f). We tested the methods sensitivity to non-uniformly distributed training data by adversely selecting samples that were left out of training (Supplementary Fig. 4a) and this reduced generalization marginally, e.g., removing the bottom left quadrant reduced the correlation (Pearson) of predictions to 0.85.

For this particular model structure, the trained model accurately recovered the original parameter values (Fig. 2g). However, it was possible to construct a network where this did not occur even though the network generalized perfectly to test data (Supplementary Fig. 4b). In this model, with sequential nodes without branching, the parameters were not identifiable, i.e., several different parametrizations provide an equally good fit to the data. Nevertheless, there was a strong correlation between the predicted state vector of trained- and reference-model, suggesting that the learned model may be able to accurately predict the effects of perturbing states, despite inconsistent parametrization.

### The steady state assumption and spectral radius constraints

The assumption of a pseudo-steady state is motivated by time-scale separation; however, this is expected to be disrupted by regulatory events over the course of a few hours, e.g., through transcriptional changes that remodel the network structure or induce autocrine signaling. An example of this is signaling via NFκB, which drives oscillatory TF activities through transcriptional induction of NFκB-inhibitors, e.g., p100 and IκBα^29^. In principle such regulatory effects could be modeled as transitions between two steady states where data on the regulatory change is used as input for the second state, e.g., increased levels of p100 in the case of NFκB signaling. In support of this principle, we constructed a simple model of NFκB dynamics (with 4 molecular species) that elicited oscillatory behavior driven by time delay in protein translation (Supplementary Fig. 5a). By sampling data from the trajectories of this model at 4 selected time points (Supplementary Fig. 5b), and training a steady state model to fit the data (Supplementary Fig. 5c) we found that the parameters of the underlying model were correctly identified (Supplementary Fig. 5d).

Feedback loops can prevent an RNN from reaching a steady state. The formulation above assumes that a steady state is reached within a specified number of timesteps. However, depending on the parametrization this may not occur. This could yield non-sensical output and may be detrimental to the gradient calculations, which could prevent training from converging. The requirement to reach a steady state can be formally expressed using eigenvalue analysis of the linearized difference equation (Fig. 3a). For the model to eventually reach a steady state, the absolute value of the largest eigenvalue of the transition matrix, i.e., the spectral radius, must be less than 1 (see Supplementary Note 3 for derivation). Similar ideas have previously been explored for linear systems^30^ and for RNNs^31,32^.

**Fig. 3:**
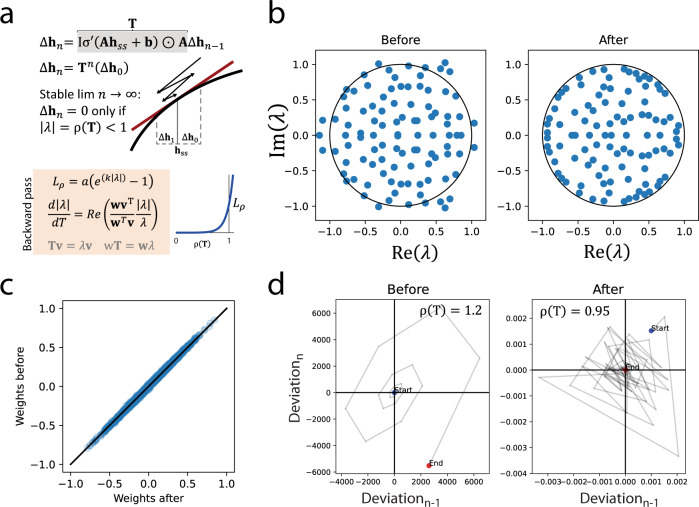
Stability of each steady state is controlled by the spectral radius of a transition matrix. **a** Linearization of the difference equation (first order Taylor expansion) around a steady state (**h**_*ss*_) and shift of coordinates with the steady state as origin yields a homogeneous linear difference equation with transition matrix (**T**), here **I** is the identity matrix. Stability requires that a deviation ($$\triangle {{{{{{\bf{h}}}}}}}_{0}$$) from steady state tends to 0 for repeated multiplication by **T**. This occurs only if the spectral radius (*ρ*) of **T**, i.e., the eigenvalue (λ) of **T** with largest absolute value, is less than 1. A regularization term (*L*_*ρ*_) is constructed to constrain the spectral radius. Its gradient is a function of the eigen value and left (**w**) and right (**v**) eigenvectors. Note that the imaginary component of this function is orthogonal to the radius and can be ignored. The Re function elementwise returns the real part of complex numbers. **b** All eigenvalues of a 100 × 100 transition matrix before and after a reduction of the spectral radius with the loss function using gradient descent for 200 steps. Matrix parametrized at random with 20% non-zeros. **c** Strong similarity between matrix weights before and after reduction suggesting that the regularization will cause minimal disruption to the learning. **d** Trajectories are stable after shrinking the transition matrix, here the trajectory of the first element. Source data are provided as a Source Data file.

It is possible to constrain the spectral radius. Its partial derivatives can be computed (for a numerical demonstration see Supplementary Fig. 6) since it is a locally smooth function of the weights^33^. We introduced a regularization term to control the spectral radius using gradient descent (Fig. 3b) and with marginal effects on the magnitudes of the weights (Fig. 3c) it ensures steady state behavior (Fig. 3d). The introduction of the spectral radius in the loss function can be viewed as imposing a prior on the temporal complexity of the model. It should be noted that while the spectral radius regularization ensures that all conditions in the training data reach a steady state, it does not guarantee that this holds for arbitrary conditions, i.e., untested conditions may be unstable. With this, we had the prerequisites to simulate networks of arbitrary size and wiring.

### Parameterizing a large model for synthetic data generation

To put LEMBAS to the test, we reconstructed a more comprehensive signaling network. For this, we turned to an online database, OmniPath^9^, that collects evidence of signaling interactions in human cells. The full set of interactions in OmniPath is very comprehensive and includes both well-characterized interactions and results from single high-throughput experiments. To ensure a model of high-quality, we used a subset of interactions that listed KEGG^10^ as reference database and for which the MOA was known (Fig. 4a). Nodes were labeled as ligands, receptors, signaling molecules or TFs, based on annotation in OmniPath (see “Methods”).

**Fig. 4:**
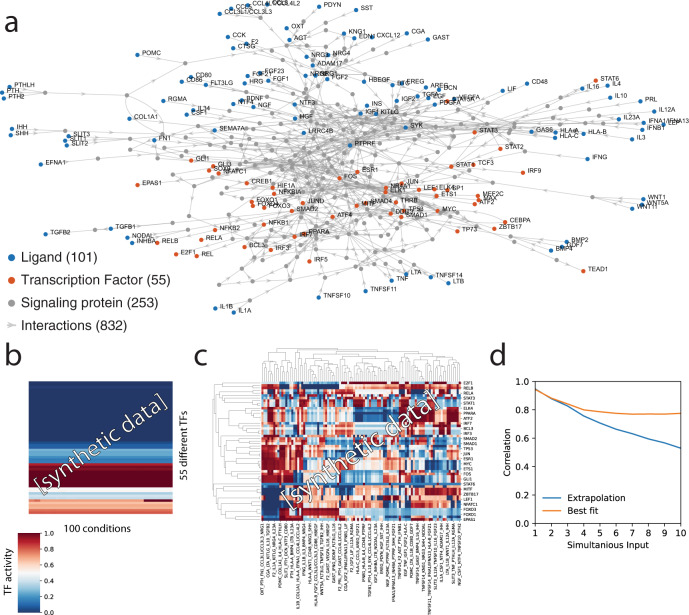
Synthetic data from automatically parameterized model. **a** A large signaling model was reconstructed. **b** Random parameterization did not result in a model where TF activities varied in response to different ligands. Synthetic data (*N* = 100) generated from the model for combinations of 5 different ligands. **c** A model with parameters optimized for variable output resolved this issue. **d** Extrapolation of a linear fit to TF activities from single ligand stimulation and best linear fit using data from multiple ligands (20-fold cross validated) shows that TF activity is not a linear combination of the activity of individual ligands. Due to space constraints, some of the labels are omitted from the heatmap in c. Source data are provided as a Source Data file.

We set up a reference model to generate synthetic data. To parameterize such a large model by hand would be daunting, and parametrizing it at random did not yield meaningful models (Fig. 4b), where TF activities depended on the input. This appeared to be a consequence of the biological network structure, since matrices with random structure and similar sparsity showed a more dynamic response when parameterized at random (Supplementary Fig. 7). To overcome this, we devised a setup to automatically generate parameters based on desired properties of the model (see “Methods”), which when applied to the simple signaling network in Fig. 2a, recapitulated its signaling profile without the need for manual calibration (Supplementary Fig. 8). Briefly, using randomly generated input, an objective function was optimized to simultaneously minimize; mean correlation between conditions and TFs; the L2 norm of biases and weights; and deviations from a uniform distribution of activities for TFs and conditions. Additionally, the spectral radius, MOA of weights, and the bias term on ligands were constrained. The resulting model generated much richer synthetic data with TF activity patterns that responded to ligand input (Fig. 4c). Principal component analysis of the models, TF-patterns showed that increasing the number of ligands increased the covered space consistent with complex interactions and emergent states (Supplementary Fig. 9). This was also supported by a generalized linear model of the patterns that showed a decreasing fit for an increasing number of simultaneous inputs, suggesting the presence of non-linear interaction effects (Fig. 4d). The parameterized reference model demonstrates the computational capacity that lays latent in the topology of the signaling network.

The time complexity of LEMBAS is favorable for learning large networks. Network size can be characterized by the number of signaling nodes (n) or by the number of non-zero interactions (z) and a bottleneck for the algorithm involves sparse matrix multiplication between the weight matrix and the state vector with a complexity of zn^2^, meaning that simulation time increases linearly with the number of interactions and that doubling the number of nodes requires 4 times longer simulation time. For biologically relevant networks with between 1000 and 19,000 nodes and ~10 interactions per node, we observe a linear increase in wall time from 0.006 to 0.06 s per pass (Supplementary Fig. 10a). However, the purpose of the algorithm is to train models from data to an acceptable fit, which requires training for a number of epochs that will depend on the total number of conditions (see Supplementary Note 4 for a more in-depth theoretical analysis of the complexity). Empirically we find a sub-linear relationship between the number of conditions and number of epochs of training required to attain a fit (Supplementary Fig. 10b, c). While the complexity of training a generalizable model, so far remains an empirical question, polynomial bounds on the number of epochs have been established for some classification tasks using RNNs^34^.

### Training generalizable models on synthetic data

To test the data requirements for generating generalizable models, we trained models on synthetic data generated from the reference model. To aid in the generalization and prevent the model from getting stuck in local minima during training, several regularization techniques were applied (see “Methods”). Briefly, the state variable was regularized to have approximately uniform distribution and a non-negative max value across conditions; weights were regularized to have non-zero values and L2 regularization was applied to all parameters; Gaussian noise was added to the state variable with the level of noise decayed throughout the training in proportion to the learning rate. Training with noise could be considered a more biologically realistic alternative to drop-out, a regularization technique that aims to decreases the dependency on specific nodes by removing them at random. Experiments with drop-out on knowledge primed neural networks by others^22^ showed that a much lower dropout rate than the default (50%) is required, presumably due to the likelihood of complete blockage when the number of possible paths are limited.

With these techniques we fit models that generalized to a quite favorable extent. The amount of data required for this was investigated by training models with increasing amounts of randomly generated conditions for different numbers of simultaneous ligands (Fig. 5a). More simultaneous ligands improved generalization, and excellent performance was attained at the highest data settings. As expected, training models without spectral radius regularization caused training to diverge, resulting in poor fits (Supplemental Fig. 11a). A low, but non-zero, correlation was attained for models trained on data with scrambled order of conditions (Supplementary Fig. 11b). This could be due to the model learning general differences between distributions of individual TFs and was corroborated by an even higher correlation from taking the average of each TFs as prediction. We were concerned about potential information leakage from the reference model, since some of the regularization terms were shared with the parameterization algorithm, but training a model using only regularization terms (without fitting to data) did not perform better than predicting the average of each TF (Supplementary Fig. 11b), suggesting that leakage was not substantial.

**Fig. 5:**
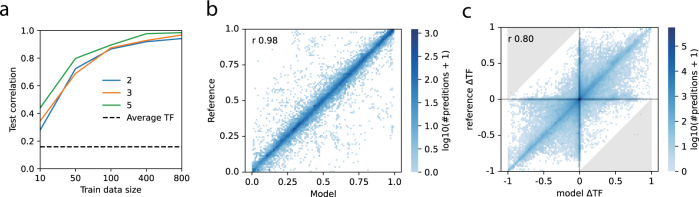
Modest amounts of synthetic data is sufficient to train generalizable models. **a** Synthetic training data was generated from a reference model and used to train an independent model. Training data with different numbers of conditions (10, 50, 100, 400, and 800) and simultaneous ligands (2, 3, and 5). Generalization performance was evaluated on 1000 independently generated test conditions as the Pearson correlation between prediction and reference. A non-zero correlation was attained for predicting the average of each TF. Training was conducted for 10,000 epochs with a batch-size of 5. **b** Comparison of model prediction and reference for the best performing model. **c** KOs of signaling nodes were simulated by applying a strong negative bias to the node, resulting in their state being close to zero after applying the activation function. For independent KOs of 253 internal nodes under 100 random conditions, the change in TF activity for KO compared to no KO (control) was in good agreement between model and reference. For predictions to be off by more than 1 (marked in gray) both KO and control must be incorrectly predicted. Source data are provided as a Source Data file.

For the best model, the predicted TF values generally fell on the line of identity when comparing to reference (Fig. 5b). There were however some notable exceptions, these corresponded to a few poorly predicted conditions with correlations as low as 0.2 whereas the correlations of individual TFs were all above 0.9 (Supplementary Fig. S11c). Training with additional data could potentially alleviate this issue, since a larger state space would be sampled, but the saturating trend in generalization after 400 samples (Fig. 5a) suggests that perhaps further improvements to the regularization may be more economical. We found that, in general, parameters were not identical between reference and trained models (Supplementary Fig. 11d), presumably due to lack of identifiability, but that most of the state variables were still highly correlated between trained and reference models (Supplementary Fig. 11e).

We hypothesized that the fitted model would predict in silico knock outs (KO) of signaling molecules in the reference model without training on such data. If successful, this would mean that the trained models had acquired the same structural dependencies as the reference model. For models trained on data from living cells, this would correspond to the ability to predict systemic effects of mutations or drugs. We simulated KO of each of the signaling molecules under several different conditions, i.e., in presence of different ligands. Although many KOs had limited impact on most TFs, the predicted difference in TF activity was similar between reference and fitted models (Fig. 5c), meaning that KO events were in general successfully predicted.

LEMBAS relies strictly on prior knowledge of the signaling network and does not attempt to identify novel interactions. This is advantageous since it strongly reduces the solution space, alleviating the data requirements while at the same time enforcing biological plausibility and enabling the simulation of KO events. However, this may also be a limitation for learning the parts of signaling that are not yet fully characterized. This may be particularly challenging when applying LEMBAS to other mammals, since their prior knowledge networks often are mere homolog-based extrapolations^9^ of their human counterpart. At best, training under such conditions may result in inability to completely fit the test data, which may help highlight signaling interactions that require further attention and research, however, incorrect relations may also be learned which may harm generalization. A potential solution is to allow the model to use a limited number of interactions supported by prior knowledge of sub-standard quality. Alternatively, the model could be set up to identify novel interactions, which may result in data-driven discovery.

A recent approach attempts to overcome missing signaling interactions by adding condition-dependent signals to each node^35,36^. In theory, missing interactions may be inferred from analysis of the imputed signaling patterns. We adapted a version of this method using a fully connected neural network. We applied it, *post hoc*, to a model from which we had manually removed one interaction (between RALGDS and RALA) that we found was important for the model’s predictions. After training the neural network to reduce the error introduced from removing the interaction, it provided an unambiguous signal on RALA, the target of the interaction (Supplementary Fig. 12a). Furthermore, by identifying nodes that correlated with the signal, and discarding downstream signaling proteins, we narrowed down the source of the missing interaction to a set of 5 nodes that included RALGDS and its nearest neighbors in the signaling network (Supplementary Fig. 12b), supporting the utility of the method. However, for a more realistic setting, where fitting of the model and condition-specific signals occurred simultaneously, we were unable to identify the missing interaction (Supplementary Fig. 12c). So, while data-driven discovery seems like a promising future application of LEMBAS, a more thorough evaluation would be required to determine its utility in a realistic setting.

### Estimating transcription factor activities

Transcription factor activities are increasingly recognized as a natural bridge between signaling and regulation^37^ and in order to apply LEMBAS to actual experimental cell biology data, TF-activities must be estimated for each experimental condition. Since the lifetime of mRNA is expected to be much shorter than regulatory changes in transcription rates^38^, mRNA concentrations can be expected to be proportional to their formation rates and thus reflect the activity of the TFs that regulate their expression. Estimation of transcription factor activities from gene expression of their targets is an appealing method, due to the comparable ease of data generation, that is becoming increasingly utilized^11^. In this study, we used a gene set enrichment-based method, Dorothea^11^, that estimates probabilities of TF activities from mRNA concentrations of their target genes. In the Dorothea-study, the authors quantify their ability to predict changes in TF activities under defined conditions, such as TF knock-out or overexpression, and found that literature-derived TF-target interactions outperformed interactions inferred from high throughput studies. They provide confidence scores between A and E for each interaction in their database, and for this study, we only use interactions with high confidence (A and B). For modeling purposes, one challenge is to relate the statically inferred probabilities of TF activation to different levels of TF activity, e.g., due to time-occupancy at TF binding sites or levels of polymerase recruitment. Nevertheless, it can be expected that some, presumably non-linear, relation exists, which may be approximated by the RNN model.

We applied the method to a transcriptomics dataset from literature^4^ where macrophages were stimulated with 12 ligands in 23 different combinations. There was in general good agreement for the predicted TF-activities among biological replicates from the same condition (Supplementary Fig. 13a, b) and the inferred activity patterns (Supplementary Fig. 14) appeared to largely agree with known biology, e.g., that RELA and RELB are induced by inflammatory ligands such as interferons and lipopolysaccharide (LPS)^39^. Applying LEMBAS to this data, we fit a model with high accuracy, Pearson correlation *r* = 0.96 (Supplementary Fig. 15a). For this, we expanded the model with interactions from an immune-specific resource, InnateDB^40^, and manually added receptor interactions for the ligands used in the study (Supplementary Table 3). Leave-one-out cross validation (LOOCV) of the model’s ability to generalize to unseen data, showed a correlation of *r* = 0.59 (Supplementary Fig. 15b), markedly higher than for models trained on data in scrambled order *r* = 0.11 (Supplementary Fig. 15c). This was even better than for synthetic data of comparable size, perhaps due to denser sampling from a restricted region of the ligand stimulation space.

### Predicting signaling in ligand stimulated macrophages

Encouraged by LEMBAS’s performance on synthetic- and literature data, we generated a data set for ligand stimulated macrophages. 

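The ligand stimulated macrophages were grown from monocytes in the blood of 3 healthy donors, and their RNA was sequenced in 190 samples of 103 conditions. The ligands were cytokines, growth factors, lipids and other signals, 59 in all, and the PBS control condition is labelled PBS-BSA. LPS, a component of the outer membrane of Gram-negative bacteria, was added in 43 of the ligand groups, PBS-BSA included. Macrophage transcripts were abundant in the samples. LYZ, which encodes lysozyme, had a median of 7973 CPM (counts scaled to the library size) over the 190 samples, and CD68, a lysosomal glycoprotein of macrophages, had a median of 1867. The receptors CD14, CD163 and CSF1R had medians of 409, 695 and 541 CPM. Counts of CD3E, a gene of T cells, were found in 15 samples, of HBB, a gene of red blood cells, in 2, of FCER1A, a gene of dendritic cells and basophils, in 27 and of the platelet gene PPBP in 56. NKG7, a gene of cytotoxic lymphocytes, had counts in 171 samples with a median of 11.3 CPM, the neutrophil granule gene MPO in 189 with a median of 1.99, and the B cell gene CD79A in 152 with a median of 0.24. Transcripts for the PGE2 receptors PTGER2 and PTGER4, the IL4 and IL13 receptor chains IL4R and IL13RA1, the LPS receptor TLR4 and the IL26 receptor chain IL10RB were found in all 190 samples. IL20RA, the other chain of the IL26 receptor, had counts in 11. By the methods of the paper, monocytes were cultured for 5 days with M-CSF at 50 ng/mL, then re-plated and left to reattach before stimulation. The sample labels name GM-CSF at 25 ng/mL and 7 days. Cells received a ligand for 24 h, and LPS at 10 ng/mL for the last 2 h. Libraries were made by Smart-seq2 and Nextera XT. The authors aligned reads with HISAT2 2.1.0 to hg 38 and estimated expected counts per gene of GENCODE 27 with RSEM 1.3.0, then summed technical replicates. Total counts per sample ran from 2126396 to 11093171 with a median of 7398582. The median was 7249784 in the 127 samples without LPS and 7525665 in the 63 samples with LPS. Between 16777 and 24175 genes were detected per sample. The samples were on 2 plates with 95 on each, and a plate held samples with and without LPS. In some groups, PBS-BSA among them, the donor C samples with and without LPS were on different plates. Expected counts were rounded, scaled by TMM and fitted by edgeR's quasi-likelihood model with a term for each condition and for the donor. Genes were tested if they passed edgeR's filter on low counts, which kept 18323 of 58347 genes, and p-values were adjusted by the Benjamini-Hochberg method. The comparisons, the gene lists and most alternative settings were fixed before the data were examined.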

Human macrophages differentiated from monocytes from healthy donors (*n* = 3) were stimulated with one of 59 different ligands for 24 h, with and without the addition of LPS for the last 2 h (Fig. 6a). Transcriptomics data was generated for each condition and used to infer TF-activities (Fig. 6b). There was in general good agreement between the biological replicates (Supplementary Fig. 16a, b). 

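Samples that received the same ligand shared a profile across donors, though often not one particular to that ligand. Each sample without LPS was expressed as log2 CPM relative to the mean of its donor over 59 ligand groups, PBS-BSA included, that both of the main donors had. Across the 18323 genes, Pearson's r between the donors was 0.880 for lysophosphatidic acid (LPA), a lipid signal from damaged tissue, and 0.877 for IL26. It was 0.855 for A2M, a protease inhibitor of plasma, and 0.843 for oxidized low-density lipoprotein (ox-LDL). PGE2 had 0.795, all-trans retinoic acid (ATRA) 0.730, IL4 0.685 and IFNG 0.642. The cytokines IFNB1 and IL10 had 0.578 and 0.480. The lowest values were 0.0857 for SPP1, a secreted phosphoprotein, 0.0933 for BMP4 and 0.131 for IL1A. PBS-BSA itself had 0.329.

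**Figure D1:**
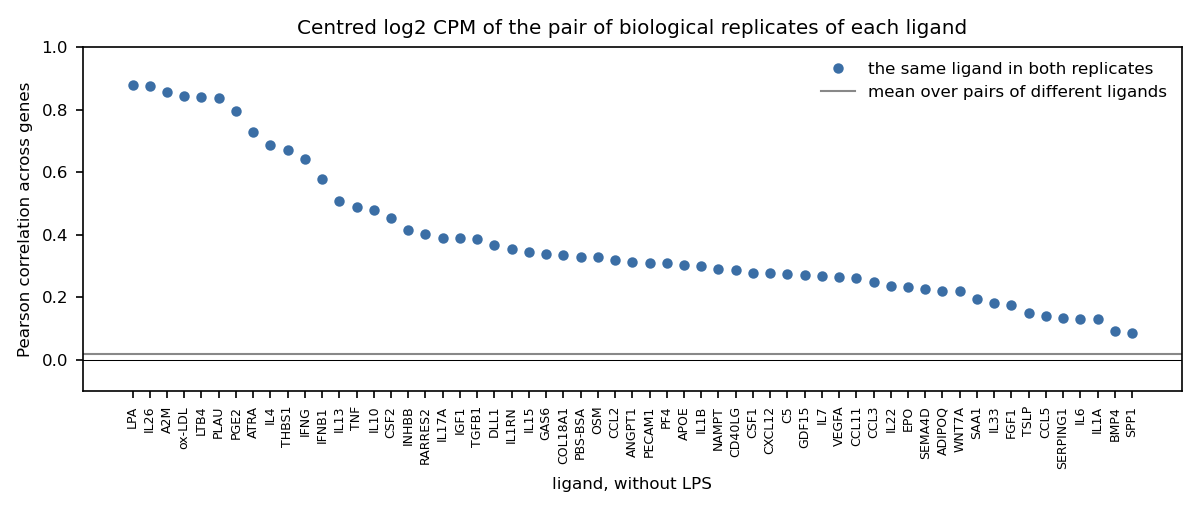
Pearson's r across genes between the samples of both main donors for each ligand without LPS, 1 point per ligand group, with a grey line at the mean over pairs of different ligands. Every point lies above 0, from 0.0857 for SPP1 to 0.880 for LPA.

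The mean over the 59 matched pairs was 0.385, against 0.0182 over pairs of different ligands. A permutation test that reassigned the ligands of 1 donor gave a one-sided p of 1e-05, the smallest that 100000 draws allow. The pair's own ligand had the highest r of all 59 in 17 groups and was among the 5 highest in 31. For the lipid mediator LTB4, the highest r with a sample of another ligand was 0.847, against 0.842 for its own pair. For ox-LDL it was 0.859 against 0.843, and for ATRA 0.742 against 0.730. For LPA and IL26 it was 0.877 and 0.875, against 0.880 and 0.877 for their own pairs. The permutation test does not tell a ligand's own profile from one that several ligands share. The median r of the own pairs over groups was 0.314, and r passed 0.5 in 13 of them. These correlations are across genes, which are not independent replicates, there is 1 pair per ligand, and the donors of a pair were on different plates.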

As expected, LPS elicited a strong signaling response, inducing, among other TFs, RELA and STAT1. 

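TNF, which encodes an inflammatory cytokine, lies on chromosome 6 of hg38 from 31575565 to 31578336. It averaged 704 ± 1216 CPM (SD, n = 63) with LPS and 16.2 ± 9.49 (SD, n = 85) without LPS in the same ligand groups. Averaged over the groups, this is a log2 fold change of 4.40 (standard error 0.08, adjusted p = 1.3e-68 from edgeR's quasi-likelihood test), and TNF was higher with LPS in 63 of 63 pairs of samples from the same donor. Some of these pairs, those of PBS-BSA, PGE2 and ox-LDL among them, were on different plates, so plate and LPS differ together there. The groups differed widely around the average of 4.40. Within a group the log2 fold change of TNF ran from 1.09 with SAA1 to 11.46 with PGE2, and was 1.75 in PBS-BSA. SAA1, PGE2 and PBS-BSA each have a single sample with LPS, from donor C. IL6 and CCL20, a cytokine and a chemokine of early inflammation, rose by 5.33 and 5.30 on the log2 scale, also in 63 of 63 pairs each. NFKBIZ, a nuclear cofactor of NF-κB, rose by 3.07, PTGS2, the enzyme that starts prostaglandin synthesis, by 3.11, IL1B by 2.89 and the neutrophil chemokine CXCL1 by 3.38. NFKBIA, which holds NF-κB in the cytoplasm, had a log2 fold change of 1.21, and the inhibitors TNFAIP3 and SOCS3 had 1.43 and 1.61, with rises in 54, 53 and 52 of 63 pairs. TSC22D3, a glucocorticoid-induced inhibitor of inflammatory transcription, fell by 1.63 and the potassium channel subunit KCNE3 fell by 1.20, both in 63 of 63 pairs. The chemokine receptor CXCR4 fell by 1.14 and the PI3K inhibitor PIK3IP1 fell by 0.94, in 60 and 58 of 63 pairs.

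**Figure D2:**
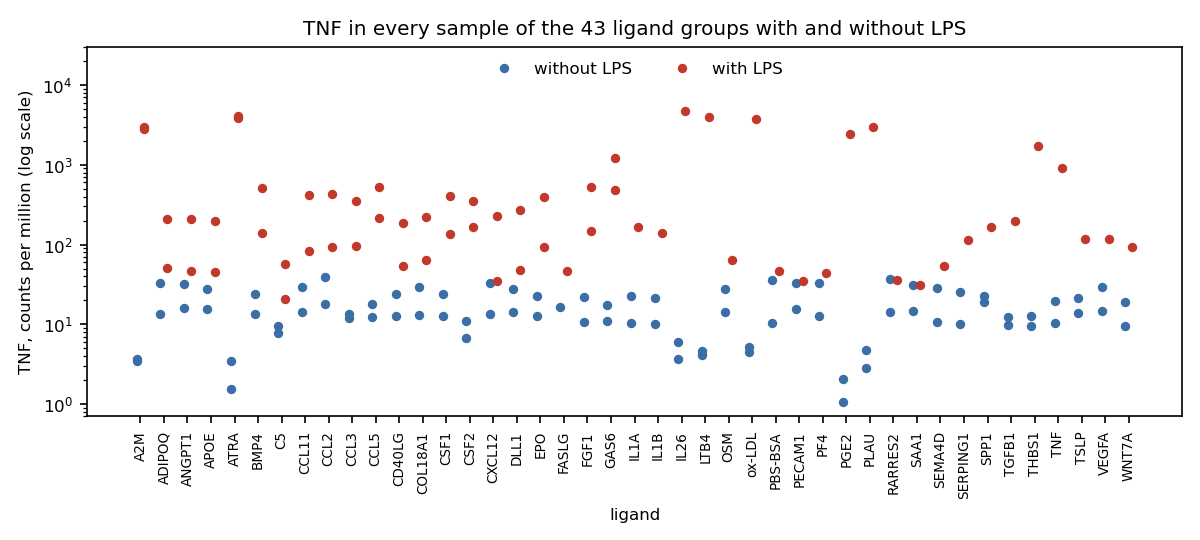
TNF in CPM on a log axis for each sample of the 43 ligand groups that have samples with and without LPS, 1 point per sample. Samples with LPS average 704 CPM and samples without LPS 16.2. Group means with LPS run from 31.2 CPM for SAA1 to 4734 for IL26.

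Of 34 target genes of NF-κB, the factor that contains RELA, 33 were higher, none was lower and 1 did not pass the test (33 higher when adjusted over the list alone). Their median log2 fold change was 1.45, and camera, a test of a list against the other genes with a preset correlation of 0.01, gave an adjusted p of 1.2e-66. The call holds with an estimated correlation. Of 30 targets of type I interferon, 23 were higher and 7 did not pass (24 when adjusted over the list alone). Their camera adjusted p of 3.4e-11 becomes an adjusted p of 0.383 with an estimated correlation. Of 24 genes of cholesterol synthesis and uptake, 13 were higher, 3 were lower and 8 did not pass (14 higher and 3 lower when adjusted over the list alone), and the adjusted p of 0.00363 becomes 0.395 in that test. Among them HMGCS1 rose by 1.14. Of 30 MYC targets, 12 were higher, 1 was lower and 17 did not pass (13 higher and 2 lower when adjusted over the list alone), and of 19 genes higher in GM-CSF than in M-CSF macrophages 6 were higher and 13 did not pass (6 higher when adjusted over the list alone). Their camera adjusted p of 0.0293 and 0.00245 become adjusted p of 0.634 and 0.0688 with an estimated correlation.
RELA itself, on chromosome 11 from 65653599 to 65663090, averaged 67.6 CPM with LPS and 56.3 CPM without in the same ligand groups, a log2 fold change of 0.34 (standard error 0.03, adjusted p = 2.4e-18 from the same test). The groups did not share this rise evenly. With A2M, RELA went from 15.0 and 16.5 CPM to 65.6 and 66.3 in donors B and C. With CCL2 it went down, from 81.9 and 82.1 CPM to 67.7 and 69.1. IFIT1, a target of type I interferon, had a log2 fold change of 0.86, but was higher in 25 of 63 pairs, and in PBS-BSA alone it was -0.69 and did not pass the test. IRF1, a transcription factor of interferon responses, rose by 1.59 in 63 of 63 pairs. Over all genes 7020 changed, 2888 of them higher and 4132 lower, and 8061 had an unadjusted p under 0.05. More than 2-fold changes were found in 514, of which 327 were higher. In the 20 ligands with 2 samples each, 2954 were higher and 3196 lower. With donor B alone 2040 genes changed, of which 1172 were higher and 868 lower, so the larger direction turns, and with PBS-BSA alone, where LPS has a single sample, none did (531 at an unadjusted p under 0.05).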

A group of ligands that included IL26 and Prostaglandin E2 (PGE2) showed a signaling profile that was markedly distinct from the PBS control condition and also differed in their LPS response. 

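CA2, which encodes a carbonic anhydrase abundant in osteoclasts, lies on chromosome 8 of hg38 from 85463968 to 85481493. It averaged 354 ± 102 CPM (SD, n = 2) with IL26, a cytokine of the IL10 family, and 2.53 ± 0.0109 (SD, n = 2) in the PBS control. This is a log2 fold change of 7.09 (standard error 0.31, adjusted p = 8.7e-36 from edgeR's quasi-likelihood test). With PGE2, a lipid mediator made by PTGS2, CA2 averaged 93.9 ± 14.1 CPM (SD, n = 2), a log2 fold change of 5.21. DCSTAMP, a membrane protein of macrophage fusion, rose by 6.36 with IL26 and by 5.56 with PGE2, and the proton pump subunit ATP6V0D2 rose by 5.53 with IL26. The tetraspanin CD9 rose by 5.21 and 6.01, and FBP1, an enzyme of gluconeogenesis, by 5.49 and 4.66. The sugar-phosphate exchanger SLC37A2, on chromosome 11 from 125063302 to 125090516, rose with PGE2 from 5.13 ± 1.82 to 351 ± 46.2 CPM (SD, n = 2 each), a log2 fold change of 6.14. IDO1, which encodes an interferon-induced enzyme of tryptophan breakdown and lies on chromosome 8 from 39902275 to 39928790, averaged 3609.5 ± 764 CPM (SD, n = 2) in the PBS control and 0.667 ± 0.944 (SD, n = 2) with IL26. Its log2 fold change was -12.13 (standard error 0.56, adjusted p = 1.2e-35 from the same test). With PGE2, IDO1 had 1 count against 60755 in the PBS control, a ratio of 47100.2 (95% counting interval 8453.2 to 1860390.4). These changes were not particular to IL26 and PGE2. IDO1 was also below 2 CPM with A2M, ATRA, LPA, LTB4, ox-LDL and the protease PLAU, where CA2 averaged from 208 to 362 CPM. The chemokines CXCL13 and CXCL11 had 0 counts with IL26, so they were at least 3083-fold and 1348-fold lower than in the PBS control. ACOD1, which makes itaconate, and CCL19 had 0 counts with PGE2, at least 4277-fold and 3463-fold lower. These bounds take 3 counts as the limit that a count of 0 allows, and they and the interval cover counting error only. The inflammatory gene IL1B had log2 fold changes of -7.48 with IL26 and -7.21 with PGE2, and PTGS2 had -6.89 with IL26. NFKBIA had -3.23 and -3.37, TNF -2.13 and -3.97, and RELA -1.95 and -1.80, in that order of ligands. Among interferon targets, IFIT1 had -7.21 with IL26 and -6.27 with PGE2, and ISG15 had -7.41 and -7.44. The PGE2 receptor genes PTGER2 and PTGER4 fell with PGE2, with log2 fold changes of -3.90 and -3.25. Of 34 NF-κB targets, 32 were lower, none was higher and 2 did not pass with IL26 (32 lower when adjusted over the list alone), with a median log2 fold change of -3.66. The same counts held for PGE2 (34 lower when adjusted over the list alone), with a median of -3.80, or -3.77 with the genes at 0 counts set to their bounds. All 30 targets of type I interferon were lower with each ligand, with medians of -5.22 and -5.21 (30 lower each when adjusted over the list alone). Genes listed as markers of other cell types differed as well. Bulk samples do not tell a change in cell mixture from a change within macrophages. Of 7 dendritic cell markers, 5 were lower and 2 did not pass with IL26 (5 lower when adjusted over the list alone), and 5 were lower, 1 was higher and 1 did not pass with PGE2 (5 lower and 1 higher when adjusted over the list alone). LAMP3, a marker of mature dendritic cells, had 2 counts with IL26 and 3381 in the PBS control, a ratio of 2126.4 (95% counting interval 588.19 to 17565.4), and NKG7 had 1 count and 265, a ratio of 333.33 (95% counting interval 59.312 to 13214.8). Against the mean of the other conditions NKG7 did not pass the test (adjusted p = 0.528 from the same test). Of 7 neutrophil markers, 4 were higher and 3 did not pass with PGE2 (4 higher when adjusted over the list alone), where the camera adjusted p of 0.0204 becomes an adjusted p of 0.0955 with an estimated correlation. With IL26, 2 were higher and 5 did not pass (2 higher when adjusted over the list alone, camera adjusted p = 0.329). All 8 metallothionein genes, which encode metal-binding proteins and share reads with each other, were lower (8 each when adjusted over the list alone), with medians of -6.89 and -8.31, or -6.08 and -7.95 at the bounds. Single metallothionein values such as -8.21 for MT1G and -6.37 for MT2A with IL26 are uncertain for that reason. Cell cycle genes went the other way. With IL26, 27 of 30 were higher, 1 was lower and 2 did not pass (29 higher and 1 lower when adjusted over the list alone). With PGE2, 24 were higher, 1 was lower and 5 did not pass (25 higher and 1 lower when adjusted over the list alone). MKI67, a marker of dividing cells, rose by 5.73 and 4.09, and TOP2A by 4.58 and 2.55. Of 30 MYC targets of ribosome and nucleotide synthesis, 29 were higher and 1 did not pass with IL26 (29 higher and 1 lower when adjusted over the list alone). Of 15 targets of IL10, whose receptor shares a chain with that of IL26, 11 were lower, 1 was higher and 3 did not pass with IL26 (11 lower and 1 higher when adjusted over the list alone). With PGE2, 11 were lower and 4 did not pass (11 lower when adjusted over the list alone). Of 19 targets of cAMP and CREB, the pathway below PTGER2 and PTGER4, 8 were higher, 7 were lower and 4 did not pass with PGE2 (8 higher and 7 lower when adjusted over the list alone), with a median of -0.28 and a mean of 0.26 (camera adjusted p = 0.963). Of 11 MHC class II genes, 7 were higher, 1 was lower and 3 did not pass with PGE2 (8 higher and 1 lower when adjusted over the list alone), among them HLA-DMB at 4.86. Their camera adjusted p of 5.4e-04 becomes an adjusted p of 0.166 with an estimated correlation. Of 24 genes of cholesterol synthesis and uptake, 14 were higher, 4 were lower and 6 did not pass with IL26 (14 higher and 4 lower when adjusted over the list alone), where an adjusted p of 3.8e-04 becomes 0.146. Every other call of these lists holds with an estimated correlation. In all, 7212 genes changed with IL26, 3863 of them higher and 3349 lower, and 5631 with PGE2, 2704 of them higher and 2927 lower. The larger direction depends on the scaling. With DESeq2's size factors 3575 were higher and 3676 lower with IL26, and 2854 and 2845 with PGE2. The PGE2 samples had 11.6 and 14.1 percent of their counts from the mitochondrial genome, against 9.61 and 7.57 percent in the PBS control. The sample at 14.1 percent was the highest of all 190, as it was for the share of the 50 genes with the most counts, and without it 4430 genes changed with PGE2. Each of these comparisons rests on 2 donors per condition.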

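IL26, PGE2 and the PBS control with LPS have a single sample each, so the standard errors rest on the spread of other conditions. With LPS, TNF reached 4734 CPM in the IL26 sample and 2449 CPM in the PGE2 sample, against 46.1 in the PBS control sample. Its LPS response, the log2 fold change between samples with and without LPS, was larger than that of the PBS control by 8.81 for IL26 (standard error 0.73, adjusted p = 2.5e-14 from edgeR's quasi-likelihood test). For PGE2 it was larger by 9.70 (standard error 0.87, adjusted p = 1.5e-14 from the same test). IL1B, whose cytokine drives fever, went to 7973 and 5591 CPM against 2045 in the PBS control, and its response was larger by 9.44 and 8.66. CXCL8, a neutrophil chemokine, had responses larger by 8.80 and 7.11. NFKBIA went to 3920 and 2873 CPM against 1371, with responses larger by 4.74 and 4.44. The response of IFIT1, an antiviral gene, was larger by 7.79 and 6.39. RELA had a response larger by 1.60 for IL26 and by 1.38 for PGE2. The RELA difference for PGE2 no longer passed without the filter on low counts (adjusted p = 0.0798 from the same test). PIK3IP1 fell more with LPS than in the PBS control, with differences of -3.20 for IL26 and -3.12 for PGE2. The zinc finger gene ZNF331 had -2.91 and -4.09, and the inhibitor TSC22D3 -2.77 and -2.82, in that order of ligands. Without the IL26 sample of donor B the differences of these genes for IL26 did not pass (adjusted p = 0.0668 and 0.255 from the same test). That of TSC22D3 also did not pass without the PBS control of donor B (adjusted p = 0.0534 from the same test), with only the samples of IL26 and the PBS control (adjusted p = 0.0665 from the same test) or by limma-voom (adjusted p = 0.0744).

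**Figure D3:**
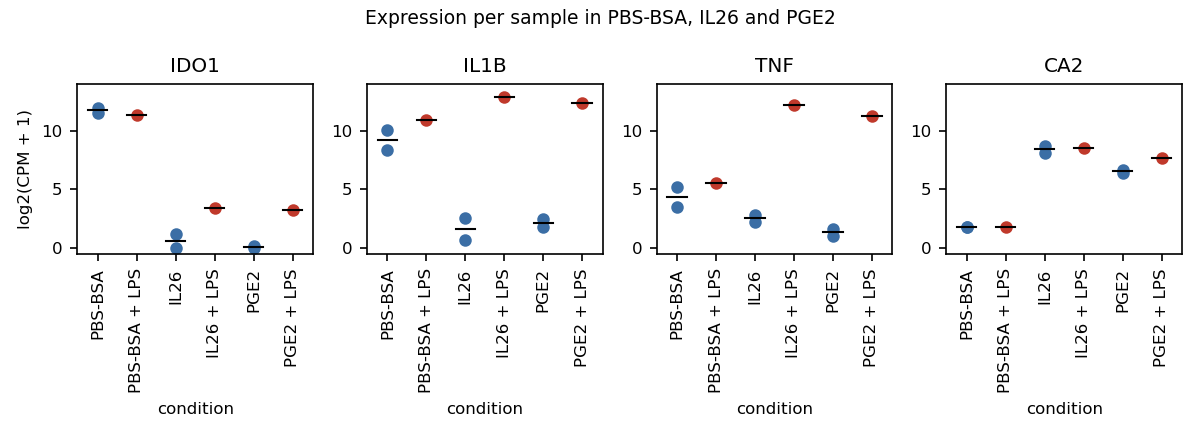
Expression of IDO1, IL1B, TNF and CA2 as log2 of CPM plus 1 in each sample of the PBS control, IL26 and PGE2, with and without LPS, with a bar at each mean. TNF is at 4734 CPM with IL26 and LPS and at 46.1 CPM in the PBS control with LPS.

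Of the NF-κB targets, 31 of 34 had a larger response with IL26 and 3 did not pass (34 larger when adjusted over the list alone), with a median difference of 5.05. With PGE2, 32 had a larger response and 2 did not pass (34 larger when adjusted over the list alone), with a median of 5.14. Of 30 targets of type I interferon, 24 and 22 had a larger response and 6 and 8 did not pass (28 and 27 larger when adjusted over the list alone). No gene of these lists had a smaller response, and all these list calls hold with an estimated correlation. The response to LPS differed from that of the PBS control in 582 genes for IL26, 428 of them with a larger response, and in 833 for PGE2, 634 of them larger. Leaving out the PGE2 sample of donor B without LPS takes the latter count to 507. Without the term for the donor the counts of IL26 and PGE2 fell by more than 1.5 times. Against the mean response of the other ligands that of PGE2 rose by more than 1.5 times. The LPS condition has a single sample for IL26, PGE2 and the PBS control, so its spread is taken from the conditions with replicates. With LPS, the IL26 sample was not on the plate of the PBS control sample. For PGE2 and the PBS control, the donor C samples with and without LPS were on different plates.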

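SOCS3, an inhibitor of cytokine signaling, averaged 0.241 CPM with IL26 and 16.6 CPM with PGE2, a log2 fold change of -6.51. CREM, a target and regulator of the cAMP pathway that PGE2 activates, averaged 13.3 ± 1.88 CPM (SD, n = 2) with IL26 and 44.4 ± 8.08 (SD, n = 2) with PGE2. This is a log2 fold change of -1.71 (standard error 0.29, adjusted p = 1.1e-05 from edgeR's quasi-likelihood test). EREG, a growth factor, PDE4B, an enzyme that breaks down cAMP, and the receptor CXCR4 were also lower with IL26, with log2 fold changes of -4.76, -3.38 and -3.35. THBS1 had 3 counts with IL26 and 2032 with PGE2, a ratio of 1099 (95% counting interval 376 to 5333.5). CCND1, the cyclin of cell cycle entry, averaged 176 ± 51.8 CPM (SD, n = 2) with IL26 and 21.8 ± 15.7 (SD, n = 2) with PGE2, a log2 fold change of 3.12. PSAT1, an enzyme of serine synthesis, was higher with IL26 by 3.57. The samples also differed in library quality, with 8.27 and 6.65 percent of counts from the mitochondrial genome with IL26 and 11.6 and 14.1 percent with PGE2, and 31.5 and 35.3 percent against 39.8 and 46.9 percent in the 50 genes with the most counts. Of 19 targets of cAMP and CREB, 11 were lower with IL26 than with PGE2, 1 was higher and 7 did not pass (12 lower and 1 higher when adjusted over the list alone). Of 30 cell cycle genes, 26 were higher with IL26 and 4 did not pass (28 higher when adjusted over the list alone). MYC targets were higher in 22 of 30 and 8 did not pass (26 higher when adjusted over the list alone). Genes of cholesterol synthesis and uptake were higher in 16 of 24 and 8 did not pass (17 higher when adjusted over the list alone). MHC class II genes were lower in 7 of 11 and 4 did not pass (9 lower when adjusted over the list alone), with -1.62 for HLA-DMB. These calls hold with an estimated correlation. In all, 2564 genes differed between IL26 and PGE2, 1703 of them higher with IL26. That share depends on the scaling, since 1226 were higher and 1097 lower with DESeq2's size factors, and 1426 and 1141 when scaled and fitted with only the samples without LPS. Leaving out the PGE2 sample of donor B takes that to 779, and leaving out the IL26 sample of donor C to 1174.
Among the 59 ligands without LPS, IL26 had the most genes that differed from the PBS control. LPA had 7077, A2M 7026, the lipid mediator LTB4 6975, ox-LDL 6698, the protease PLAU 6626, ATRA 6524 and thrombospondin (THBS1) 4470. IFNG had 3802, IGF1 3664, TNF 1920 and SPP1 1230. There were 17 ligands over 1000 genes, and 30 had none by edgeR. Each count rests on the 2 samples of the PBS control, and it depends on the reference. Against the mean of the other conditions each ligand had at least 146 genes, with a median of 716, and 21 were over 1000. The PBS control itself differed from that mean in 746 genes. That mean also holds the ligands with the most changed genes. The larger counts thus do not show that the 2 samples of the PBS control stand apart.

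**Figure D4:**
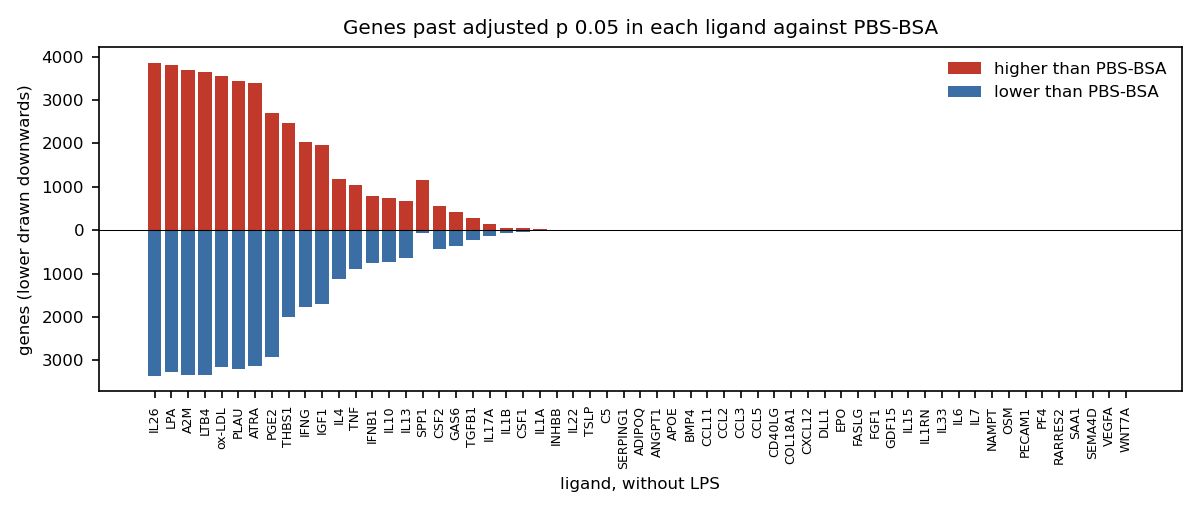
Number of genes higher and lower than in the PBS control for each ligand without LPS, at an adjusted p under 0.05. IL26 has 7212 genes in both directions together and 30 ligands have none, where each has at least 146 against the mean of the other conditions (not plotted).

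The log2 fold changes of IL26 and PGE2 against the PBS control had a Pearson's r of 0.857 across 18323 genes, which are not independent replicates, and a covariance of 1.56. Both use the same control samples, and simulated groups without any change gave an r of 0.495 and a covariance of 0.108. With a different donor behind each comparison, so that no control sample is shared, r was 0.721. IL26 had a higher r with LPA, LTB4, ox-LDL, A2M, PLAU and ATRA, from 0.908 to 0.972. With THBS1 it was 0.872, but 0.690 with a different donor behind each comparison. IL26 and PGE2 shared 2092 genes that were higher and 2184 that were lower, where independent lists would share 570 and 535, and 41 genes went opposite ways. In the simulated groups, which share controls in the same way, no gene passed the threshold in 20 draws. Since those groups hold no changed gene, they cannot show how far shared controls raise an overlap of changed genes. From the TF-activities inferred from these transcriptomes (Fig. 6b), the paper states that a group of ligands with IL26 and PGE2 stands apart from the PBS control and in its response to LPS.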

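CCL17, a chemokine gene driven by STAT6, lies on chromosome 16 of hg38 from 57404767 to 57416063. It averaged 1587 ± 399 CPM (SD, n = 2) with IL4 and 7.18 ± 0.998 (SD, n = 2) in the PBS control, a log2 fold change of 7.80 (standard error 0.51, adjusted p = 2.9e-18 from edgeR's quasi-likelihood test). With IL13 it averaged 638 ± 190 CPM (SD, n = 2), a log2 fold change of 6.49 (standard error 0.51, adjusted p = 5.4e-15 from the same test). CISH, an inhibitor of cytokine receptors, rose by 4.57 with IL4 and 4.45 with IL13. The transcription factor EGR2 rose by 4.20 and 3.86, the transglutaminase TGM2 by 3.57 and 3.48, and the lectin CLEC4A by 4.49 and 3.93. CCL18, another chemokine, rose by 3.55 and 3.17, and the lysosomal protease CTSC by 3.44 and 2.93. The mannose receptor MRC1 and the inhibitor SOCS1 rose with IL4 by 2.03 and 3.18. PTGS2 had log2 fold changes of -5.97 with IL4 and -4.06 with IL13, and CXCL8 had -5.16 and -4.73. CD14, the LPS co-receptor, fell by 4.71 with IL4.

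**Figure D5:**
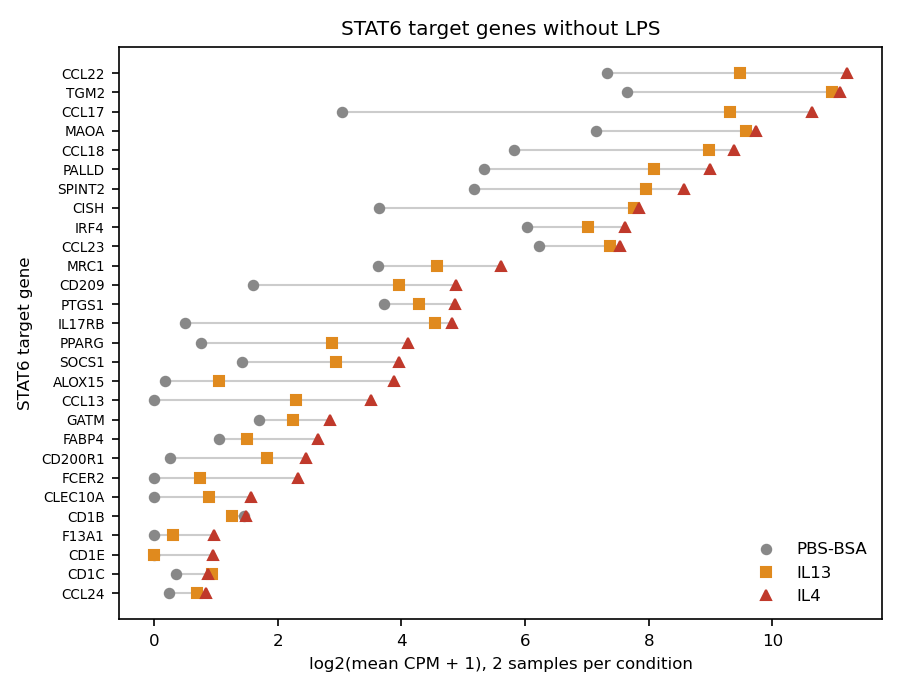
STAT6 target genes in the PBS control, IL13 and IL4 as log2 of mean CPM plus 1, 1 row of points per gene. CCL17 is at 7.18 CPM in the PBS control, 638 with IL13 and 1587 with IL4.

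Of 28 STAT6 targets, 24 were higher with IL4 and 4 did not pass (25 higher when adjusted over the list alone), with a median log2 fold change of 3.64, or 3.43 with the genes at 0 counts set to their bounds. With IL13, 17 were higher and 11 did not pass (21 higher when adjusted over the list alone), with a median of 2.81, or 2.39 at the bounds. MYC targets were higher in 18 of 30 with IL4 and 12 did not pass (25 higher when adjusted over the list alone). With IL13 they were higher in 11 and 19 did not pass (18 higher when adjusted over the list alone). Of 19 genes that are higher in GM-CSF than in M-CSF macrophages, 10 were higher with IL4 and 9 did not pass (10 higher when adjusted over the list alone). With IL13, 7 were higher and 12 did not pass (9 higher when adjusted over the list alone). All these list calls hold with an estimated correlation. Of 34 NF-κB targets, 13 were lower, 2 were higher and 19 did not pass with IL4 (16 lower and 4 higher when adjusted over the list alone), where the camera adjusted p of 5.5e-06 becomes an adjusted p of 0.399 with an estimated correlation. With IL13, 6 were lower, 1 was higher and 27 did not pass (10 lower and 1 higher when adjusted over the list alone), where the adjusted p of 0.00463 becomes 0.681. Against the mean of the other conditions the NF-κB list is not called with IL13 (camera adjusted p = 0.180). Of 30 targets of type I interferon, 12 were lower and 18 did not pass with IL4 (24 lower when adjusted over the list alone), where the camera adjusted p of 2.1e-09 becomes an adjusted p of 0.417. With IL13 none of the 30 passed by edgeR, and the camera adjusted p of 0.00805 becomes 0.681. Against the mean of the other conditions this list turns with IL13 and is called higher (camera adjusted p = 4.97e-06). That mean includes IL26 and PGE2, where the list had medians of -5.22 and -5.21 against the PBS control. The turn thus cannot be put down to IL13 alone. With IL4 the list is not called against that mean (camera adjusted p = 0.808). In all, 2305 genes differed from the PBS control with IL4, 1191 of them higher, and 1313 with IL13, 664 of them higher. Against the mean of the other conditions the counts were 3638 and 2607, and without the term for the donor 1161 and 542. With DESeq2's size factors the larger direction turns, with 1080 higher and 1261 lower for IL4 and 626 and 709 for IL13. With 1 sample left out, the count for IL4 is 1390 without the PBS control of donor B, 1460 without that of donor C and 1239 without IL4 of donor C. The count for IL13 is 571 and 835 without the PBS control of donor B and C, and 646 and 631 without IL13 of donor B and C. The IL13 sample of donor B had 3.71 percent of its counts from the mitochondrial genome and 26.5 percent in the 50 genes with the most counts, the lowest of the 127 samples without LPS, against 9.61 and 7.57 percent and 36.3 and 37.1 percent in the PBS control.
IL4 and IL13 bind a shared receptor chain, and 592 genes were higher and 512 lower with both, where independent lists would share 43.2 and 39.5. None went opposite ways. Their log2 fold changes had an r of 0.791 and a covariance of 0.424 across genes, which are not independent replicates. Both use the same PBS control samples, and groups simulated without any change, with the library sizes of IL26 and PGE2, gave an r of 0.495 and a covariance of 0.108, with no gene past the threshold in 20 draws. How far shared controls raise the overlap of changed genes cannot be told from groups without any change. With a different donor behind each comparison, r was 0.439. Between IL4 and IL13, 3 genes differed and 869 had an unadjusted p under 0.05. Over 11 alternative settings the count ran from 0 to 71, with 71 reached without the filter on low counts. The adhesion molecule JAML was higher with IL4 by 1.73 (adjusted p = 0.00145 from edgeR's quasi-likelihood test), and the peptide hormone gene ADM and the pore-forming GSDME were lower, with -1.94 and -0.89. Without the IL4 sample of donor C none passed (569 at an unadjusted p under 0.05), nor without the IL13 sample of donor C (840 at an unadjusted p under 0.05). No STAT6 target passed between them (9 of 28 higher with IL4 when adjusted over the list alone), with a median difference of 0.92 and a camera adjusted p of 5.7e-16 that holds with an estimated correlation. No target of type I interferon passed either, and their camera adjusted p of 2.0e-10 becomes 0.387.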

IL4 and IL13 which are associated with the type II inflammation also showed distinct signaling patterns.

**Fig. 6:**
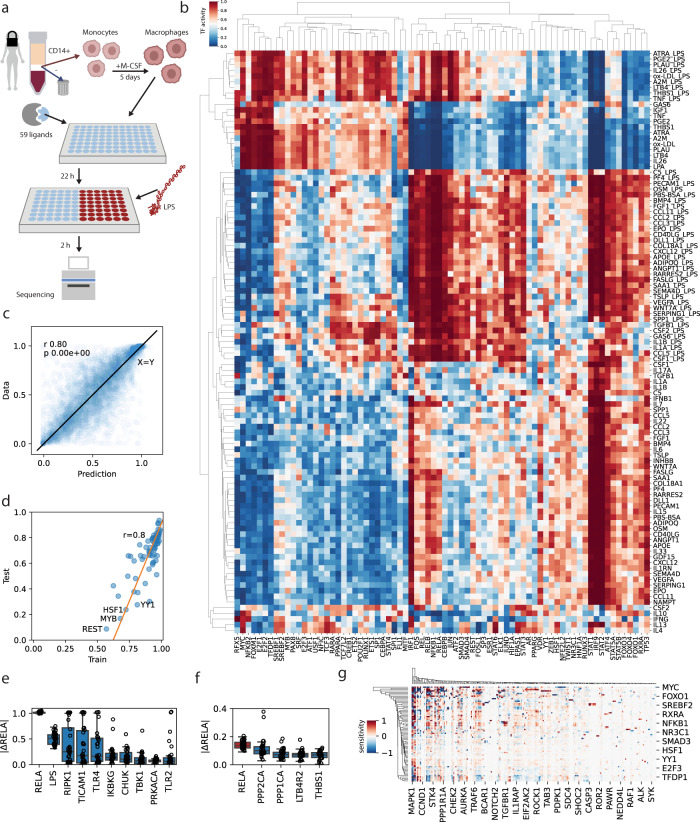
Modeling ligand stimulation in macrophages. **a** Human monocyte derived macrophages were treated with 59 different ligands for 24 h with and without addition of LPS for the last 2 h. **b** TF-activities were estimated for 74 transcription factors across 103 unique conditions (displaying averages across biological replicates). **c** A model consisting of 1262 nodes and 6594 interactions was reconstructed and trained to fit the data. It generalized well to unseen data under cross validation (*r* = Pearson correlation, *p* = two-tailed *p*-value) that included conditions where all ligands were present in at least two conditions (84 out of 103) and included at least once in the train set. **d** The fit of TFs in training data was related to the cross-validation performance. **e** Predicted effect on RELA activity in response to simulated KO under the LPS stimulated condition using the cross-validation folds (*n* = 27) to estimate consistency, top 10 KOs by median effect size, max whisker length 1.5 interquartile range. **f** Top 5 responses to simulated knock in, a red box indicates positive delta. **g** Maximum sensitivity of internal signaling proteins on TF activities across all conditions identified 235 signaling proteins with an absolute sensitivity of at least 0.5 in at least one condition. Abbreviations of none-gene-name-derived ligands, leukotriene B4 (LTB4), all-trans retinoic acid (ATRA), lysophosphatidic acid (LPA), prostaglandin E2 (PGE2), lipopolysaccharide (LPS), oxidized low density lipoprotein (ox-LDL). The boxes in panels **e** and **f** display the median and inter quartile range of the data, whiskers extend to the rest of the data provided that it is within 1.5 inter quartal range of the boundaries of the box. Due to space constraints, some of the labels are omitted from the heatmaps in panel **g**. Source data are provided as a Source Data file.

We constructed a model to fit the data. For the signaling network to accommodate the comprehensive set of ligands used in the experimental study it was expanded with interactions from the SIGNOR database^41^, complemented with manual curation of interactions (see “Methods”) and addition of non-protein derived ligands, resulting in a model with a similar number of parameters (1262 biases + 6594 weights = 7856 parameters) and data points (103 samples × 74 TFs = 7622 datapoints). The model fit the data with high accuracy, Pearson correlation of 0.95 (Supplementary Fig. 17a), and generalized well to data that was left out of the training *r* = 0.8 (Fig. 6c) in cross validation with 27 folds (3 conditions per fold). This was markedly better than for models trained on data in scrambled order *r* = 0.19 ± 0.3, *p* = 2.33 × 10^−9^, Mann–Whitney U test (Supplementary Fig. 17a). We also trained models using the leaky ReLU activation function with similar performance *r* = 0.74 ± 0.18 (Supplementary Fig. 17a), but were unable to fit the data using the sigmoid activation function. The generalization performance was poor for 6 of the conditions, suggesting that the model was overfitted in these cases (Supplementary Fig. 17b). The condition with worst generalization performance was SERPING1, which could be related to its complex extracellular activities^42^ that are not covered by the intracellular signaling model. There was a tendency for TF’s that showed a worse fit for the training data to also have worse predictions (Fig. 6d, and Supplementary Fig 17c), suggesting that reconstructing an even more comprehensive network could further improve the predictions.

With the trained signaling models in hand, we applied simulated perturbations to interrogate how predictions were affected by the internal wiring. We focused on the LPS stimulated condition, as this was the ligand we had collected most data for (43 conditions, compared to 2 conditions for all other ligands). 

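Within each ligand group, the median log2 fold change of NF-κB targets with LPS ran from 0.34 to 6.02 over the groups. Differences of this median between the groups were not tested. The median was 5.84 with IL26, 5.64 with PGE2 and 0.48 in the PBS control. The number of genes that LPS changed within a group had a median of 77 and was over 500 in 11 groups. These fits were chosen after the data were seen. The number was 1437 with IL26, 2525 with PGE2 and 0 in the PBS control, as in 3 other groups (edgeR, adjusted p under 0.05). The groups with 0 genes, FASLG, RARRES2, SAA1 and the PBS control, each have a single sample with LPS, from donor C. With ADIPOQ and LPS, TNF was at 50.5 CPM in donor C and 209 in donor B, and with ATRA at 4132 and 3812. Donor and number of samples thus enter the spread over groups together with the ligand. Apart from LPS, the deposited samples hold 42 ligands, IL26, PGE2 and TNF among them, in a condition without LPS and in one with it, and 17 ligands, such as IL4 and IL13, in a single condition. Of the conditions with LPS, 23 have a single sample and 20 have 2.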

We simulated how knocking out each signaling protein would affect RELA (Fig. 6e), a TF that is known to be activated by LPS in macrophages^43^. As could be expected, the LPS receptor TLR4 was predicted to have a large effect, but a number of NF-κB activating proteins were also identified, e.g., RIPK1, CHUK, and IKBKG, in good agreement with prior knowledge^44^. In particular, RIP1 has been found to be a critical modulator of TLR-responsive pathways in human macrophages and has been proposed as a target against chronic inflamation^45^. We also simulated the effect of “knock in”, i.e., activating each signaling protein (Fig. 6f), the predicted responses were generally weaker than for knock out, but the model identified a dampening effect of PPP2CA, which is known to directly dephosphorylate RELA^46^, showcasing that biologically relevant interactions have been learned by the integrative approach. However, the noticeable discrepancies in the predicted effect size between models from different runs, suggests that even larger datasets would be favorable to generate confident predictions of the state of individual signaling proteins.

For a more global analysis of the wiring, we calculated how sensitive each TF was to small perturbations in signaling proteins under each of the studied conditions. From inspecting the maximum absolute sensitivity, i.e., both activating and inhibitory influence, we identified 235 signaling proteins (~20% of the internal nodes) with a strong predicted effect on at least one TF in at least one condition (Fig. 6g). As could be expected, some signaling proteins acted as hubs that affected most TFs, e.g., MAPK1 (also known as ERK2) and GSK3B. Others, only affected one specific TF, e.g., NFIB only affected NFIC. Analogously, some TFs were affected by a large number of signaling proteins, e.g., MYC and FOXO3, while others only by a few, e.g., ELK1 was primarily affected by MAPK1 and JAK2. Applied to a broad range of conditions, sensitivity analysis may be used to identify drug-targets with broad or specific responses. It can also be useful for identifying interactions of high or low importance when constructing smaller scale models of specific processes, localizing non-identifiable parameters^47^, or for network visualization.

### Predicting viability in drug treated cancer cell lines

The main advantage of LEMBAS is that it enables rapid parameterization of large-scale signaling models. For the macrophage data, a model with 1262 signaling proteins was trained and there are few models of this scale available in literature for comparison^48^. One of the most ambitious parameterizations of an ODE-based signaling model in terms of scale consisted of around 1200 molecular species and 2600 reactions^48^. This model was fitted to predict cell viability under the influence of 7 drugs in eight different concentrations in 120 different cancer cell lines (around 6720 observations in total) and used data on basal gene expression and prominent mutations in each cell line to enable context-specific responses. To benchmark LEMBAS against this approach, we adapted our macrophage network, which was of similar scale. To this end we added a projection layer to predict viability as a weighted sum of transcription factor activities, e.g., from MYC and the FOXO and STAT families, mirroring the approach used for the ODE-model (Supplementary Fig 18a). We also added layers that projected signals from drugs to their intracellular drug targets, and mutations and gene expression to their corresponding signaling proteins (Supplementary Fig 18a). Reportedly, the ODE model was fitted in just under a week using a cluster with 400 CPU cores and iterations were halted after 100 steps. The correlation between data and model was then 0.85 ± 0.01 for the fit and 0.69 ± 0.09 for cross validation. In comparison, our framework reached a correlation of 0.87 ± 0.01 within 15 min on a laptop with 6 cores and the cross-validation with a correlation of 0.70 ± 0.06, was completed within an hour (Supplementary Fig 18b, c). Showing that for this task, LEMBAS was comparable in terms of expressiveness and generalization and superior in terms of speed.

## Discussion

We have here demonstrated that genome-scale simulation of intracellular signaling is now attainable. We developed LEMBAS, a computational framework based on RNNs, constrained by prior knowledge of signaling interactions, that rapidly trains predictive models using signal-response data, e.g., TF activities from ligand stimulations or viability in response to drugs. In particular, the model’s ability to predict the effects of KO’s is highly advantageous and cannot easily be matched by black-box-based models. For models trained on real-world data, this would have important clinical implications, since many drugs act by blocking the activity of signaling molecules. We demonstrated the practical applicability of the framework to experimental data, and although our experiments with synthetic data suggest that larger data sets are required to provide even more generalizable and robust predictions, we showed that these models recapitulate known biology and generalize to conditions that were not included in the training. More broadly, this work demonstrates how genome-scale models can enquire consistency between experimental data and prior knowledge and highlight their limitations. We anticipate that LEMBAS in conjunction with large-scale datasets will generate highly generalizable models that further our understanding of intracellular signaling.

Presently, many high-throughput methods are being developed that will synergize well with LEMBAS, including large-scale transcriptomic screenings, e.g., the L1000^49^. These will enable profiling of numerous ligand-combinations and other perturbations to explore the space of possible signaling states and models trained on such data will provide a succinct and actionable representation of the acquired knowledge. LEMBAS is not limited to study ligand-stimulation, our simulations of the effects of drugs on viability and our gene KO-simulations demonstrate how intracellular perturbations can be incorporated. Innovative use of nucleotide barcoding has enabled simultaneous construction of KO cells and sequencing of their gene expression^50^, albeit so far this was only applied to TFs, not signaling proteins. Such intracellular perturbations are of great interest for studying signaling^16,48^ and can help resolve identifiability issues, where activity in multiple pathways can explain the data equally well.

Identifiability issues could be resolved by collecting data on the internal signaling states of select proteins, since in general, observations from more molecular species will improve confidence in the predicted cell states. The coverage of observable vs hidden nodes can be used as a crude metric of this confidence, and this will generally be more challenging for large-scale models that have more molecular species to cover. For example, a smaller scale model of macrophages from literature^51^ covers 70 molecular species with observations for approximately 80% of the nodes in at least one condition, another model^52^ has 130 species with a coverage of approximately 20%. Meanwhile, our model of macrophage signaling includes 1262 species with a coverage of around 5%, although since only around 20% of these had a strong influence on the predictions, the effective coverage after regularization may be higher than this estimate suggests. It should be noted that LEMBAS is not limited to predict TFs, if data is available, any molecular state can be projected from the state vector and fitted analogously to the TF data. High-throughput methods for generating multimodal data are currently under development, e.g., coupled profiling of transcriptome and protein activity^53^ and barcoding states of phosphoproteins using antibodies^54^. Data may also be acquired using proteome level quantification of phosphorylation states^7^.

Transcriptomics is, nevertheless, a strong technology for generating genome-scale data to train signaling models, both in terms of cost and availability. Transcriptome-based TF-activity estimates, provides a much larger set of observables than high level phenotype data, e.g., cell viability^16,19^, which have also been used for fitting large-scale signaling models. The connectivity of TFs throughout the signaling network also helps offset the increase in a number of parameters with increasing network size by a matching increase in number of TFs, i.e., observed datapoints. The use of transcriptomics data to infer TF activity requires reliable estimation-methods. While many activities inferred using statistical methods are of high quality^11^, our understanding of gene regulation is continuously improving and more advanced computational methods are being developed, e.g., auto encoders that fit TF activities as latent variables informed by prior knowledge of TF-gene relations^55^ and mechanism-based deep learning models^38^. There is also the development of sequencing-based methods that simultaneously profile chromatin accessibility, intra-nuclear proteins, and gene expression^56^, which could aid in acquiring more accurate TF activity estimates. There are presently several methods that strive to infer signaling patterns from transcriptomics data and prior knowledge of the signaling- and regulatory networks, e.g., CARNIVAL^57^ and NicheNet^58^. However, these aim to provide qualitative descriptions of possible network wirings for individual condition as opposed to generating a predictive model consistent with all conditions as the one developed in this study.

We here primarily aspired to model the effect of ligand stimulation in a single cell type and differentiation state. This is encoded through the weights and biases. A natural generalization would be to let these parameters depend on external factors, e.g., cell type or test subject. Assuming that the wiring is mostly conserved, these parameters could be made into regularized functions of easily quantifiable properties, e.g., genotypes, allowing personalized parametrizations that still leverage data from other experiments. This was, partially, implemented for the viability case study, where the transcription profile of each cell line affected the bias. Subsets of parameters could even be pretrained using data from molecular studies, which corresponds to transfer learning that has been successful in other ANN applications, e.g., mammograms have been analyzed by appending a classifier to a network pretrained on regular images^59^. This would be particularly useful for analyzing subpopulation-specific responses among cells within a single experimental condition, that are now being inquired with single cell sequencing techniques. It is of much interest to discern the root cause of these differences e.g., differences in ligand concentrations, basal activity, or network wiring. Single cell sequencing has founded an atlas of cell types at various stages of differentiation, and a fruitful continuation of this work, in particular for immune cells^60^, could involve comparisons of their dynamic responses to stimulation through differences between parameterized models.

LEMBAS relies on steady state assumptions motivated by time scale separation. From biological perspective, it seems plausible that evolution would favor reproducible responses, i.e., that a given signaling pattern converges to the same state each time, although there are certainly exceptions, where sustained oscillations are instead desirable, e.g., the circadian rhythm or the cardiac cycle. Due to the steady state assumption LEMBAS cannot directly simulate such dynamics, although internally it calculates a trajectory for each condition. Time-series data could in principle be accommodated by the framework by fitting states at particular time steps, however, this would likely be better accommodated by continuous time RNNs. Such RNNs have obvious similarities with ODE models and discussions on bridging the gap between RNNs and ODEs are ongoing^16^, notably a direct correspondence has been established between RNNs with a specific architecture and a common numerical ODE solver^61^.

Our regularization of the spectral radius ensures that all conditions in the training data reach steady state, but it does not guarantee that this holds for arbitrary conditions. The pursuit of methods to enforce global stability for non-linear systems is an ongoing^62^, but it is not clear if global stability should be required for biological systems, since they may be intrinsically unstable for conditions that are never encountered. Interestingly, if evolution is viewed as an optimization algorithm that has learned cellular parameters from conditions that are encountered, then by analogy turbulent states could be expected to occur for untrained conditions, which may be an interpretation of the chain-of-events in some diseases e.g., the detrimental immune responses known as cytokine storms^63^.

The challenge to learn parameters of a model with known structure from data is not limited to biology. In control theory, it has been proven that SGD can learn linear dynamical systems^64^, which corresponds to an RNN with linear activation function. The RNN developed herein is an example of a sparse ANN. It has been recognized^21^ that for fully connected ANNs trained on image data, most parameters can be set to zero without marked loss in performance. After removing these interactions, the sparse models can sometimes be retrained to the same level of performance as the original, since the learned structure remains encoded in the sparse connections. Analogously for signaling, sparsity has been learned through optimization by evolution. The ongoing development of new algorithms and hardware for training ANNs assures that the future will provide further improvements in model sizes, and training and execution times, e.g., sparse matrix multiplication is parallelizable and can be efficiently calculated on graphic processing units^65^.

There are many avenues to expand the framework to further accommodate realistic simulations. One would be to allow molecules in different cellular compartment to have distinct signaling states. This would add a spatial component to the model and could be implemented directly through the prior knowledge network without changes to the framework. The intrinsic modularity of ANNs allow for intuitive integration with other networks, this seems immediately promising for integration with ANNs of regulatory processes, but it is also conceivable that cell-cell interactions could be modeled by chaining together multiple networks. The use of executable models in cancer research has shown how submodules with varying levels of abstraction can be integrated into a computer program that can be formally verified^66^. The rapid execution of trained models in consort with databases of drug-interaction partners^67^ opens up for genome-wide in silico screening of drug responses. This, together with personalized signaling models could provide individualized predictions of drug responses and side effects at the level of individual cell types.

## Methods

### Ordinary differential equations of molecular dynamics

ODEs were formulated for the different reaction schemas (see Fig. 1a) assuming mass action kinetics (see Supplementary Fig. 1 for an example). The rate constants were manually parametrized (see Supplementary Table 1 for values) to yield sensible output. The differential equations were solved numerically using an initial value problem solver for systems of ODEs (scipy.integrate.solve_ivp^68^ in python 3.7.10). State variables were initialized as 1/[total number of states] and the activity after 100 time units was taken as the steady state value. For convenience, the system was solved once with high resolution, a 50 × 50 linearly spaced grid, and linear gridded interpolation (scipy.interpolate.interpn) was used to down-sample to the indicated operational resolution.

### Neural network simulations of molecular interactions

Neural networks where constructed and trained using the pytorch framework^69^. This includes the autograd functionality, i.e., automatic differentiation, that retains the computation graph and uses it to automatically calculates gradients of the loss function. For the sigmoid activation, the default formulation was used (torch.sigmoid), for ReLU the leaky version was used (torch.nn.functional.leaky_relu), and the MML function was manually implemented (as specified in Fig. 1b). For the fully connected layer (torch.nn.Linear) 5 hidden nodes were used. A trainable scaling factor was added to the output of the functions to accommodate normalization of activities. The neural networks were trained for 5000 epochs using the ADAM optimizer (torch.optim.Adam) with a learning rate of 0.002 and the built in L2 weight decay (factor 10^−5^). Default initialization of weights and biases was used.

### Structure of data files

The signaling network structures were stored in list format with each entry containing a source node, a target node, the mode of action, and references to databases and PubMed ids, where applicable. Signaling nodes were identified by their uniprot identifier. This structure is similar to the format used by OmniPath^9^, but unlike OmniPath, all interactions were considered directed from source to target and reversible interactions were represented by an additional entry with source and target nodes exchanged. The signaling network file was accompanied by an annotation file, that for each of the signaling nodes specified their function, e.g., ligand or transcription factor, and a human readable synonym, e.g., gene name or small molecule acronym. For storage of trained networks pytorch serialized objects (torch.save) were used and a human readable plain text format was also developed where each entry contained the parameter type (bias, weight, input projection, or output projection), parameter value, source node and target node (only used for weights). For the macrophage dataset input and output data for the network were stored as tab separated tables with conditions as rows and ligands and TF levels respectively as columns.

### Projections from input to state and from state to output

Input consists of a [*s* × *i*] matrix where *s* is the number of samples (in total or in the mini-batch) and *i* is the number of ligands in the input, the output consists of a [*s* × *o*] matrix, where *o* is the number of TFs in the output. The RNN calculates a state matrix, [*s* × *n*], where n is the number of state variables. To accommodate size differences between input, output, and state matrixes the RNN is proceeded by a projection layer that inserts the elements of the input at their corresponding position in a zero-padded matrix [*s* × *n*] with elements ordered as in the state matrix. Similarly, the state vector is projected to an output matrix by selecting the corresponding TF elements from the state matrix and placing them in an order that matches the order of TFs in the data. Scaling factors for each element are included in the projections and for the output projection these are made trainable parameters.

### Recurrent neural network formulation

The RNN takes a matrix **x** as input and returns a matrix **h**_*ss*_ as output both with the structure [*s* × *n*], with *s* and *n* defined as above. The function is parameterized by trainable weight and bias vectors. The structure of the signaling network (**A**) is provided as a sparse row matrix (scipy.sparse.csr_matrix) with values of the non-zero elements given by the weight vector. The columns of the matrix correspond to sources and the rows to targets. The state vector is initialized as all 0 and iterated for a finite number of steps, set to 150 in this study. The RNN function was implanted as a manual autograd function (torch.autograd.Function) with both forward and backward pass specified manually (see Supplementary Note 5 for the algorithm) using numpy^70^ operations. The spectral radius of the transition matrix for the backward pass is assumed to be less than 1, meaning that the magnitudes of the back propagated gradients are bounded. However, since it cannot be excluded that this constraint occasionally will be violated during training, gradient clipping is applied at each iteration. To prevent clipping under regular conditions, the clipping function was constructed with a linear segment between two saturating tanh regions (see Supplementary Note 1).

### Initialization of weights, biases, and scaling factors

Weights are initialized as $${{u}}(0,0.1)+0.1$$, where *u* is a uniformly sampled random number on the specified interval. Weights corresponding to inhibitory interactions are made negative by multiplication by −1. All weights are scaled by a factor $$0.8/{{\rho }}({{{{{\bf{A}}}}}})$$, where *ρ*(**A**) is the spectral radius of the matrix **A** to ensure that $${{\rho }}\left({{{{{\bf{A}}}}}}\right) < 1$$. Biases are initialized at a value of 0.001 except for biases corresponding to nodes that only have inhibitory inputs, in which case they are initialized at 1 to accommodate dynamic node states in the positive regime. The scaling factors for elements in input and output projections are initialized by a constant value, 3 for input projections (which corresponds to a state of ~0.92 after applying the activation function) and 1.2 for output projection.

### Soft constraints for weight signs and ligand bias

To impose soft constraints, barrier functions were constructed, multiplied by a constant and added to the loss function. For interactions with known mode of action, activation or inhibition, the sign of the corresponding weight was constrained to be positive or negative respectively. This was imposed by adding the sum of absolute values of weights where the sign conflicted with prior knowledge. For biases associated with ligands, the model was prevented from learning large values, since knowledge about ligand concentrations is expected to be available and provided as input. Here, the barrier function was constructed as the sum of squares of biases belonging to ligands.

### State and parameter regularization and application of noise

To aid in generalization and prevent the model from getting stuck in local minima, several regularization techniques were applied. To prevent parameters from taking on extreme values, L2 regularization of weight and bias parameters was implemented by adding the sum of squares of these vectors multiplied by a coefficient, 10^−8^, to the loss function. For training on the synthetic dataset an additional term was added to the weight loss to prevent weights from getting stuck at zero (Eq. 1).

1 $${{{{{\rm{loss}}}}}}=\sum \frac{1}{{w}_{i}^{2}+0.5}$$

Regularization of the state variables was implemented to ensure that they remained active with a wide dynamic range during training, with similar objective as batch normalization. The goal was for each of the elements of the state variable to have a uniform distribution across conditions, and this was implemented by regularizing some of the statistical properties to match the corresponding properties of a uniform distribution on the interval [*a* *b*] (Eq. 2).

2 $${{{{{\rm{\mu }}}}}}\left({{{{{\rm{h}}}}}}\right)=\frac{b-a}{2},\,{{{{{{\rm{\sigma }}}}}}}^{2}\left({{{{{\rm{h}}}}}}\right)=\frac{1}{12}{\left(b-a\right)}^{2},\,{\min }\left({{{{{\rm{h}}}}}}\right)=a,\,{\max }\left({{{{{\rm{h}}}}}}\right)=b$$

To be operational independent of batch size, the properties were calculated across all conditions, and for conditions that were not in the present batch their latest calculated values were used; however, these were detached (torch.tensor.detach) from the computation graph and only gradients from the current batch were back propagated. The regularization was implemented by calculating the deviation of the empirical property across conditions from the ideal property calculated for the interval [0.01, 0.99]. The sum of squares of deviations was applied as barrier function. Additional regularization was added to prevent negative max values, the sum of negative max values was used as barrier function. The sum of these contributions was multiplied by a factor, 10^−5^, and added to the loss function.

In addition to regularization, Gaussian noise was added to the **b** vector for each forward pass, to ensure that the fitted parameters were robust to small deviations. The level of noise was made proportional to the learning rate (lr) as $${{{{{\bf{b}}}}}}={{{{{\bf{b}}}}}}+10\cdot {{{{{\rm{lr}}}}}}\cdot {{{{{\rm{norm}}}}}}\left({{{{\mathrm{0,1}}}}}\right)$$, where norm is sampling from a normal distribution with 0 mean and 1 variance.

### Spectral radius regularization

An exponential barrier function was used to constrain the spectral radius (*ρ*) with *k* as scaling factor (Eq. 3).

3 $${{{{{\rm{loss}}}}}}=a\cdot {{\exp }}\left(k\cdot \rho \right),\,a=\frac{1}{{{\exp }}\left(k\cdot [{{{{{\rm{target}}}}}}\,{{{{{\rm{\rho }}}}}}]\right)},\,\left[{{{{{\rm{target}}}}}}\,{{{{{\rm{\rho }}}}}}\right]={{\exp }}\left(\frac{[{{{{{\rm{target\; precision}}}}}}]}{[{{{{{\rm{maximum}}}}}}\,{{{{{{{\rm{number}}}}}}\,{{{{{\rm{of}}}}}}\,{{{{{\rm{steps}}}}}}}}]}\right)$$

To be able to backpropagate this function, we constructed a manual autograd function for the gradient of the spectral radius (see Supplementary Note 6 for the algorithm). It made use of a sparse eigenvalue solver (scipy.sparse.linalg.eigs). Since both left and right eigenvectors are required for the gradient calculation and only right eigen vectors are returned by the sparse solver, the matrix was transposed and solved a second time with the predicted eigenvalue from the first pass as target. To conserve computations, a single steady state was selected at random for regularization from each batch.

### Model reconstruction

The most recent interaction database was retrieved from the OmniPath^9^ website (archive.omnipathdb.org, retrieved 2021-06-21). Only human interactions from the OmniPath core set were included. The interactions were divided into 3 subsets, Ligand-Receptor (LR) interactions, regulatory interactions, and signaling interactions (see supplementary table 3 for details on the queries). The LR and signaling interaction were further reduced to only include interactions that referenced KEGG among the sources. A few reactions were removed based on manual curation; interactions between IL6R and JAK1, STAT3, and SRC were removed, since IL6R only signals through its interaction with gp130 (IL6ST)^71^; the interaction between TLR4 and IRAK4 and CD14 were removed from receptor–ligand interactions, since IRAK4 and CD14 are not considered ligands based on their uniprot annotation^72^. All interactions that were listed as reversible were duplicated and reversed and their interactions were set as unidirectional. To avoid duplicate interactions, all interactions present in LR were removed from the signaling set. Any conflicts in mode of action, i.e., listed as both activating and inhibitory, were resolved by removing the mode of action information. Nodes that were not listed in Uniprot^72^ were also removed. Nodes were classified as ligands if they were listed as sources in LR, as receptors if they were listed as targets in LR, and TFs if they were listed as sources in the regulatory interactions. The LR and signaling interactions were merged. Nodes where considered dead ends and removed from the network if there for the node was no path from any ligand or to any TF. Additionally, nodes were considered redundant and removed if they had only a single source and target that both were the same node. Network plot was drawn using MATLAB 2020a.

The same procedure was followed for the network intended for the literature data, but InnateDB was also included as an approved source. Furthermore, the RL interactions were manually defined (supplementary Table 3) based on the ligands available in the experimental data based on uniprot^72^ annotation. The list of TFs was restricted to the ones with experimental data available.

The same procedure was followed for the macrophage network for experimental data, but SIGNOR was also included as an approved source. RL interactions for non-proteins were manually defined (Supplementary Table 4), and some manual curation was performed (Supplementary Data 1). The list of TFs to include in the network was manually defined.

### Synthetic data generation and analysis

To generate synthetic data with a non-trivial distribution, an objective function with several terms was defined to parameterize the reference model. For each epoch the model was provided with 200 conditions containing five randomly selected ligands per condition with uniformly sampled concentrations, these were resampled for each evaluation. The predicted TF activities were regularized to follow a uniform distribution both across conditions and across different TFs, this was implemented in the same way as state regularization (see above) but without dependency on states from previous epochs. The mean correlations were minimized across both conditions and TFs, this was implemented by calculating the average of the correlation coefficients of the output matrix and its transpose. Spectral radius regularization was applied with a coefficient of 10^−2^ and L2 norm on weights and biases was applied with a coefficient of 10^−6^. Sign and ligand constraints were applied as specified above. To preempt information leakage, parameters were initialized differently than for the trained models; weights were initialized uniformly at random from the interval [0, 3] and their sign was assigned based on mode of action, and scaled to a spectral radius of 0.8; bias was assigned by sampling uniformly from the interval [0, 0.01].

The complexity of the synthetic data was studied by PCA analysis of predicted output from 2000 randomly generated conditions with different numbers of simultaneous ligands. Linear models (sklearn.linear_model.LinearRegression)^73^ were fitted to the synthetic data for each simultaneous ligand level, and prediction performance was evaluated using 20 fold cross validation (sklearn.model_selection.KFold). The performance of the model trained on single ligand data was also evaluated.

### In silico knock outs

The predicted effects of in silico KO were studied by adding a strong negative bias (−5) to the node of interest, resulting in near zero node states after applying the activation function. The change in TF activity compared to the control condition without KO was used as metric since most TFs are not expected to be affected by most KOs. For the KO predictions under the TNF condition, the KO was applied to all nodes in each of the models that were generated for the cross validation, and nodes were ranked by the median of the predicted effect on RELA.

### Sensitivity analysis

For each condition, the reference state without perturbations was simulated. For each signaling protein, the raw state before applying the activation function was calculated. A new simulation was run where each signaling protein was perturbed by an addition of 0.01 times the raw state, this was implemented by adding a matrix with the perturbations on the diagonal to the input. The sensitivity for each TF was calculated by dividing the change in activity by the reference state and multiplying by 100 (1/0.01).

### Inference of TF activity from literature data

Literature data^4^ was retrieved from the ArrayExpress^74^ database (ebi.ac.uk/arrayexpress), accession number E-GEOD-46903. Genes without any detected signal (min *p* > 0.01) or without variance ([std] < 10^−6^ [mean]) were removed from further analysis. The log-transformed data (5203 genes and 384 samples) was centered and TF activities were inferred using Dorothea^11^, as is provided through the R package “dorothea”^75^, which uses an enrichment-based statistical method, viper^76^, with the default settings,. Only TFs with a confidence score of A or B and interacting with at least 5 genes were included. Conditions were filtered to only contain data from GM-CSF cultured macrophages from the same time point (72 h) amounting to 103 samples including biological replicates. The Dorothea reported log odds ratios were transformed to probabilities using the inverse logit function, i.e., the logistic function. The average was taken among replicates resulting in 23 unique conditions. Standard deviation among replicates for each TF within each condition were inspected and TFs were discarded if their 75th percentile of standard deviations exceeded 0.2 corresponding to 4 TFs (see Supplemental Fig. 13a).

### Viability predictions

LEMBAS was appended with additional layers to support viability predictions in different cell-lines using data on basal gene expression, prominent mutations, and concentrations of different drugs. The perturbations of the intracellular signaling state were estimated by incorporating signal projection layers for drug concentration, cell-line gene expression profile, gene mutations, and appending a layer for predicting viability from TF activities (see Supplemental Fig. S18a). The input to this modified model consisted of three types of data: (i) a [*C* × *D*] matrix containing the log-transformed concentration of drugs, where *C* is the number of samples and *D* is the number of different drugs in the experiment, (ii) a [*C* × *S*] matrix containing the basal gene expression of the different cell-lines (log transformed and z-scored) for each signaling molecule in the model, where S is the number of signaling molecules in the network, and, finally, (iii) a [*C* × *M*] matrix containing the genes mutated in each cell-line, where *M* is the total number of unique mutations. Each of the input types were processed by a separate layer and projected to vectors that were additively combined to form a perturbation of the signaling state of LEMBAS.

The drug layer, projects the input (concentrations of drugs) to the targeted signaling protein in the network. Specifically, the input is multiplied by a sparse [*D* × *T*] matrix, where *D* is the number of drugs in the experiment and *T* is the number of known targets. The matrix contains non-zero weights only in positions corresponding to known interactions between a drug and its respective targets^48^. The multiplication product is then projected into the signaling nodes of the prior knowledge network. The gene expression data is projected, using a set of trainable weights and bias terms, and clipped to the interval [-inf 0] by a non-linear activation, in this way adding negative bias to the node states of lowly expressed signaling proteins, the state of highly expressed genes unaffected. The mutations for each cell-line are added to the perturbation signal by through projection via a [*S* × *M*] matrix, where *S* is the total number of signaling nodes in the network and *M* is the total number of targeted/mutated genes, after first being multiplied element-wisely by trainable weights. Finally, the signaling output of LEMBAS ([*C* × *S*]) is projected to transcription factors actives that are linearly combined to predict cell viability through a weighted sum of the transcription factor activities plus bias.

### Cell culturing

Deidentified buffy coats from healthy human donors were obtained from MGH Blood Center. PBMCs were isolated from buffy coats by density-based centrifugation using Ficoll (GE Healthcare). Monocytes were isolated using a CD14 positive selection enrichment kit (STEMCELL Technologies). Isolated monocytes were differentiated to M-CSF-derived macrophages in RPMI 1640 (Thermo Fisher Scientific) supplemented with 10% heat inactivated FBS (Thermo Fisher Scientific), 10 mM HEPES, and 2 mM L-glutamine. Media was further supplemented with 50 ng/mL M-CSF (Biolegend, MCSF: #574802). Monocytes were cultured in low-adhesion tissue culture flasks (Corning) for 5 days.

### Cell stimulation and RNA-sequencing

Cells were detached and re-plated on day 6 into regular attachment 96-well tissue culture plates with 50,000 cells in 100 μL fresh media. Cells were incubated for 24 h for reattachment. To stimulate cells, media supernatant was removed and 98 uL of fresh media was added with 2 μL of designated ligand at 50× concentration. For a subset of conditions, 10 ng/mL of LPS was added to each well 2 h prior to the lysing cells. After 24 h, the supernatants were removed and cells were lysed in 50 μL of RLT lysis buffer (Qiagen) + 1% beta-mercaptoethanol. Lysates were spun down, transferred to PCR plates, and snap-frozen on dry ice prior to library preparation. RNA-seq was performed using a modified, automation-enabled version of the Smart-seq2 protocol with 5000 cells or 5 μL of lysate as input used previously^77^. RNA was isolated using 2.2X SPRI clean-up (Agencourt). Beads were resuspended in dNTP mix, RNase inhibitor (Takara), nuclease-free water, and 3′ RT primer (IDT, 5′-AAGCAGTGGTATCAACGCAGAGTAC(T30)VN-3′) and incubated for 3 min at 72 °C. For reverse transcription (RT), samples in a total of 10 μL were incubated for 42 °C for 90 min, followed by 10 cycles of 50 °C for 2 min and 42 °C for 2 min, and finished with 70 °C for 15 min. RT mix contained Maxima RT (Thermo Scientific), Maxima buffer (Thermo Scientific), Betaine (Thermo Scientific), MgCl2 (Invitrogen), RNase inhibitor (Takara), and TSO (IDT, 5′-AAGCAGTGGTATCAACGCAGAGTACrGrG+G-3′). cDNA was then processed using Kapa HiFi HotStart (Roche) and ISPCR primer (IDT, 5′-AAGCAGTGGTATCAACGCAGAGT-3′) for 15 cycles. cDNA was purified by a 0.8X SPRI clean-up and concentrations were determined using the Qubit hsDNA kit (Invitrogen). Libraries were generated using the Nextera XT kit per the manufacturer’s instructions but with miniaturized reactions. Final libraries were purified using 0.9X DNA-SPRI beads (Agencourt). Agilent bioanalyzer 2100 was used to determine cDNA and library size distributions. All libraries were sequenced using 38 × 38 paired-end reads on a NextSeq 500 (Illumina).

Machine output was converted to FASTQ files using bcl2fastq v2.20.0. The Smart-seq2 Multi-Sample Pipeline (RRID:SCR_018920) was used to generate count and TPM matrices using the hg38 reference. For each cell in the batch, paired-end FASTQ files were first processed with the Smart-seq2 Single Sample v5.1.1 Pipeline (RRID:SCR_021228). Reads were aligned to the GENCODE human (V27) reference genome using HISAT2 v2.1.0 with default parameters in addition to --k 10 options. Gene expression was calculated using RSEM v1.3.0’s rsem-calculate-expression --calc-pme --single-cell-prior. QC metrics, RSEM TPMs and RSEM estimated counts were aggregated into a single Loom file for downstream processing. Count matrices are deposited in Gene Expression Omnibus (ascension number GSE202515).

### Transcriptomics filtering and normalization

The transcriptomics data were quality filtered to only include samples with a total number of estimated reads above 2 million, and a total number of detected genes above 5000. Of the 383 samples, 325 fulfilled this requirement. After filtering, technical replicates were collapsed, resulting in 190 biological distinct samples. 

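The fewest transcripts from the mitochondrial genome in a sample were 3.61 percent of its counts, and the most 14.1 percent, in a PGE2 sample without LPS. The 50 genes with the most counts held between 26.2 and 46.9 percent of a sample's counts, the most in that PGE2 sample. No sample was at or under the limits on reads and on genes detected that the authors set for libraries. Among all 17955 pairs of samples, none had identical counts.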

Sample specific scaling factors were estimated using DEseq2 (estimateSizeFactors)^78^ and data was variance stabilized (vst) and centered. The effect of donor was regressed out using a function from the limma^78^ package (removeBatchEffect). Dorothea was applied to the resulting data as for literature data as specified above.

### Statistics and reproducibility

A neural network model, **y** = *f*(**x**), was trained on data from ligand stimulated macrophages. Cells were stimulated with 59 different ligands in the presence and absence of LPS, where the absence/presence of ligands for each experimental condition comprised the **x** matrix. Transcriptomics data was collected for each condition and transcription factor activity was derived from the data, comprising the **y** matrix. Samples were excluded if an insufficient number of transcripts (<2 × 10^6^) or genes (<5000) were detected. Model performance was evaluated by the Pearson correlation between prediction and data under cross validation, i.e., data was divided into folds of non-overlapping train and test sets, and performance on the test sets was evaluated for models fitted on the corresponding train sets. The hypothesis that the model could learn generalizable relations between **x** and **y** was tested by comparing the test performances to models fitted to train sets with **y** in scrambled order, i.e., with disrupted relations between **x** and **y**. The statistical significance of the difference between these distributions of correlation values were calculated using the two-sided non-parametric Mann–Whitney U test. No statistical method was used to predetermine sample size, however sample size requirements estimated by simulations on synthetic data (Fig. 5a) indicated that 100 experimental conditions could be expected to yield a predictive performance of around *r* = 0.8 on test data. No attempts were made to reproduce the transcriptomics data. The experiments were not randomized. The Investigators were not blinded to allocation during experiments and outcome assessment.

### Hardware for simulations

Simulations were performed on a Dell Precision 3530 laptop with an Intel i7 CPU @ 2.60 GHz with 6 cores (12 logic processors) and 16 GB ram. For convenience, evaluation of data requirement and cross-validation was carried out on a singled threaded computer cluster (Intel Xeon CPU @ 2.60 GHz) that allowed job scheduling (using Slurm) with 16 parallel jobs.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Information

Supplementary Data

Reporting Summary

## Data Availability

The count matrices for the 60-ligand RNA-sequencing dataset generated in this study have been deposited in the Gene Expression Omnibus under accession number GSE202515. The OmniPath interaction database used in this study is available through their website (archive.omnipathdb.org/omnipath_webservice_interactions__20210621-20211113.tsv.xz). The transcriptomics data for ligand stimulated macrophages from Xue et al. 2014^4^ used in this study is available at ArrayExpress under accession code E-GEOD-46903 [ebi.ac.uk/arrayexpress/experiments/E-GEOD-46903]. The processed cell viability data and cell line mutation profile from Fröhlich et al 2018^48^ used in this study is available on Zenodo (10.5281/zenodo.1472794). The associated basal cell line expression data (RPKM) used in this study is available at the depmap portal under CCLE 2019 (depmap.org/portal/download). Source data are provided with this paper.

## Source data

Source Data

## Code availability

The code and scripts to reproduce the simulated data are made available through a public GIT repository (github.com/Lauffenburger-Lab/LEMBAS, 10.5281/zenodo.6532706).

# Supplementary material for: Artificial neural networks enable genome-scale simulations of intracellular signaling
**Source:** Nat Commun. 2022 Jun 2;13:3069. doi: 10.1038/s41467-022-30684-y
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information

Artificial neural networks enable genome-scale simulations of intracellular signaling

Avlant Nilsson, Joshua M. Peters, Nikolaos Meimetis, Bryan Bryson and Douglas A. Lauffenburger

Supplementary Figures

a

Ordinary Differential Equation

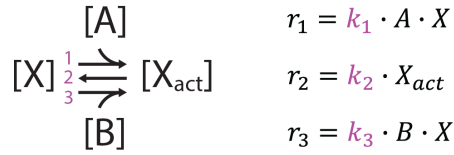

Steady state: $0 = \frac{dX_{act}}{dt} = r_1 + r_3 - r_2$

Normalized concentration: $X = 1 - X_{act}$

Let: $w_1 = \frac{k_1}{k_2} \quad w_2 = \frac{k_3}{k_2}$

$$X_{act} = \frac{1}{\frac{1}{w_1 \cdot A + w_2 \cdot B} + 1}$$

Feed Forward Neural Network

A B

Fully connected

Activation function

Scale factor

$$L_0 = w_1 \cdot A + w_2 \cdot B + bias$$

$$X_{act} = a \cdot \sigma(L_0)$$

X_{act}

Let: $a = 1$

$bias = 0$

$$\sigma(x) = \frac{1}{\frac{k_M}{x} + 1}, k_M = 1$$

$$X_{act} = \frac{1}{\frac{1}{w_1 \cdot A + w_2 \cdot B} + 1}$$

b

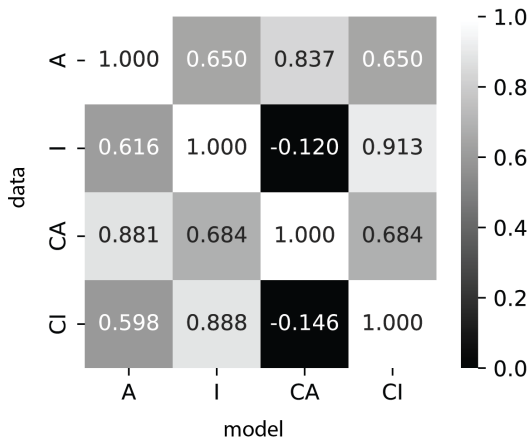

c

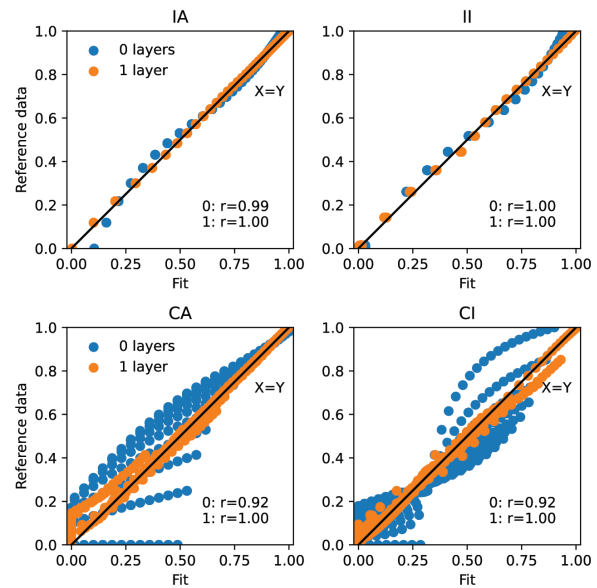

Supplementary Figure 1 Fitting ODEs with a Michaelis Menten like (MML) activation function. a) The analytical solution of steady state activity for independent activation derived from the ordinary differential equations. The equation is equivalent to the equation for a zero-layer neural network with the Michaelis Menten equation as activation function. **b)** best fit of the different ODE formulations to the ODE data, suggesting generally poor fits to data from other functions. ODE parameters were constrained to the interval [0 1]. **c)** Neural network approximations of ODEs with different mechanism using an MML activation function, IA=independent activation, II=independent inactivation, CA=cooperative activation, CI=competitive inhibition.

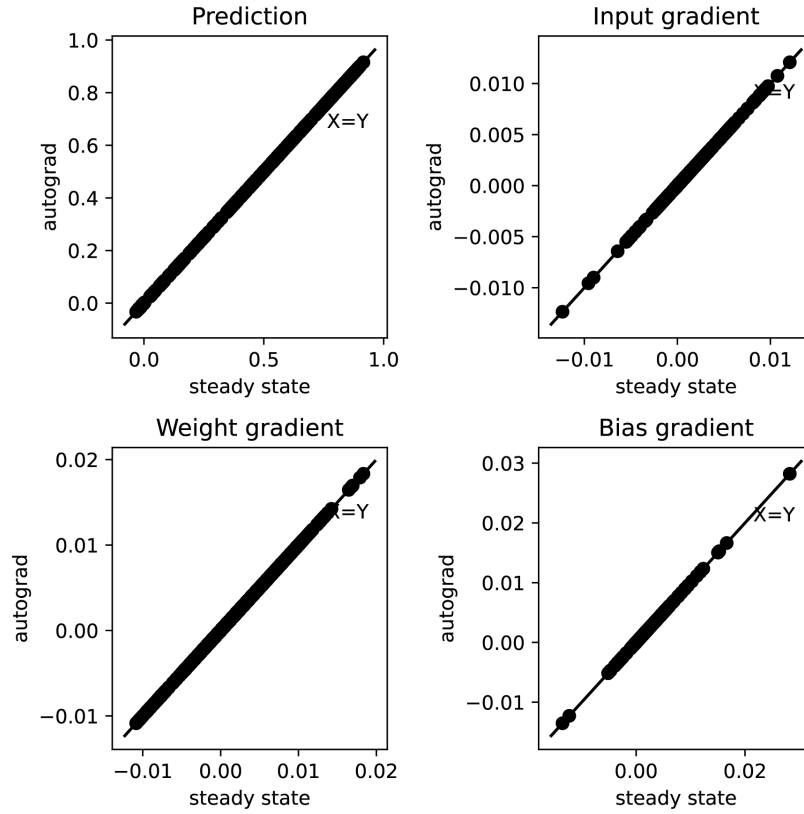

Supplementary Figure 2 Numerical comparison of auto-grad and steady-state for a random network.

The predictions and the gradients for input, weights and bias are indistinguishable between models computed by pytorch autograd (automatic differentiation) function and the manually implemented steady-state function. This function only depends on the steady state gradients and thus has significantly lower memory overhead compared to autograd that stores the full computation graph in memory and consequently, autograd takes approximately 10 times longer to complete. This also means that arbitrarily many timesteps can be executed without running in to memory issues.

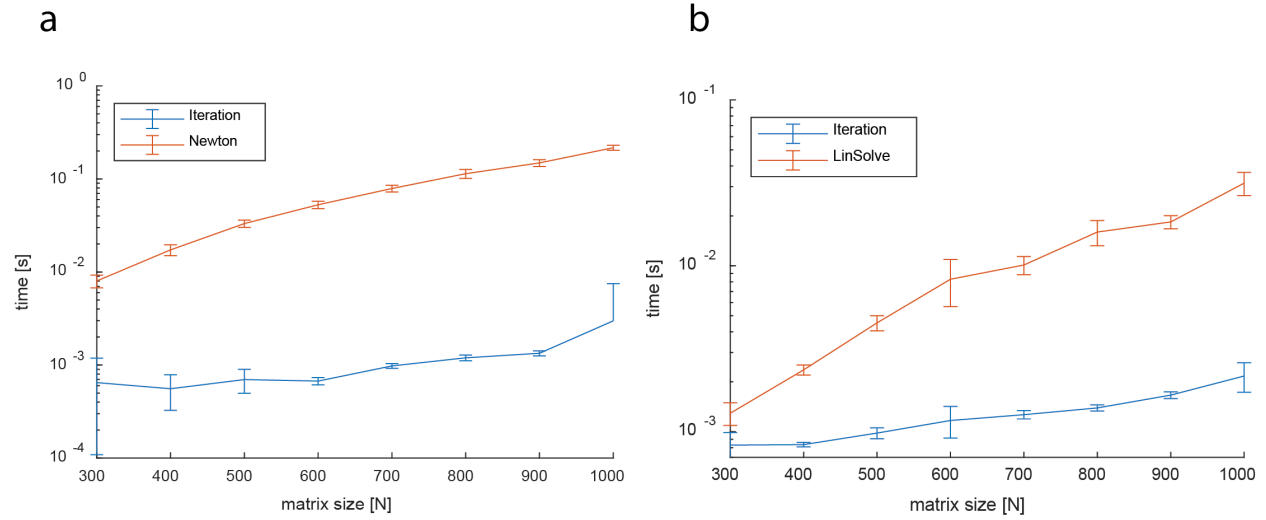

Supplementary Figure 3 Alternative methods for solving the forward and backward pass. a) Newton's method compared to iteration for forward pass, random sparse matrixes of different N with a density of 0.01. **b)** Linear equation system solver compared with iteration for forward pass. Error bars show standard deviation for 10 randomly sampled matrixes at each N.

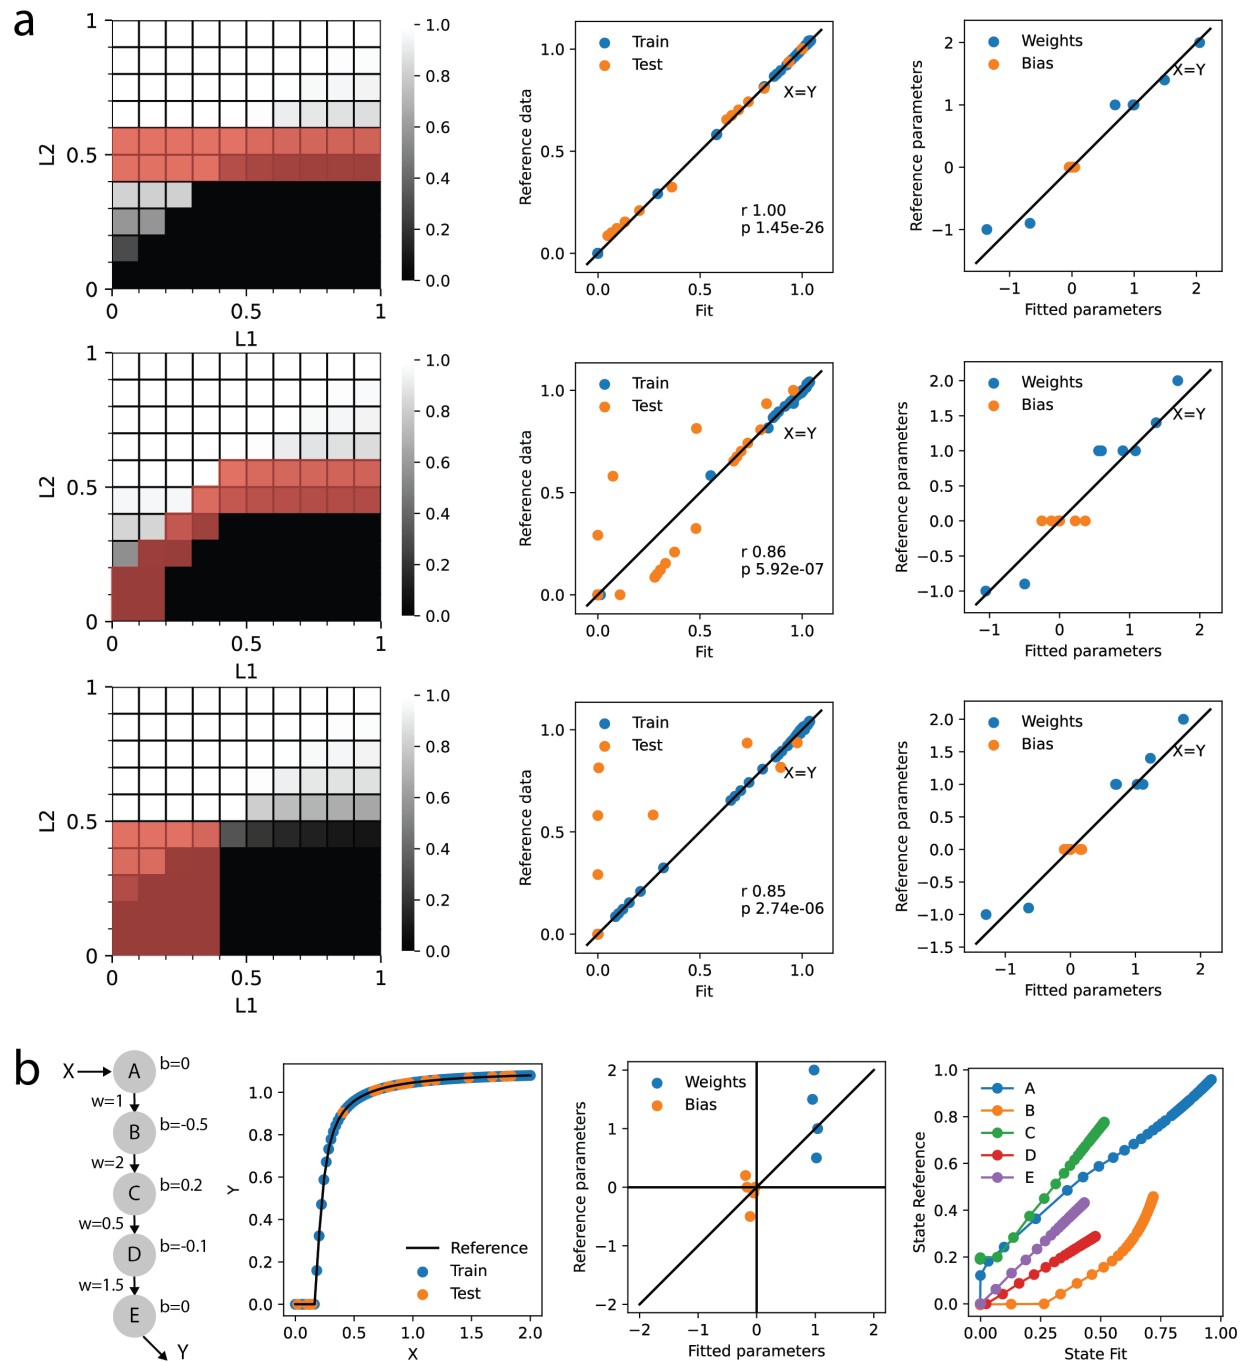

Supplementary Figure 4 Adversarial test data and network structure. **a)** The networks ability to extrapolate was test by purposefully selecting training data in challenging locations, including along the boundary and in the whole bottom left quadrant. **b)** An unbranched network structure was constructed and a reference model was manually parameterized. The test fit to this model was perfect, but parameters were not accurately predicted. The node states of the fit and reference were correlated. Pearson correlation (r) and the two-tailed p-value calculated using `scipy.stats.pearsonr`.

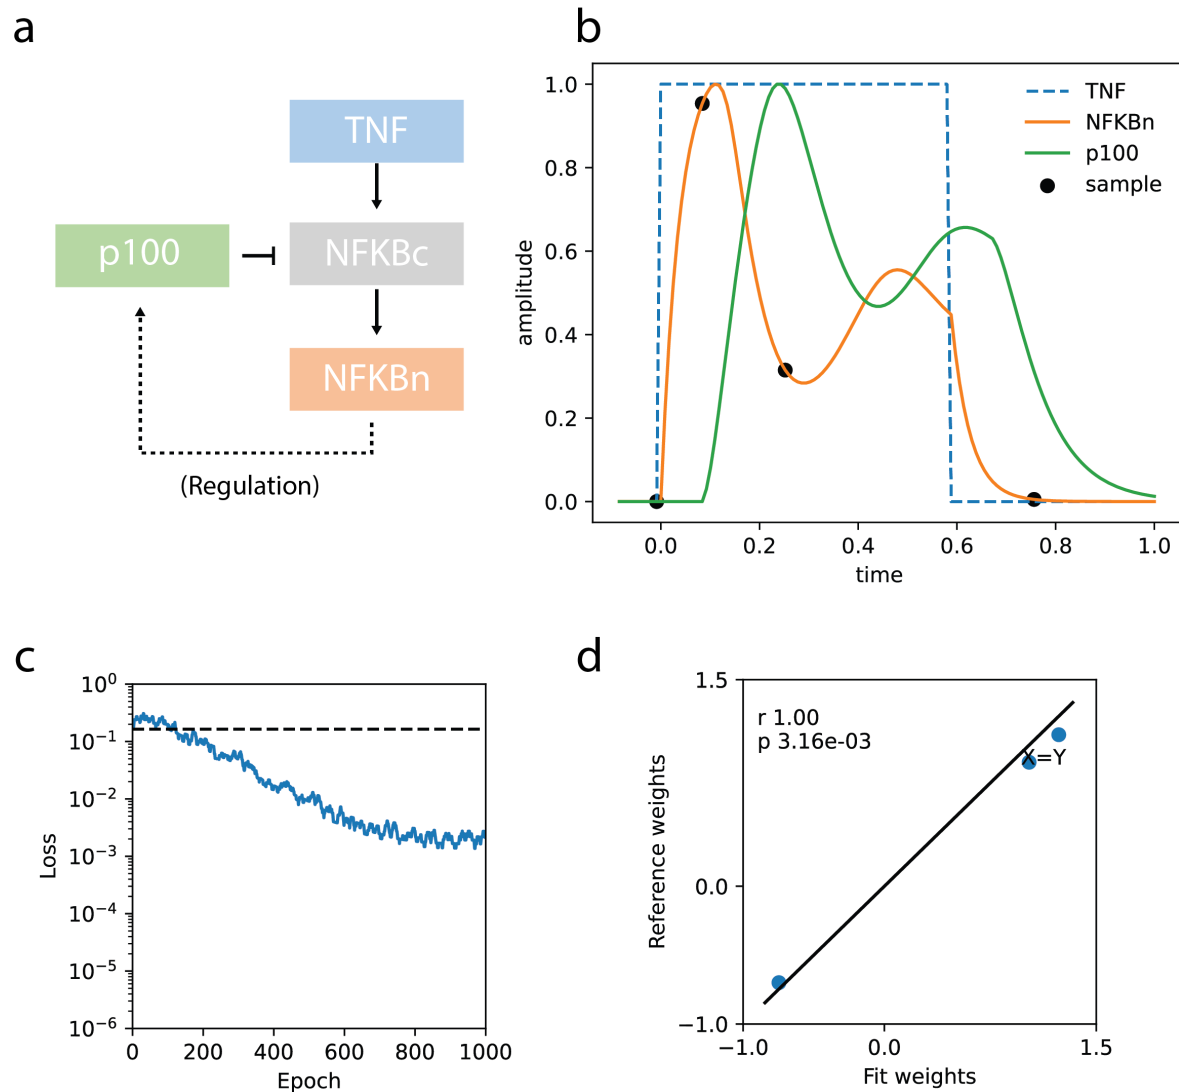

Supplementary Figure 5 Assuming steady state in a dynamical model. a) A minimal model of NFKB activation by TNF with delayed synthesis of p100. **b)** Dynamics of the molecular species and sampling points. **c)** training of model assuming that each sample represents a steady state. **d)** fitted vs actual parameter values. Pearson correlation (r) and the two-tailed p -value calculated using `scipy.stats.pearsonr`.

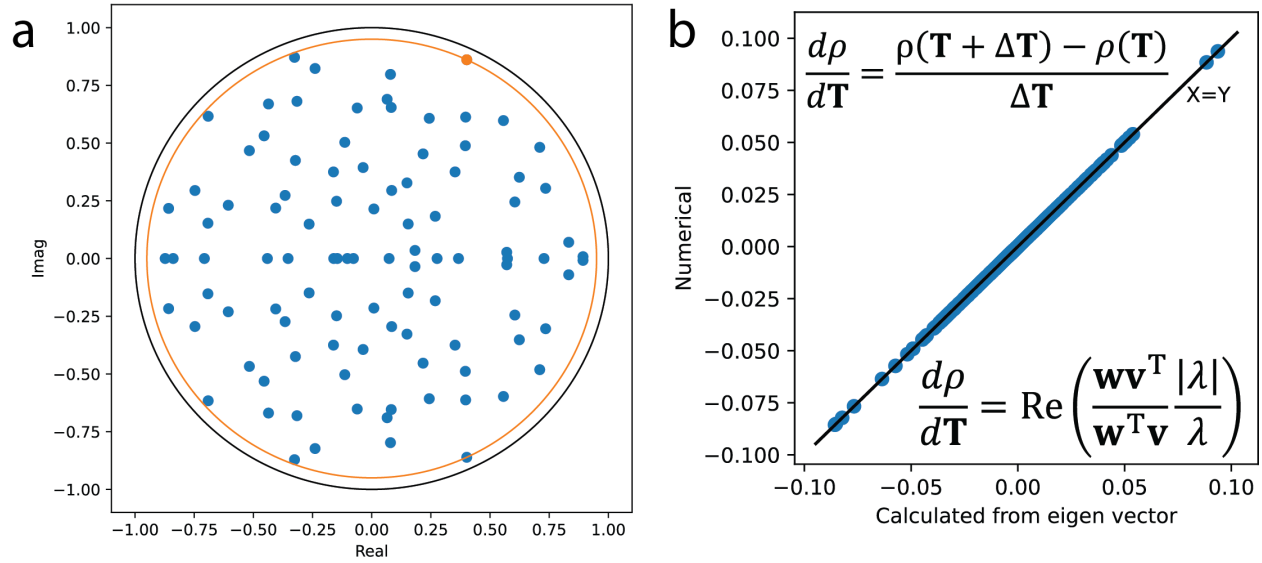

Supplementary Figure 6 Derivative of spectral radius. a) Eigen values for a randomly parameterized transition matrix, where the largest absolute value of the eigen values (orange dot) is the spectral radius. Note that due to the transition matrix being real and non-symmetrical eigenvalues are mirrored along the origin of imaginary axis. **b)** Comparison of the derivative of the spectral radius calculated from its left and right eigen vectors and numerically calculated by perturbing each element of the transition matrix in turn by a small value (epsilon= 10^{-10}) and re-calculating the eigen values.

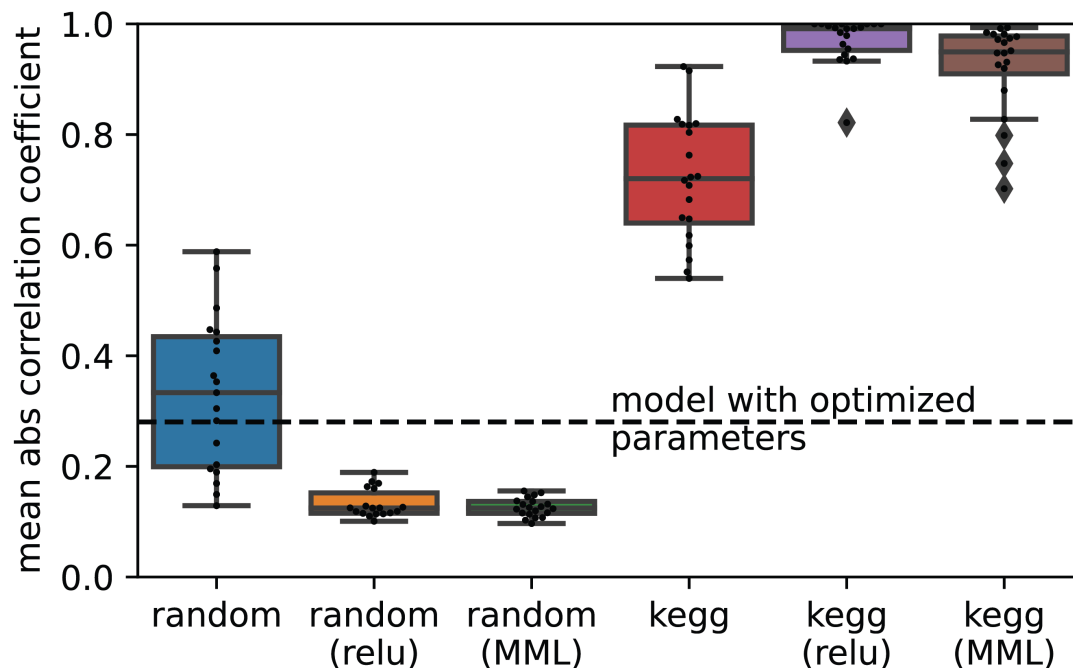

Supplementary Figure 7 Variability in output depending on input for random and biological networks.

The variability of the output of a model after 150 recurrent iterations with sparse random networks (N=20) or the KEGG network with random parameterization, without activation functions or with leaky ReLU or MML activation. The variability of the optimized model included for comparison (dotted line). The boxes display the median and inter quartile range of the data, whiskers extend to the rest of the data provided that it is within 1.5 inter quartal range of the boundaries of the box.

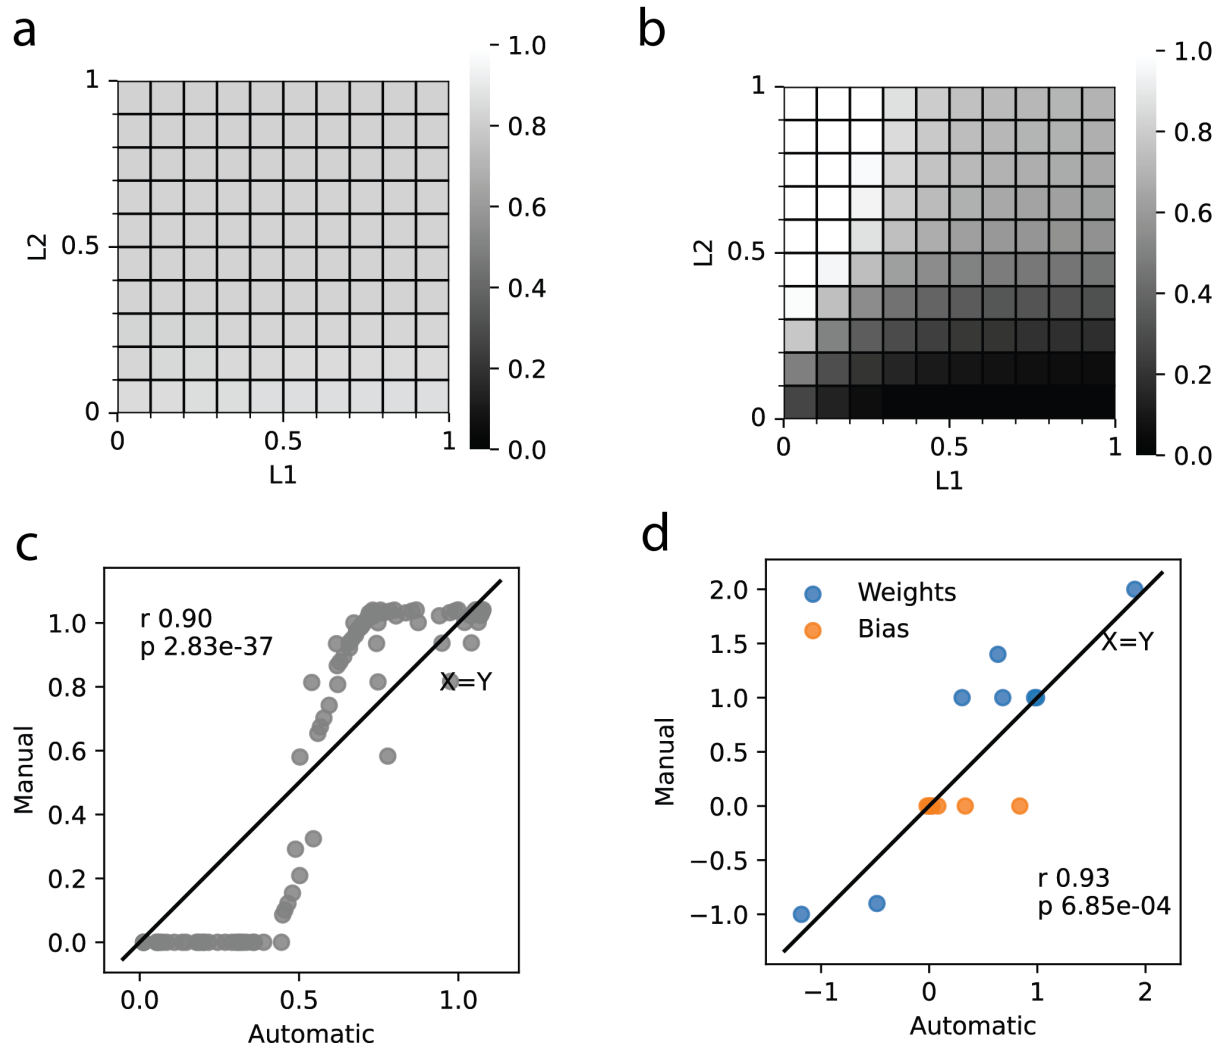

Supplementary Figure 8. Automatic parameterization of the small signaling network. **a)** output of network parameterized with random weights with same mean (0.48) and standard deviation (0.89) as the manually assigned weights. **b)** output with optimized parameters. **c)** The output between automatically and manually parameterized model is significantly Pearson correlated (r), **d)** The weights for automatic and manual parameterization are significantly Pearson correlated (r). The two-tailed p-value for r calculated using `scipy.stats.pearsonr`.

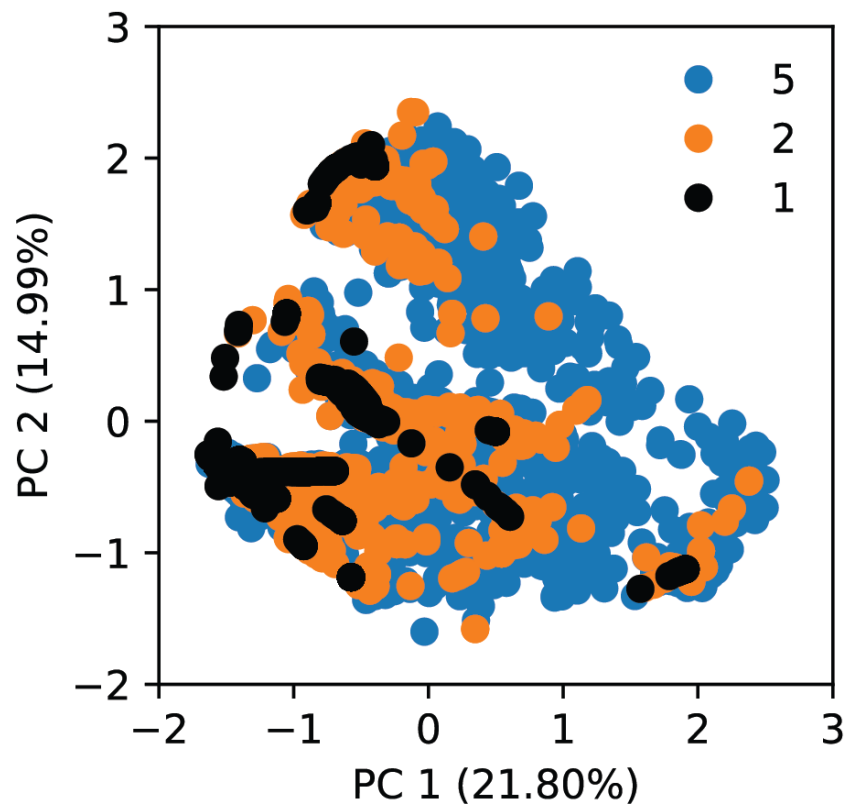

Supplementary Figure 9 Principal component analysis of synthetic model output. Increasing the number of simultaneous ligands (1, 2 and 5) increases the area of TF-patterns in principal component space, 2000 randomly sampled conditions per combination-level.

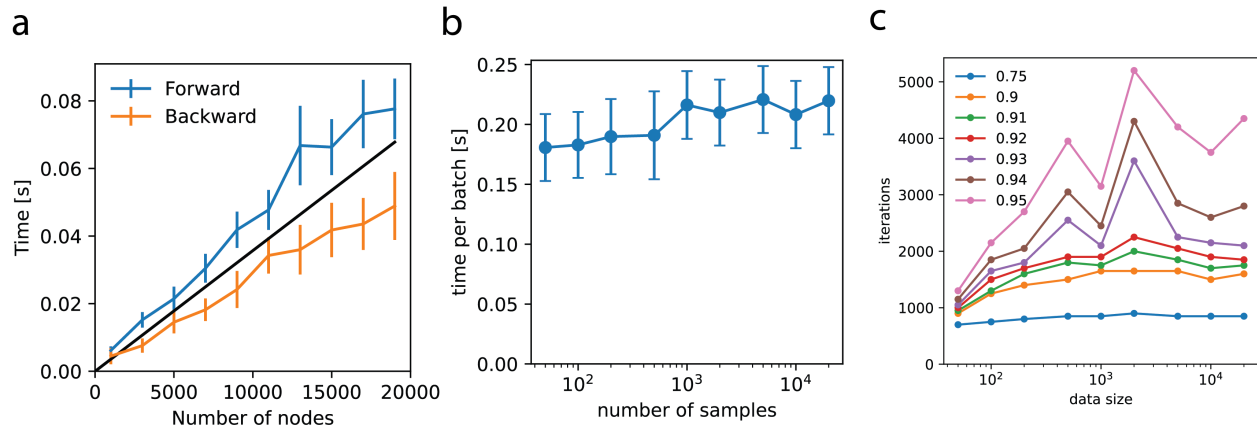

Supplementary Figure 10 Empirical tests of time complexity **a)** Test of wall time for different network sizes. Sparse random networks with 10 interactions per node were generated (using `scipy.sparse.random`) and their spectral radius was constrained to 0.9. The average wall time (of 10 random networks) for the forward and backward pass was calculated using random input and output (with batch size of 3) and 100 steps. Error bars show standard deviation. There was a linear fit ($R^2=0.91$) between number of nodes and time. **b)** increasing the total number of samples does not markedly increase the wall time per batch when using a constant mini batch size ($n=50$), error bars show standard deviation across 10000 batches. **c)** The number of iterations required to reach different cutoffs for convergence for different data sizes increases sub-linearly (logarithmically) with the number of samples for different levels of convergence (correlation between data and fit in legend).

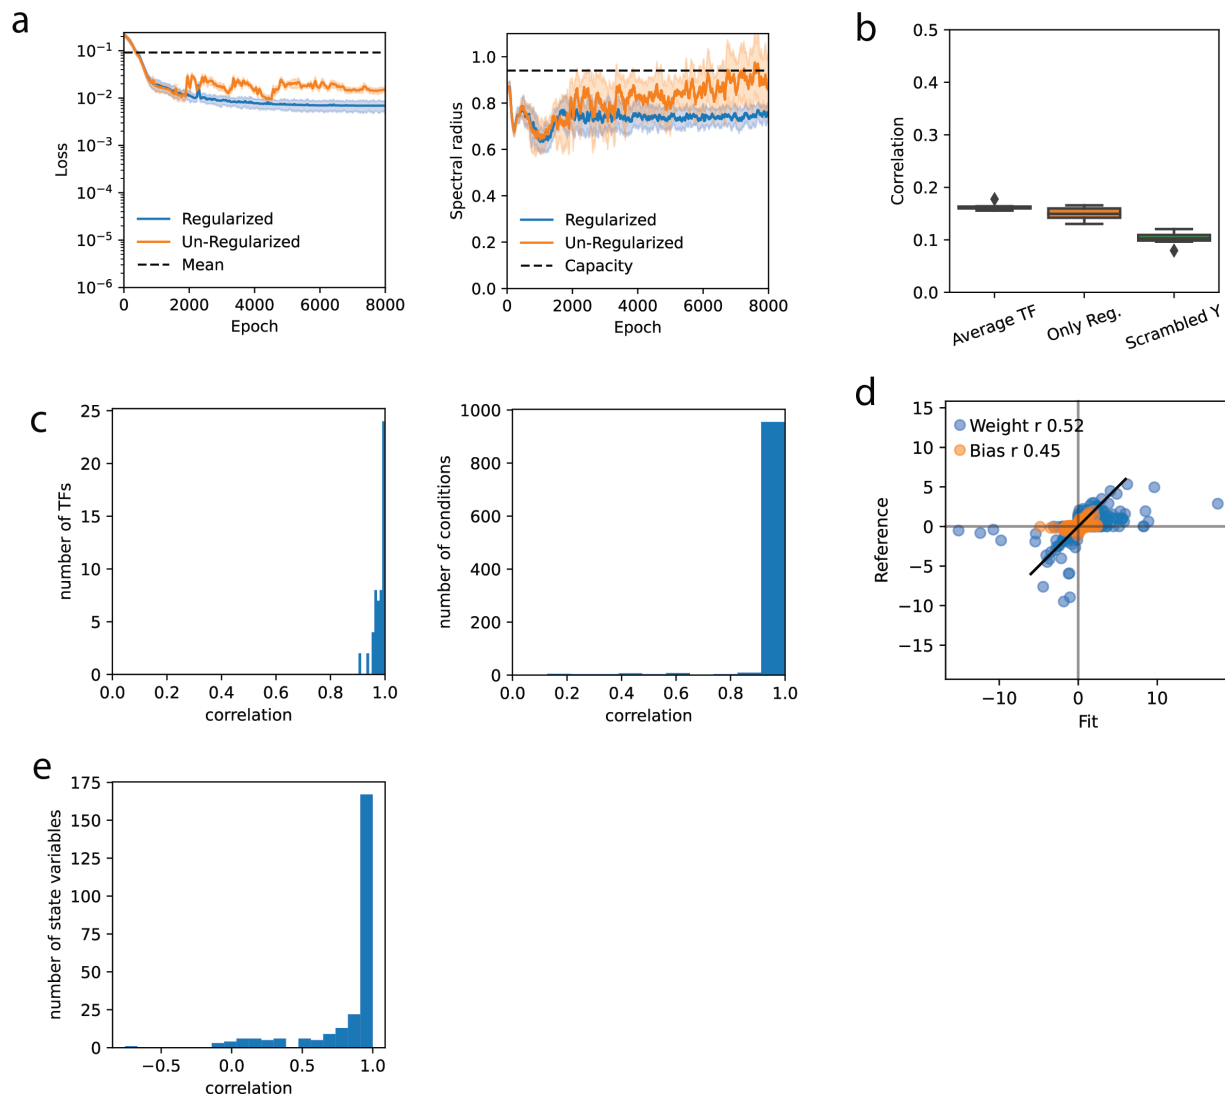

Supplementary Figure 11 Training performance on a synthetic dataset. a) Training trajectories for two models, one with and one without spectral radius regularization trained on data from the same 10 conditions. Without spectral regularization training diverges (around epoch 2000) and the spectral radius sometimes increases above capacity, which is a value (less than 1) that depends on the number of timesteps. **b)** Comparison of fits of a prediction consisting of the average of each TF, a model trained using only the regularization (Reg.) terms, and a model trained with scrambled condition order. 10 tests consisting of 1000 conditions each were sampled at random. **c)** Correlation between model and reference for individual TF and individual conditions evaluated on 1000 test conditions. **d)** Comparison between reference and fitted parameters, note that the correlation for weights is heavily influenced by the sign that is constrained by regularization. The correlation for the absolute value that is not influenced is 0.36, $p = 10^{-27}$. **e)** Mostly high correlation between states of model and reference, here only internal nodes, i.e. excluding ligands and TFs, are evaluated since they are not directly provided by the data. The boxes in panel b display the median and inter quartile range of the data, whiskers extend to the rest of the data provided that it is within 1.5 inter quartal range of the boundaries of the box.

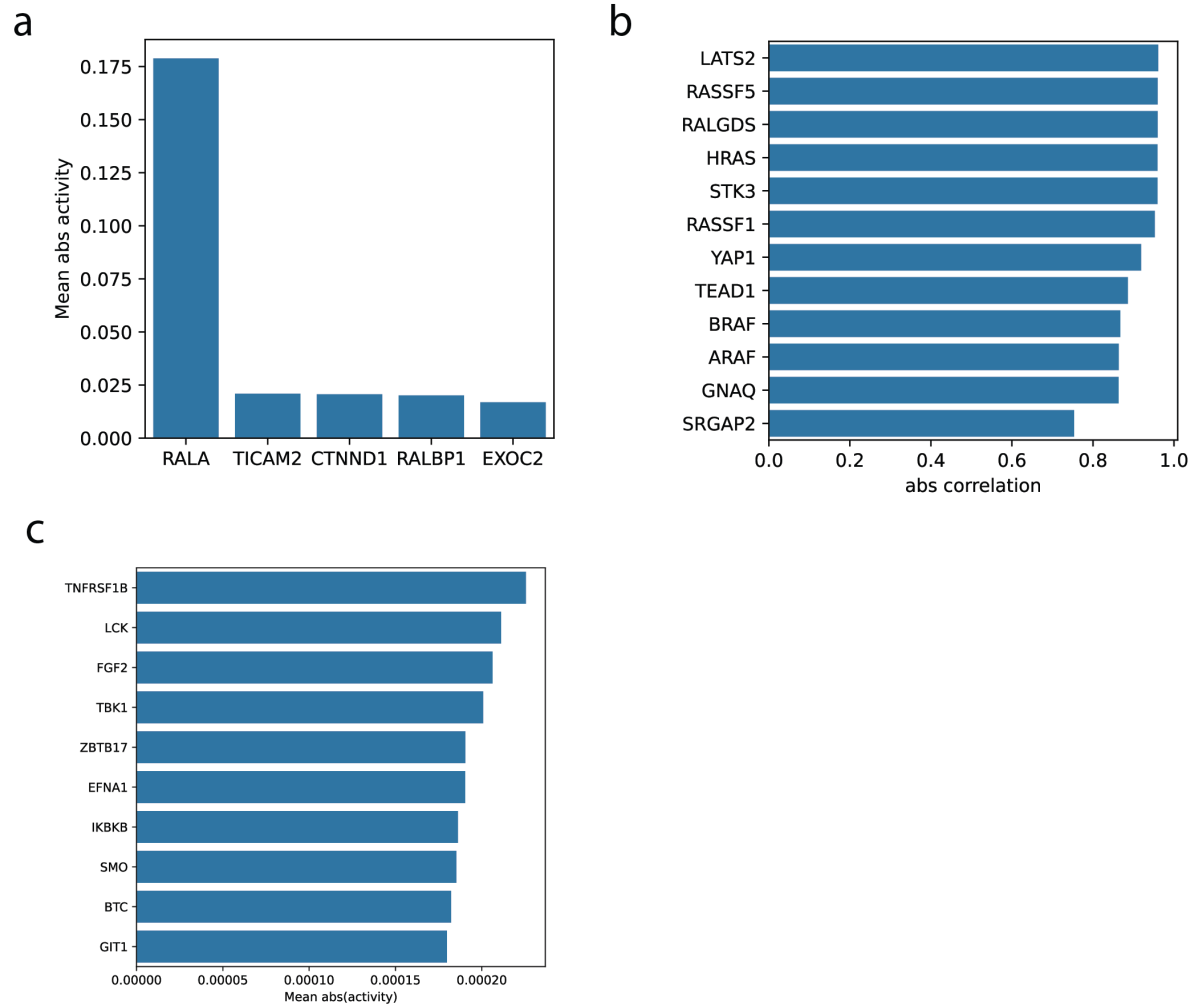

Supplementary Figure 12 Predicting a missing interaction. a model from which the interaction between RALA and RALGDS had purposefully been removed (broken model) was corrected post hoc with by a deep (4 layers) neural network with 200 hidden nodes per layer. The network was trained using the predicted node state of the broken model as input and predicted which nodes should receive an input signal to repair the model, which was evaluated by the fit of the broken model receiving the surrogate signal. **a)** the predicted signals for different nodes. **b)** the most correlated nodes with the surrogate signal, that additionally were unaffected by perturbations in RALA, i.e. not downstream. **c)** predicted surrogate nodes when models trained from scratch in tandem do not include RALA.

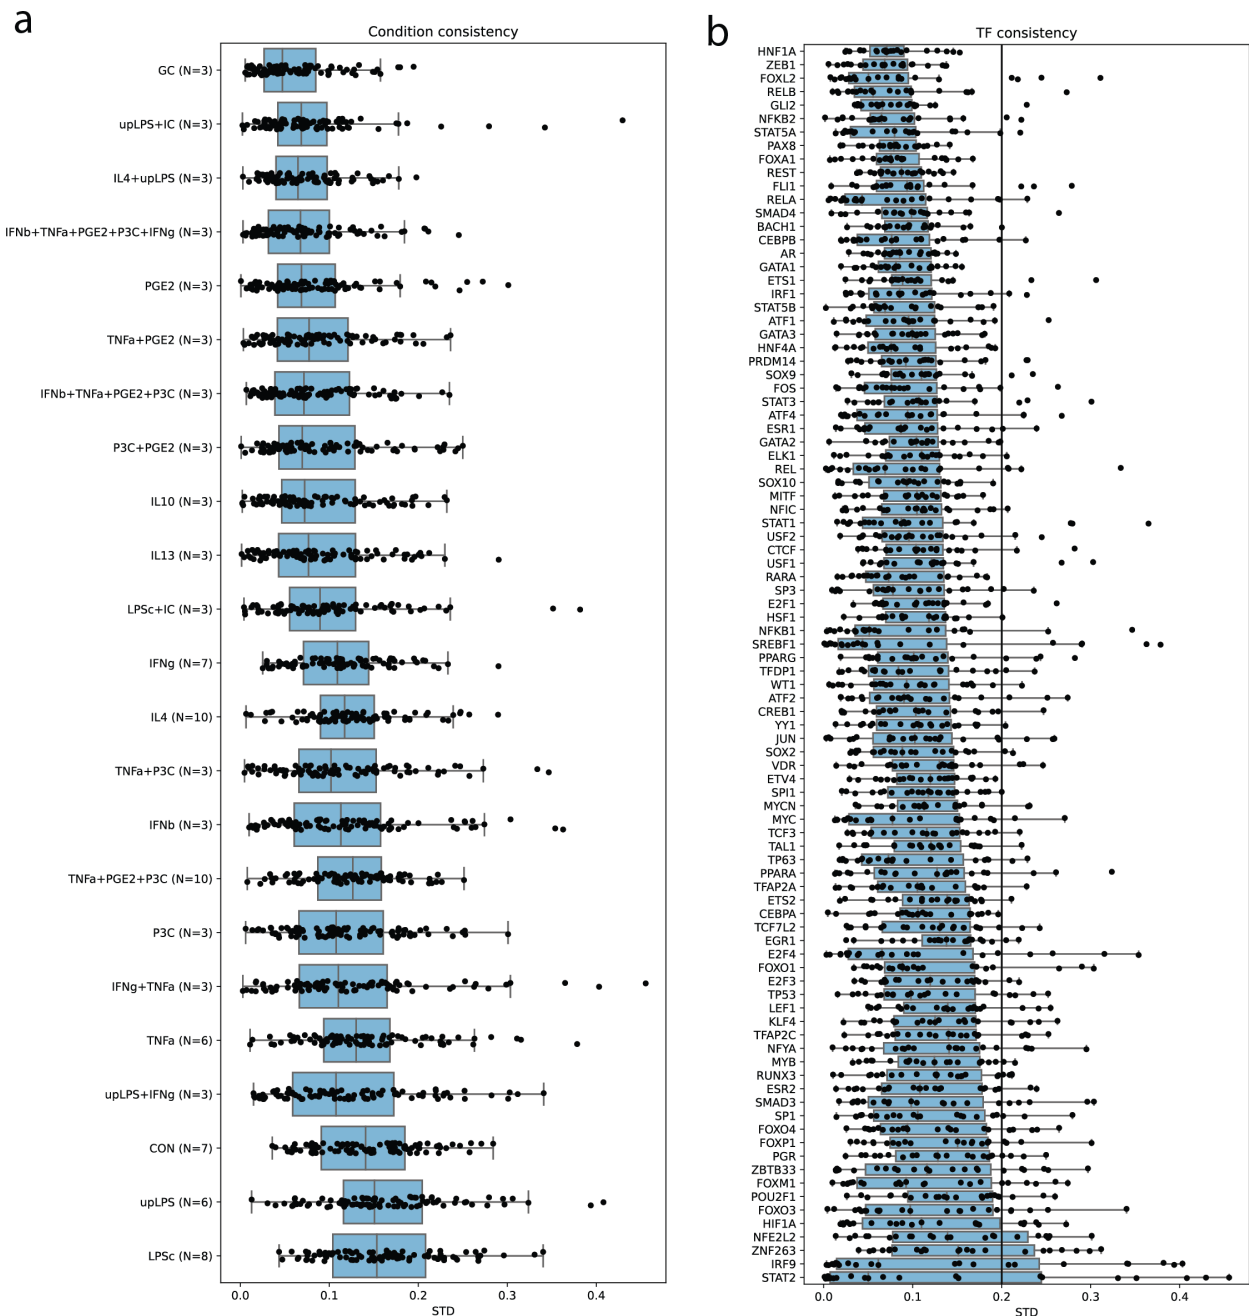

Supplementary Figure 13 TF activities inferred from experimental data from literature. An experimental data set was retrieved from literature¹. **a)** Standard deviation (STD) of TF activities among biological replicates (number of replicates varies by condition as indicated) by condition (N=23) across TFs (N=92). A cutoff value of 0.2 (black line) for the 75th percentile was selected after inspecting the graph. The standard deviation expected by chance for uniformly distributed values on the interval [0, 1] is 0.29. Four transcription factors did not meet the threshold, STAT2, IRF9, ZNF263 and NFE2L2. **b)** As a, but transcription factors across conditions. The boxes display the median and inter quartile range of the data, whiskers extend to the rest of the data provided that it is within 1.5 inter quartal range of the boundaries of the box.

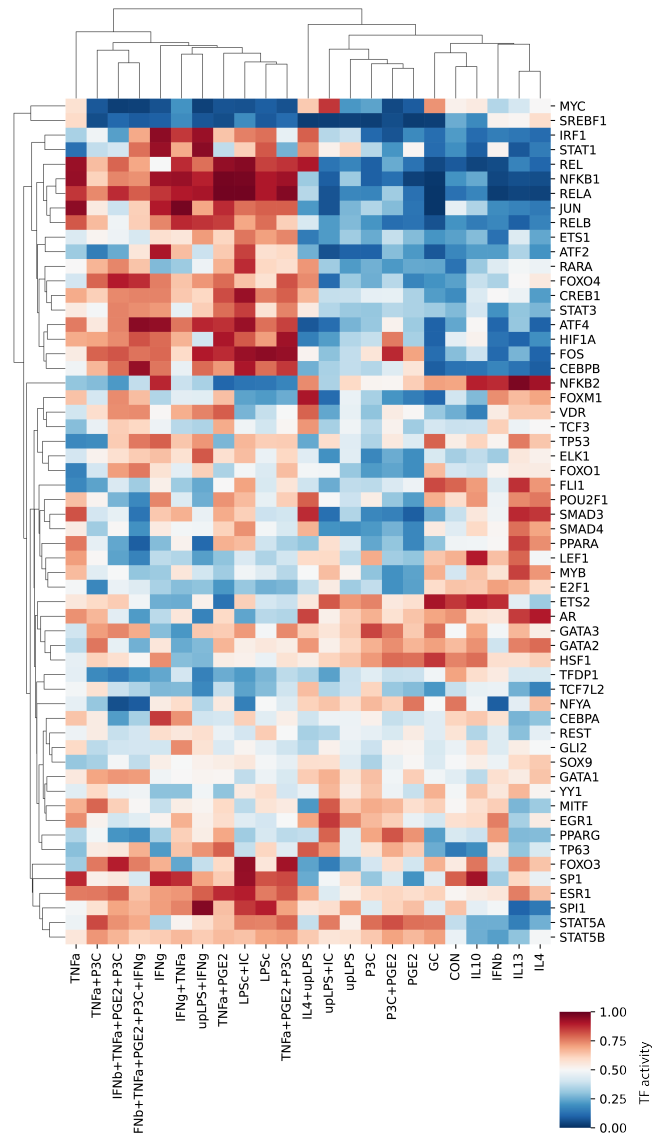

Supplementary Figure 14 Transcription factor activities inferred from literature data. An experimental dataset was retrieved from literature¹ consisting of 23 conditions with combinations of 12 different ligands. Activity was estimated for 58 transcription factors. The inferred activity patterns appear to largely agree with known biology. For example, the transcription factors RelA and RelB are part of the NF- κ B signaling cascade and induced by inflammatory ligands, e.g. interferons, lipopolysaccharide (LPS) and TNF². The ligands IL4 and IL13 display similar TF-activity profiles and are opposed to the inflammatory ligands, which is expected since they both signal through IL4R and are known to induce an anti-inflammatory (M2) response³. The presence of these ligands is here associated with SMAD3 activity, which may be a secondary effect from secreted TGF β 1³. The observed differences in TF-patterns between standard (LPSc) and ultra-pure (upLPS) LPS-qualities, are somewhat unexpected, but may potentially be explained by activation of TLR2 by impurities alongside the expected TLR4 activation⁴. Differences in signaling outcome for these two receptors have previously been noted². Abbreviations: glucocorticoids (GC), ultrapure lipopolysaccharide (upLPS), standard LPS (LPSc), immune complexes (IC), Pam3CSK4 (P3C) and prostaglandin E2 (PGE2).

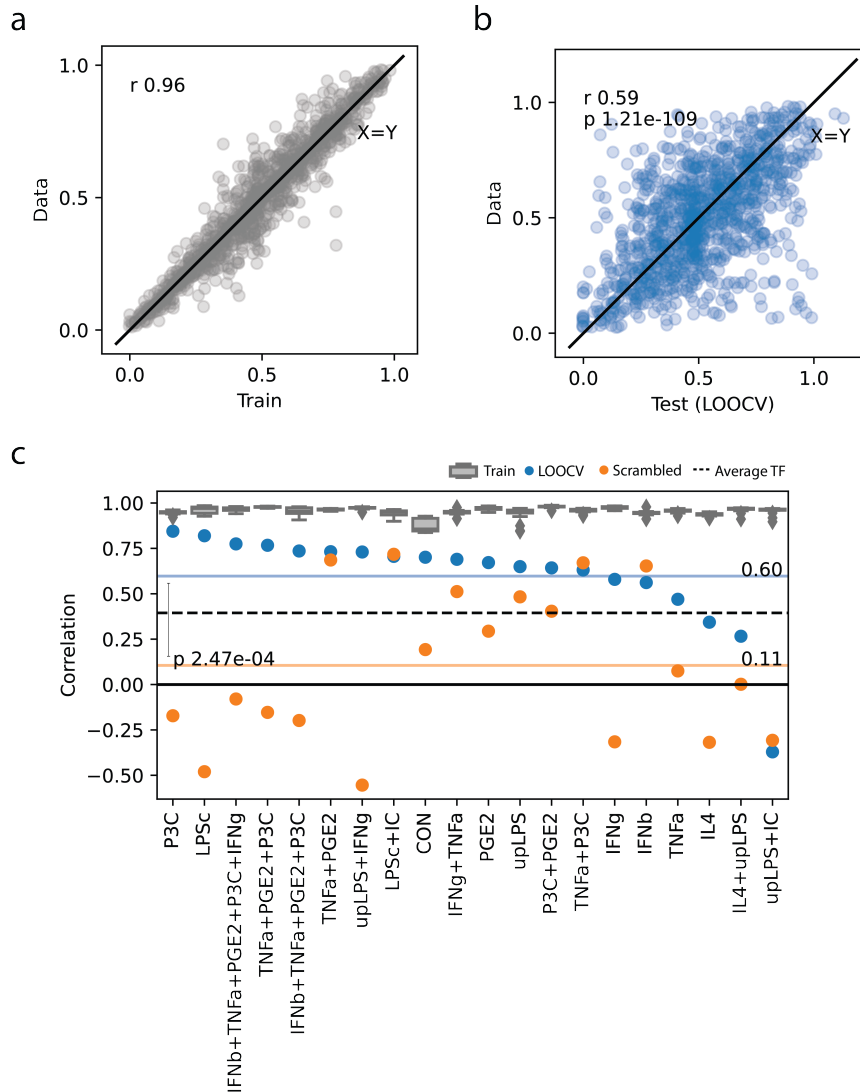

Supplementary Figure 15 Model applied to experimental data from literature. A model was reconstructed to TF activity data inferred from experimental data set was retrieved from literature¹ using the same procedure as for the synthetic network, but also including an immune system specific resource, InnateDB⁵ to accommodate the set of ligands used in the experimental study. The list of TFs was restricted to the ones with experimental data available. The model consisted of 1069 signaling nodes and 5886 interactions. **a)** A good fit to the data (r = Pearson correlation) was attained. **b)** Leave one out cross validation (LOOCV) for conditions where all ligands were present in at least two conditions (20 out of 23) showed significant Pearson correlation (r) between prediction and data, the two-tailed p-value for r calculated using `scipy.stats.pearsonr`. **c)** The correlation within conditions for LOOCV was consistently lower than the train fits, (23 samples $\times$ 58 TFs = 1334 datapoints compared to 7000+ parameters), but significantly outperformed models trained with scrambled condition labels, statistic calculated using two sided Mann–Whitney U test ($n=20$). IL4 is among the conditions with poorer generalization, potentially due to confounding interactions with LPS⁶. Abbreviations: glucocorticoids (GC), ultrapure lipopolysaccharide (upLPS), standard LPS (LPSc), immune complexes (IC), Pam3CSK4 (P3C) and prostaglandin E2 (PGE2). The boxes in panel c display the median and inter quartile range of the data, whiskers extend to the rest of the data provided that it is within 1.5 inter quartal range of the boundaries of the box.

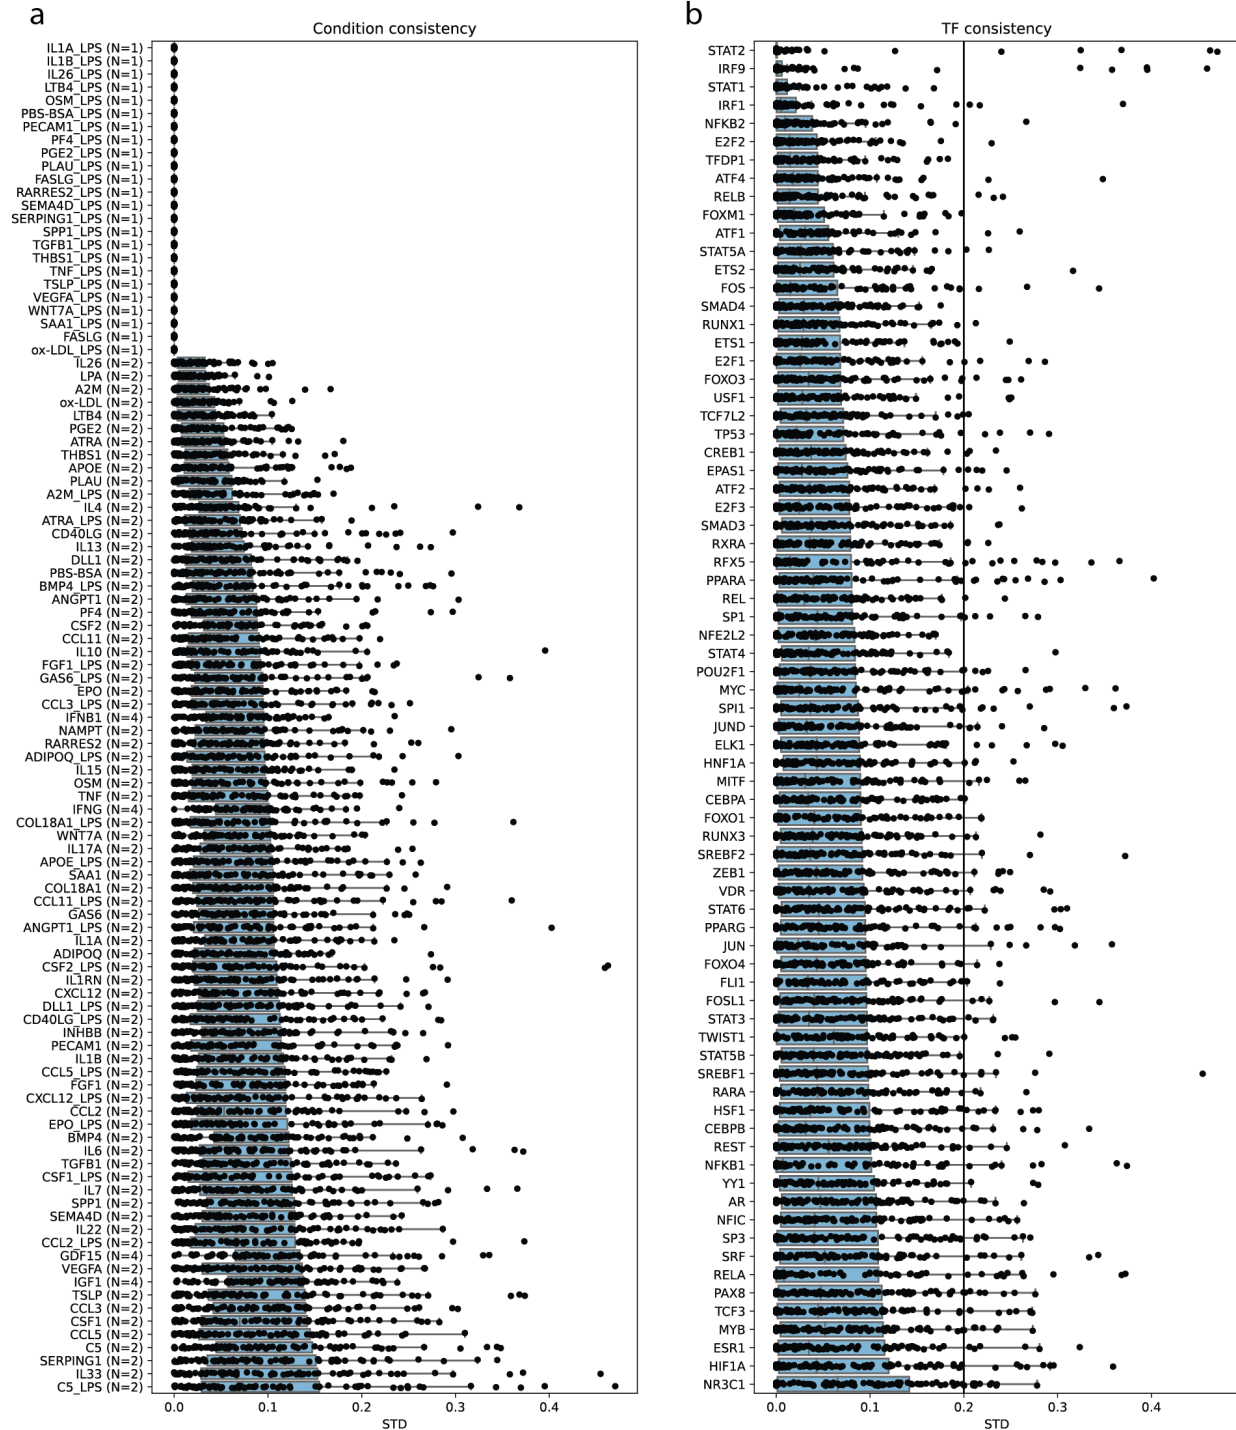

Supplementary Figure 16 TF activities inferred from experimental data. An experimental data set was generated for ligand stimulated macrophages. **a)** Standard deviation (STD) of TF activities among biological replicates (number of replicates varies by condition as indicated, for some conditions there were no replicates, for these the standard deviations is given as 0) by transcription factors (n=74) across conditions (n=103). **b)** As a, but transcription factors across conditions. The boxes display the median and inter quartile range of the data, whiskers extend to the rest of the data provided that it is within 1.5 inter quartal range of the boundaries of the box.

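IFNG and IFNB1 have 4 samples each, as have 2 other conditions, so their standard deviations rest on the most values. These 4 come from 3 donors, and 2 of them share a donor. In 75 conditions, such as IL4, IL13, IL26 and PGE2 without LPS, the standard deviation is that of 2 samples from different donors. For 24 conditions there is a single sample, and 23 of these received LPS, among them IL26, PGE2 and the PBS control with LPS. A standard deviation of 0 in the plot marks such a condition and measures no spread.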

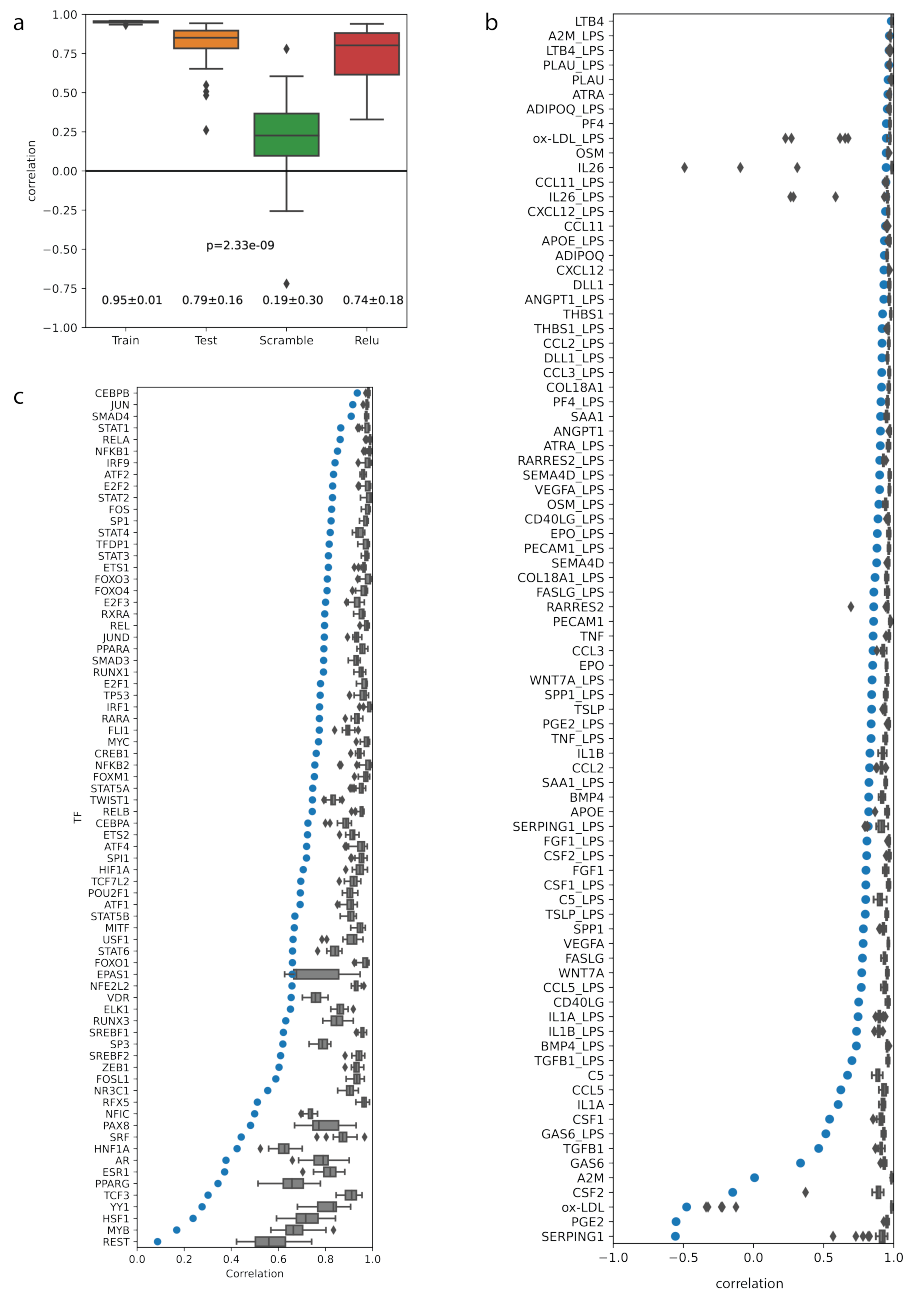

Supplementary Figure 17. Modeling performance for ligand stimulated macrophages. a) cross validation performance for the training and test set, compared with models trained on data in scrambled order, test correlation is significantly higher than scrambled, statistic calculated using two sided Mann–Whitney U test ($n=27$). A model with the ReLU activation function is included for reference. b) The correlations per TF under the cross validation (blue dots) was consistently lower than the train fits (gray boxplot, $n=26$) c) The correlation per conditions for the cross validation (blue dots) was consistently lower than the train fits (gray box plot, $n=26$), and particularly poor for SERPING1, PGE2, ox-LDL and CSF2. Abbreviations of none-gene-name-derived ligands, Leukotriene B4 (LTB4), All-trans retinoic acid (ATRA), Lysophosphatidic acid (LPA), Prostaglandin E2 (PGE2), Lipopolysaccharide (LPS), Oxidized low density lipoprotein (ox-LDL). The boxes display the median and inter quartile range of the data, whiskers extend to the rest of the data provided that it is within 1.5 inter quartile range of the boundaries of the box.

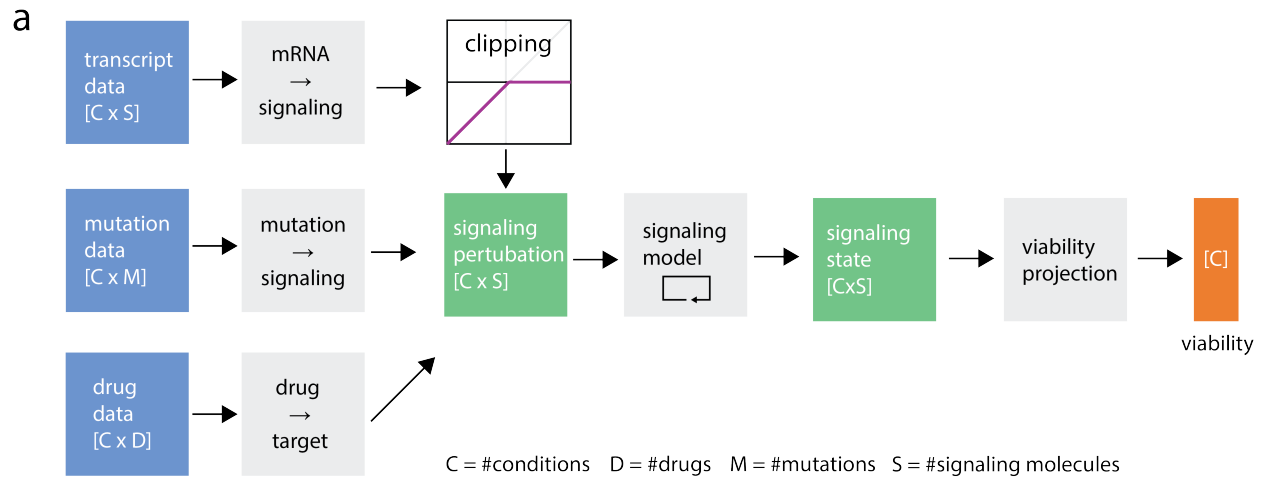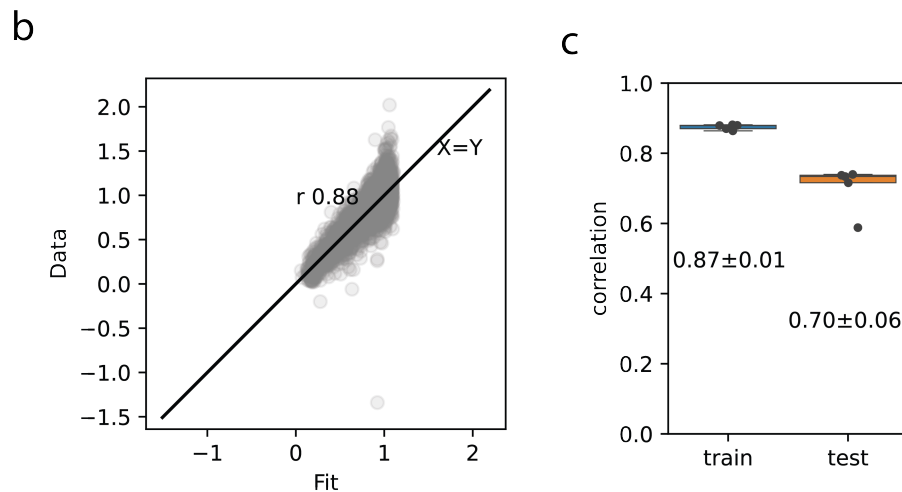

Supplementary Figure 18 Prediction of cell viability in different cancer cell lines in response to drugs. a) The modification of LEMBAS to incorporate as input: (i) cell-line specific basal transcriptomic profiles and (ii) gene mutations in order to predict the cell viability under these types of conditions and (iii) drug concentration. The “mRNA → signaling” layer linearly projects and adds the gene expression of the corresponding signaling protein to the perturbation after applying a non-linear activation function that prevents positive values. The “mutation → signaling” layer projects the targeted/mutated genes of a cell-line into the signaling node space, thus creating a mutation-specific signaling perturbation. The “drug → target” layer utilizes drug-target information, via a trainable drug-target matrix, to predict drug signaling perturbation. Together they form the signaling perturbation which serves as the input of the signaling network model. The output of the recurrent signaling network model is ultimately projected to predict transcription factor activity (internally in the viability projection layer), the weighted sum of which is the predicted cell viability. **b)** Correlation between the viability data and fit by the trained modified LEMBAS model. **c)** Correlation between prediction and data in the training sets and the test sets, using 5-fold cross validation, using the same folds that were used by Fröhlich et al⁷.

Supplementary Tables

Supplementary Table 1 Rate parameters for different molecular mechanisms.

	k_1	k_2	k_3	k_4
IA	0.2	0.1	0.2	NA
II	0.2	0.1	0.2	NA
CA	0.5	0.1	NA	NA
CI	0.5	0.1	2	0.1

NA = not applicable

Supplementary Table 2 Queries used to prune the interactions in the OmniPath database

Purpose	Field	Operation	Value
Only human	ncbi_tax_id_target	==	9606
Only OmniPath core set	omnipath	==	True
Ligand-Receptor (LR) interactions	Ligrecextra AND<br>sources	==<br>contains	True<br>'KEGG'
Signaling interactions	post_translational AND<br>sources	==<br>contains	True<br>'KEGG'
Regulatory interactions	dorothea AND<br>dorothea_level	==<br>contains	True<br>'A' OR 'B'

Supplementary Table 3, manually defined RL interactions based on uniprot annotation.

Source	Target	Motivation
GC	NR3C1	Glucocorticoid receptor
IC	FCGR3A	Immune complexes may activate FC receptors
	FCGR2A	
IFNb	IFNAR1	Interferon alpha/beta receptor 1&2
	IFNAR2	
IFNg	IFNGR1	Interferon gamma receptor 1&2
	IFNGR2	
IL4	IL4R	Interleukin-4 receptor
IL10	IL10RA	Interleukin-10 receptor subunit alpha
IL13	IL13RA1	Interleukin-13 receptor subunit alpha
P3C	TLR2	P3C activates TLR1 & 2
PGE2	PTGER3	PGE2 activates PTGER1-4
LPSc	TLR2	LPS activates cells through TLR4, the TLR2 activity of LPS-PG is ascribed to a contaminant lipoprotein
	TLR4	
	CD14	CD14 binds bacterial lipopolysaccharide
upLPS	CD14	
	TLR4	Ultrapure LPS only activates TLR4
TNFa	TNFRSF1A	Tumor necrosis factor activates receptor 1 A and B
	TNFRSF1B	

Supplementary Table 4, manually defined RL interactions based on uniprot⁸ annotation and literature.

Compound		Receptor	
CHEBI:	Ligand Name	Receptor Name	Id
15647	Leukotriene B4 (LTB4)	Leukotriene B4 receptor 1 (LTB4R)	Q15722
		Leukotriene B4 receptor 2 (LTB4R2)	Q9NPC1
15367	All-trans retinoic acid (ATRA)	Cellular retinoic acid-binding protein 1 (CRABP1)	P29762
		Cellular retinoic acid-binding protein 2 (CRABP2)	P29373
32957	Lysophosphatidic acid (LPA)	Lysophosphatidic acid receptor 1 (LPAR1)	Q92633
		Lysophosphatidic acid receptor 2 (LPAR2)	Q9HBW0
		Lysophosphatidic acid receptor 3 (LPAR3)	Q9UBY5
		Lysophosphatidic acid receptor 4 (LPAR4)	Q99677
		Lysophosphatidic acid receptor 5 (LPAR5)	Q9H1C0
		Lysophosphatidic acid receptor 6 (LPAR6)	P43657
15551	Prostaglandin E2 (PGE2)	Prostaglandin E2 receptor EP1 subtype (PTGER1)	P34995
		Prostaglandin E2 receptor EP2 subtype (PTGER2)	P43116
		Prostaglandin E2 receptor EP3 subtype (PTGER3)	P43115
		Prostaglandin E2 receptor EP4 subtype (PTGER4)	P35408
16412	Lipopolysaccharide (LPS)	Toll-like receptor 4 (TLR4)	O00206
		Toll-like receptor 2 (TLR2)	O60603
		Lipopolysaccharide-binding protein (LBP)	P18428
		Monocyte differentiation antigen CD14 (CD14)	P08571
		Lymphocyte antigen 96 (LY96)	Q9Y6Y9
60151	Oxidized low density lipoprotein (ox-LDL)	Oxidized low-density lipoprotein receptor 1 (OLR1) ⁹	P78380
		Platelet glycoprotein 4 (CD36) ⁹	P16671
		Macrophage scavenger receptor types I and II (MSR1) ⁹	P21757
		Stabilin-1 (STAB1) ⁹	Q9NY15
		C-X-C motif chemokine 16 (CXCL16) ⁹	Q9H2A7
		Advanced glycosylation end product-specific receptor (AGER) ⁹	Q15109
		Monocyte differentiation antigen CD14 (CD14) ¹⁰ .	P08571

Supplementary Note 1

Derivation of backpropagation at steady state. Let the state at time step n be defined as,

$$\mathbf{z}_n = \mathbf{A}\mathbf{h}_{n-1} + \mathbf{b}$$

$$\mathbf{h}_n = \sigma(\mathbf{z}_n)$$

$$\mathbf{y}_n = \mathbf{p}\mathbf{x}_n.$$

Apply the chain rule to some loss function $L = L(\mathbf{y}_n)$,

$$\frac{dL}{d\mathbf{z}_n} = \frac{dL}{d\mathbf{h}_n} \frac{d\mathbf{h}_n}{d\mathbf{z}_n} = \frac{dL}{d\mathbf{h}_n} \sigma'(\mathbf{z}_n).$$

where

$$\frac{dL}{d\mathbf{h}_n} = \frac{dL}{d\mathbf{y}_n} \frac{d\mathbf{y}_n}{d\mathbf{x}_n} + \frac{dL}{d\mathbf{z}_{n+1}} \frac{d\mathbf{z}_{n+1}}{d\mathbf{h}_n} = \frac{dL}{d\mathbf{y}_n} \frac{d\mathbf{y}_n}{d\mathbf{h}_n} + \frac{dL}{d\mathbf{z}_{n+1}} \mathbf{A}$$

Combining the two equations we get the following recursive formula

$$\frac{dL}{d\mathbf{z}_n} = \left(\frac{dL}{d\mathbf{y}_n} \frac{d\mathbf{y}_n}{d\mathbf{h}_n} + \frac{dL}{d\mathbf{z}_{n+1}} \mathbf{A} \right) \sigma'(\mathbf{z}_n).$$

If we assume steady state,

$$\mathbf{z}_{ss} = \mathbf{A}\mathbf{h}_{ss} + \mathbf{b}$$

we get the following linear equation system

$$\frac{dL}{d\mathbf{z}_{ss}} = \left(\frac{dL}{d\mathbf{y}_{ss}} \frac{d\mathbf{y}_{ss}}{d\mathbf{h}_{ss}} + \frac{dL}{d\mathbf{z}_{ss}} \mathbf{A} \right) \sigma'(\mathbf{z}_{ss})$$

expressed in gradient form

$$\nabla \mathbf{z}_{ss} = \sigma'(\mathbf{z}_{ss}) \odot (\mathbf{A}^T \nabla \mathbf{z}_{ss} + \nabla L).$$

This equation can be solved by iteration from some initial guess for $\nabla \mathbf{z}_n$ (e.g. $\nabla \mathbf{z}_n = 0$). From this the gradients of the parameters $\mathbf{A}$ and $\mathbf{b}$ can be calculated with respect to L as

$$\frac{dL}{d\mathbf{A}} = \frac{dL}{d\mathbf{z}_{ss}} \frac{d\mathbf{z}_{ss}}{d\mathbf{A}} = \mathbf{h}_{ss} \nabla \mathbf{z}_{ss}^T.$$

$$\frac{dL}{d\mathbf{b}} = \frac{dL}{d\mathbf{z}_{ss}} \frac{d\mathbf{z}_{ss}}{d\mathbf{b}} = \mathbf{1} \cdot \nabla \mathbf{z}_{ss}.$$

Supplementary Note 2

Derivation of backpropagation without assuming steady state in advance. If we prefer to not assume steady state at this stage, we can note that the loss function is evaluated at a specific timestep (k) and is zero elsewhere. The loss depends on states from timestep 1 to k and the loss is zero with respect to timesteps outside of this range.

$$\frac{dL}{dy_k} \frac{dy_k}{dh_k} = \nabla L, \frac{dL}{dz_0} = 0, \frac{dL}{dz_{k+1}} = 0, \nabla z_k = \sigma'(z_k) \odot (\nabla L)$$

With these boundary conditions the loss can be evaluated as

$$\nabla z_n = \sigma'(z_n) \odot (\mathbf{A}^T \nabla z_{n+1}) = \left(\prod_n^k \sigma'(z_n) \odot \mathbf{A}^T \right) \nabla L$$

Since parameters are the same across all time steps, their gradients can be summed into a quantity that is independent of the time step:

$$\begin{aligned} \frac{dL}{d\mathbf{A}} &= \sum_1^k \nabla z_i \mathbf{h}_i = \sum_1^k \left(\prod_i^k \sigma'(z_i) \odot \mathbf{A}^T \right) \nabla L \mathbf{h}_i \\ \frac{dL}{d\mathbf{b}} &= \sum_1^k \nabla z_i \cdot \mathbf{1} = \sum_1^k \left(\prod_i^k \sigma'(z_i) \odot \mathbf{A}^T \right) \nabla L \cdot \mathbf{1}. \end{aligned}$$

Note that the conserved part of these equations can be written in recursive form as

$$\mathbf{s}_n = \sigma'(\mathbf{z}_{k+1-n}) \odot \mathbf{A}^T (\mathbf{s}_{n-1} + \nabla L).$$

For large n the repeated multiplication will cause later terms to vanish, and the recursion can be truncated at the step (t) where this occurs. If forward propagation has reached steady state all of the non-truncated values will be from the steady state (and if not, then a larger k can be chosen, see next section for further analysis on the requirements for steady state to occur). We can then simplify the equation

$$\mathbf{s}_t = \sigma'(\mathbf{z}_{ss}) \odot \mathbf{A}^T (\mathbf{s}_t + \nabla L).$$

This has the same form as the steady state expression derived above, and the same analysis for parameter gradients applies.

Supplementary Note 3

Derivation, spectral radius determines rate of convergence. Let the state at time step n be defined as,

$$\mathbf{h}_n = \sigma(\mathbf{A}\mathbf{h}_{n-1} + \mathbf{b})$$

then a steady state $\mathbf{h}_{ss}$ is defined as

$$\mathbf{h}_{ss} = \sigma(\mathbf{A}\mathbf{h}_{ss} + \mathbf{b})$$

Taylor expand to the first order around the steady state

$$\begin{aligned}\mathbf{h}_n &= \sigma(\mathbf{A}\mathbf{x}_{ss} + \mathbf{b}) + (\mathbf{I}\sigma'(\mathbf{A}\mathbf{h}_{ss} + \mathbf{b})) \odot ((\mathbf{A}\mathbf{h}_{n-1} + \mathbf{b}) - (\mathbf{A}\mathbf{h}_{ss} + \mathbf{b})) \\ &= \mathbf{h}_{ss} + (\mathbf{I}\sigma'(\mathbf{A}\mathbf{h}_{ss} + \mathbf{b})) \odot (\mathbf{A}(\mathbf{h}_{n-1} - \mathbf{h}_{ss})),\end{aligned}$$

where $\odot$ is element wise multiplication and $\mathbf{I}$ the identity matrix. Let a displacement from the steady state at time step n be defined as

$$\Delta\mathbf{h}_n = \mathbf{h}_n - \mathbf{h}_{ss},$$

and let T be defined as

$$T = (\mathbf{I}\sigma'(\mathbf{A}\mathbf{h}_{ss} + \mathbf{b})) \odot \mathbf{A},$$

we can then rewrite the equation as

$$\Delta\mathbf{h}_n = \mathbf{T}\Delta\mathbf{h}_{n-1}.$$

By repeated insertion we have

$$\Delta\mathbf{h}_n = \mathbf{T}^n\Delta\mathbf{h}_0.$$

For an initial non-zero displacement from steady state $\Delta\mathbf{h}_0$ to reach $\mathbf{h}_{ss}$ at time n ,

$$0 \approx \mathbf{T}^n(\Delta\mathbf{h}_0),$$

this requires that

$$\mathbf{T}^n \approx 0, \rho(\mathbf{T}) < 1,$$

where $\rho(\mathbf{T})$ is the eigenvalue of $\mathbf{T}$ with largest absolute value. An approximation of the number of time steps (n) required depends on the desired precision and is given as

$$n \propto \frac{\log([\text{precision}])}{\log(\rho(\mathbf{T}))}.$$

To impose the spectral radius as a soft constraint, several forms for the regularization function were considered, including a reciprocal and exponential dependence on the spectral radius. A reciprocal function, while perhaps the most intuitive, undergoes a singularity at a spectral radius of 1 with infinite derivative, which is numerically impractical for gradient decent. An exponential function with parameters (a and k) could be fitted to behave similarly to the reciprocal function, but without singularity issues.

$$L_\rho = a(e^{(k\rho)} - 1)$$

Supplementary Note 4

Analysis of the framework's algorithmic complexity. The computation of state vectors relies on sparse matrix multiplications that increases linearly with the number of interactions (z , number of elements in matrix) and squared by the number of signaling nodes (n , width/height of matrix). Because the number of interactions is expected to increase as a function of the number of nodes, the worst-case time complexity becomes n^3 , corresponding to dense matrix multiplication. The calculation of spectral radius and eigen vectors of sparse matrixes used for regularization is naively of complexity n^3 , but is calculated using a stochastic algorithm with a complexity n^2 and a factor that depends on the size gap¹¹ between the eigen values (g). This eigengap can be expected to be a function of n since the total number of eigen values (n) are constrained to a disk with finite area ($1^2\pi = \pi$). The model is iteratively evaluated until steady state, and computation time increases linearly with the number of time steps (t). Through matrix operations, different conditions can be evaluated in parallel, but the algorithmic complexity depends linearly on the number of conditions, that are typically divided into mini-batches (b) of some size (r). To train a generalizable model, the forward pass must be executed multiple times and each forward pass is accompanied by a backward pass with the same complexity. The number of epochs (e) required for the training to converge may depend on n and the number of conditions may in practice also depend weakly on n , as more parameters could be expected to require more data. With this notation the overall complexity depends on many factors,

$$O(er(btzn^2 + gn^2)),$$

an expression with explicit squared complexity with respect to n . However, due to relations between n and some of the other parameters, the complexity can be expected to be worse in practice.

Supplementary Note 5

The algorithm presented below is a manual autograd function and thus requires both a forward call and backward call (for the partial derivative). To accommodate dot multiplication, data must be transposed to [features x samples], as compared to the machine learning standard of [samples x features]. In practice this is performed by the algorithm but for the sake of this presentation it is assumed to already have occurred.

Sparse one-to-one RNN (forward)

$[x_{ss}, x_{raw}] = \text{function forward}(b_{in} \text{ weights, bias, A})$

Input:

b_{in} , [n x s] matrix for s samples and n state variables, zero-padded with ligand concentrations at their corresponding positions.

weights, [i x 1] vector containing the non-zero elements.

bias, [n x 1] vector of biases for each state variable.

A, [n x n] sparse matrix with i non-zero elements that describes the network structure.

Output:

x_{ss} [n x s] vector of predicted steady states.

x_{raw} [n x s] vector of predicted steady states before applying activation function.

A.nze = weights   *#loads the weights into their correct positions in the sparse matrix A*

b = b_{in} + bias

x_{ss} = zeros [n x s]   *#initiate x_{ss} as an all zero matrix with dimensions n x s*

for max_iter **steps:**   *#Max_iter is set to 150 in this study*

$x_{ss} = \text{dot product}(A, x_{ss})$

$x_{ss} = x_{ss} + b$ *#vector b is repeated for each sample in x_{ss} (broadcasted)*

$x_{ss} = \text{activation}(x_{ss})$ *#element-wise activation function, specified above*

$x_{raw} = \text{dot product}(A, x_{ss}) + b$ *#When x_{ss} is at steady state, this is same as $\text{inv}(\text{activation}(x_{ss}))$*

Sparse one-to-one RNN (backward)

$[z, dw, db] = \text{function backward}(err, x_{ss}, x_{raw}, A)$

Input:

err , $[n \times d]$ matrix containing gradient back propagated from comparing TF activities projected from x_{ss} to data.

x_{ss} , $[n \times d]$ matrix see forward.

x_{raw} , $[n \times s]$ matrix see forward.

A , $[n \times n]$ matrix see forward.

Output:

z , $[n \times s]$ error to be back propagated to proceeding layers.

dw , $[i \times 1]$ gradient of the weight vector.

db , $[n \times 1]$ gradient of the bias vector.

$xDelta = \text{activation}'(x_{raw})$ *#the derivative of the activation function*

$T = \text{transpose}(A)$ *#targets and sources are reversed for backward pass*

$z = \text{An all zero matrix with same dimensions as } err$

for max_iter steps:

$z = \text{dot product}(T, z) + err$

$z = \text{element-wise product}(xDelta, z)$

$z = \text{clipping}(z)$ *#gradient clipping as described below*

$db = \text{rowsum}(z)$

$dw = \text{rowsum}(\text{element-wise product}(x_{ss}[\text{source}], z[\text{target}]))$ *# as further explained below*

For calculation of the weight gradients, only the non-zero elements of A are relevant. Therefore, the complete dot multiplication between the matrixes x_{ss} and grad can be replaced by elementwise multiplication and subsequent summation for the elements corresponding to the source (column) and target (row) of each weight.

To prevent clipping under normal conditions, the clipping function is constructed with a linear segment between two saturating tanh regions, resulting in a continuous and monotonically increasing function from -2 to 2,

$$\text{clipping}(z) = \begin{cases} z \leq -1 & \tanh(z + 1) - 1 \\ -1 < z \leq 1 & z \\ 1 < z & \tanh(z - 1) + 1 \end{cases}.$$

Supplementary Note 6

The algorithm presented below is a manual autograd function and thus requires both a forward call and backward call (for the partial derivative).

Spectral radius (forward)

$[\rho, e, v] = \text{function forward}(\mathbf{A}, \text{weights})$

Input:

$\mathbf{A}$, $[n \times n]$ sparse matrix with i non-zero elements that describes the network structure.

weights, $[i \times 1]$ vector of linearized non-zero weights of $\mathbf{A}$

Output:

ρ , scalar, the spectral radius

e , complex scalar, the eigen value of $\mathbf{A}$ with largest absolute value

v , $[n \times 1]$ complex vector, the right eigen vector of $\mathbf{A}$

$\mathbf{T} = \mathbf{A}$ *#Create T with same structure as A*

$\mathbf{T.nze} = \text{weights}$ *#load the linearized weights into correct positions in the sparse matrix T*

$e, v = \text{eigs}(\mathbf{T})$ *#returns the eigenvalue (e) with largest absolute value and its right eigenvector (v)*

$\rho = \text{abs}(e)$

Spectral radius (backward)

$[dw] = \text{function backward}(\text{grad}, v, e)$

Input:

grad , a scalar with the backpropagated gradient of the barrier function

v , $[n \times 1]$ complex vector, see forward

e , complex scalar, see forward

Output:

dw gradient of the weight vector

$e, w = \text{eigs}(\text{transpose}(\mathbf{T}), e)$ *#gives the eigen vector w closest to the eigenvalue to e (the left eigen vector)*

$\text{divisor} = \text{dot product}(\text{transpose}(w), v)$

$\text{direction} = e / \text{abs}(e)$

$\text{delta} = \text{elementwise product}(w[\text{target}], v[\text{source}]) / \text{divisor}$

$\text{delta} = \text{real}(\text{delta} / \text{direction})$

$\text{delta} = \text{limit norm}(\text{delta}, 10)$ *# optionally the norm of delta can be constrained to a finite value*

$dw = \text{grad} * \text{delta}$

Since eigs is a stochastic algorithm it sometimes, under rare circumstances, fails to return eigen values before timing out, then zeros are returned as gradient.

Supplementary References

1. Xue, J. *et al.* Transcriptome-based network analysis reveals a spectrum model of human macrophage activation. *Immunity* **40**, 274–288 (2014).
2. Dorrington, M. G. & Fraser, I. D. C. NF- κ B signaling in macrophages: dynamics, crosstalk, and signal integration. *Frontiers in Immunology* vol. 10 705 (2019).
3. Borthwick, L. A. & Wynn, T. A. IL-13 and TGF- β 1: core mediators of fibrosis. *Curr. Pathobiol. Rep.* **3**, 273–282 (2015).
4. Liu, J. *et al.* Molecular Mechanism of the Bifunctional Role of Lipopolysaccharide in Osteoclastogenesis. *J. Biol. Chem.* **284**, 12512–12523 (2009).
5. Breuer, K. *et al.* InnateDB: systems biology of innate immunity and beyond—recent updates and continuing curation. *Nucleic Acids Res.* **41**, D1228–D1233 (2013).
6. Major, J., Fletcher, J. E. & Hamilton, T. A. IL-4 pretreatment selectively enhances cytokine and chemokine production in lipopolysaccharide-stimulated mouse peritoneal macrophages. *J. Immunol.* **168**, 2456 LP – 2463 (2002).
7. Fröhlich, F. *et al.* Efficient parameter estimation enables the prediction of drug response using a mechanistic pan-cancer pathway model. *Cell Syst.* **7**, 567-579.e6 (2018).
8. Bateman, A. *et al.* UniProt: The universal protein knowledgebase. *Nucleic Acids Res.* **45**, D158–D169 (2017).
9. Cuthbert, G. A., Shaik, F., Harrison, M. A., Ponnambalam, S. & Homer-Vanniasinkam, S. Scavenger Receptors as Biomarkers and Therapeutic Targets in Cardiovascular Disease. *Cells* vol. 9 (2020).
10. Miller, Y. I. *et al.* Minimally Modified LDL Binds to CD14, Induces Macrophage Spreading via TLR4/MD-2, and Inhibits Phagocytosis of Apoptotic Cells *. *J. Biol. Chem.* **278**, 1561–1568 (2003).
11. Morgan, R. On restarting the Arnoldi method for large nonsymmetric eigenvalue problems. *Math. Comput.* **65**, 1213–1230 (1996).

# Supplementary material for: Artificial neural networks enable genome-scale simulations of intracellular signaling
**Source:** Nat Commun. 2022 Jun 2;13:3069. doi: 10.1038/s41467-022-30684-y
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Information

# Inventory of supporting information

# Supplementary Data1

List of manually curated interactions.

# Source data

Source data for the figures.

# Supplementary Information

Containins supplementary figures 1-18, supplementary tables 1-4, and supplementary notes 1-6.

## Supplementary Figure 1

Fitting ODEs with a Michaelis Menten like (MML) activation function.

## Supplementary Figure 2

Numerical comparison of auto-grad and steady-state for a random network.

## Supplementary Figure 3

Alternative methods for solving the forward and backward pass.

## Supplementary Figure 4

Adversarial test data and network structure.

## Supplementary Figure 5

Assuming steady state in a dynamical model.

## Supplementary Figure 6

Derivative of spectral radius.

## Supplementary Figure 7

Variability in output depending on input for random and biological networks.

## Supplementary Figure 8

Automatic parameterization of the small signaling network.

## Supplementary Figure 9

Principal component analysis of synthetic model output.

## Supplementary Figure 10

Empirical tests of time complexity

## Supplementary Figure 11

Training performance on a synthetic data.

## Supplementary Figure 12

Predicting missing interactions.

## Supplementary Figure 13

TF activities inferred from experimental data from literature.

## Supplementary Figure 14

Transcription factor activities inferred from literature data.

## Supplementary Figure 15

Model applied to experimental data from literature.

## Supplementary Figure 16

TF activities inferred from experimental data.

## Supplementary Figure 17

Modeling performance for ligand stimulated macrophages.

## Supplementary Figure 18

Prediction of cell viability in different cancer cell lines in response to drugs.

## Supplementary Table 1

Manually assigned rate parameters for the ODE models of different molecular mechanisms.

## Supplementary Table 2

Queries used to prune the interactions in the OmniPath database.

## Supplementary Table 3

Manually defined receptor ligand interactions for the macrophage model for literature data.

## Supplementary Table 4

Manually defined receptor ligand interactions for the macrophage model for the ligand stimulated macrophages.

## Supplementary Note 1

Derivation of the partial gradient of backpropagation at steady state.

## Supplementary Note 2

Derivation of the partial gradient using backpropagation without assuming steady state in advance.

## Supplementary Note 3

Derivation of the rate on convergence dependency on the spectral radius.

## Supplementary Note 4

Analysis of the framework’s algorithmic complexity.

## Supplementary Note 5

Recurrent neural network algorithm.

## Supplementary Note 6

Spectral radius constraint algorithm.

# Supplementary material for: Artificial neural networks enable genome-scale simulations of intracellular signaling
**Source:** Nat Commun. 2022 Jun 2;13:3069. doi: 10.1038/s41467-022-30684-y
**Supplement:** Supplementary file 4 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

☐	☒	The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☒	☐	A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒	The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐	A description of all covariates tested
☒	☐	A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒	A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒	For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐	For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐	For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☐	☒	Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

Some of the data used was retrieved from public repositories using their web interface.
A script to download the data (downloadLiteratureData.py) is provided at github.com/Lauffenburger-Lab/LEMBAS

Data analysis

Custom code available at github.com/Lauffenburger-Lab/LEMBAS, doi.org/10.5281/zenodo.6532706.

Relying on the following software and packages

python 3.7.10
 -matplotlib 3.3.4
 -networkx 2.5 (required for network reconstruction)
 -numpy 1.20.2
 -pandas 1.1.3
 -pytorch 1.6.0
 -scipy 1.6.2
 -seaborn 0.11.0

MATLAB R_2020_a (required for assembly of transcriptomics data from literature, network visualization and complexity tests)

R 4.0.3 (required for TF activity estimates)

-dorothea 1.0.1
 -DESeq2 1.28.1
 -limma_3.44.3

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The count matrices for the 60-ligand RNA-sequencing dataset generated in this study have been deposited in the in the Gene Expression Omnibus under accession number GSE202515.

The OmniPath interaction database used in this study is available through their web site (archive.omnipathdb.org/omnipath_webservice_interactions_20210621-20211113.tsv.xz).

The transcriptomics data for ligand stimulated macrophages from Xue et al 20144 used in this study is available at ArrayExpress under accession code E-GEOD-46903 (ebi.ac.uk/arrayexpress/experiments/E-GEOD-46903).

The processed cell viability data and cell line mutation profile from Fröhlich et al 201848 used in this study is available on Zenodo (doi.org/10.5281/zenodo.1472794).

The associated basal cell line expression data (RPKM) used in this study is available at the depmap portal under CCLE 2019 (depmap.org/portal/download).

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see nature.com/documents/nr-reporting-summary-flat.pdf

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	No statistical method was used to predetermine sample size, however sample size requirements were estimated in this study by simulations on synthetic data (Fig. 5a). These indicated that 100 experimental conditions could be expected to yield a predictive performance (Pearson correlation) of around $r=0.8$ on test data.
Data exclusions	Samples were removed based on quality criteria, i.e. if number of measured transcripts $<2e6$ or number of measured genes per sample <5000 .
Replication	No attempts were made to reproduce the transcriptomics data.
Randomization	The experiments were not randomized. The samples were purchased from the Massachusetts General Hospital (MGH) Blood Donor Center and received without any identifying information (sex, age, etc). The effect of donor was regressed out using batch correction.
Blinding	The Investigators were not blinded to allocation during experiments and outcome assessment. However, transcriptomics data collection in a high throughput screen is not expected to be influenced by subjective factors.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☒	☐ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☒	☐ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

How the deposited data were processed for this re-analysis (not part of the article)

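RNA was sequenced from human macrophages of 3 donors in 190 samples of 103 conditions. A condition is a ligand or the PBS control, labelled PBS-BSA, with or without LPS. The authors aligned the reads with HISAT2 2.1.0, estimated expected counts per gene with RSEM 1.3.0 on GENCODE 27, kept 325 of 383 libraries and summed technical replicates before the table was deposited. The deposited values are these expected counts, not scaled or transformed, for 58347 genes, and 0 of the columns belong to no sample. Reads from closely similar genes are shared out by the estimate, so single values of such genes, the metallothioneins among them, are uncertain. The normalization, the donor correction and the TF-activities of the paper come later and are not in the deposited table, and they were not repeated. Target genes of a transcription factor stand in for its activity.

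Expected counts were rounded to whole numbers. Genes were kept by edgeR's filter on low counts with the condition as group, which left 18323. Library sizes were scaled by TMM, and a negative binomial model was fitted in edgeR 4.0.16 with R 4.3.3, with a coefficient for each of the 103 conditions and a block for the donor. Contrasts were tested by edgeR's quasi-likelihood test, two-sided, with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. Log2 fold changes and their standard errors come from that model, with a prior count of 0.125, and CPM values are means over samples with their SD. The LPS response is the mean over the 43 ligand groups of the difference between the conditions with and without LPS. In it 5752 of the genes have a condition without any count, and their fold changes rest on the prior count in part. The response of a ligand against that of PBS-BSA is the difference of the differences. A condition with 1 sample is assumed to vary like the others.

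The donor letters of the samples name the donor in all 190 samples, so they pair the samples across conditions. As a check, the deviations of same-donor samples from their condition means correlated at 0.202 to 0.362 over 10 pairs of conditions. Total counts ran from 2126396 to 11093171. The limit that a count of 0 allows was taken as 3 counts over the group, and ratios with 1 to 3 counts have exact 95 percent counting intervals. These cover counting error only, since the libraries carry no molecular identifiers.

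Of 37 gene lists written from general knowledge, 34 had the 5 measured members needed and were tested with camera (limma 3.58.1) at a preset correlation of 0.01, and again with an estimated correlation and with fry, adjusted over the lists of a comparison. Single genes are named by a rule. It takes the 12 genes with the largest rise and the 12 with the largest fall that pass the threshold, have a mean log2 CPM of at least 3 and move the same way in every same-donor pair (in 90 percent of the pairs for LPS), the members of the lists, and the genes the paper names for this experiment. The text names a part of these, and leaves out most genes whose call ended under several alternatives. Similarity between ligands is Pearson's r of log2 fold changes with a prior count of 2. Groups without any change were simulated against the same controls in 20 draws. Replicate profiles were compared by a permutation test with 100000 draws, one-sided.

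The alternatives were no block for the donor, the plate added beside the donor, DESeq2's size factors, no filter on low counts, limma-voom, the test of DESeq2 1.42.0, another reference, each sample left out in turn, subsets of ligands and donors, and for LPS an additive model. The methods were tested on simulated data with 200 changed genes among 1500. For IL26 against PBS-BSA, edgeR recovered 64 percent of log2 changes of 2 and 5 percent of log2 changes of 1, with 0 percent false among 69 calls. For the LPS response of IL26 against that of PBS-BSA it recovered 65 percent of log2 differences of 4 and 12 percent of those of 2, and for the LPS response 72 percent of log2 changes of 1. In the former 6.10 percent of 82 calls were false, and in the latter 6.12 percent of 147 calls. These tests were set up after the first fits of the real data. A first run fell short of the recovery asked for, after which the simulated differences between LPS responses were made larger and the recovery asked for was lowered. The changed list passed in camera and 0 of 20 unchanged lists did. The model was solved with its own code, whose fold changes and p-values matched those of edgeR in the 120 genes compared. The predictions of the network model in the paper were left out, since they need TF-activities and a network that the deposited table does not hold. Some genes and a gene list are not reported here.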

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

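The tests of the PBS control samples, of earlier activation, of inflammatory genes under LPS and of the single PBS control sample with LPS were chosen only after the result was seen.

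NF-κB targets in 1 GDF15 sample had the highest mean log2 CPM of the 4 samples of that condition, 7.44 against 6.56 to 6.68 in the others. Metallothioneins in a GDF15 sample were highest as well, at 9.01 against 6.73 to 7.10. In IGF1, metallothioneins were lowest in 1 sample, at 6.27 against 7.00 to 7.11 in the others. Each gap passed the 95 percent critical value for 4 samples in Dixon's test, which takes the 4 samples as independent, while 2 of the 4 share a donor. In all 32 combinations of 4 conditions and 8 measures were tested and 3 passed, where chance marks about 5 percent.

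Inflammatory genes were lower with IL26 and PGE2 than in PBS-BSA, among many genes that differed. Against the mean of the other conditions without LPS, 7743 genes changed with IL26, against 7212 with PBS-BSA as reference, so samples of the PBS control that stand apart from the rest do not account for it. With LPS the median NF-κB target was higher in IL26 than in PBS-BSA by 0.83, and in PGE2 by 0.94, with 27 of 34 above 0 in each. IDO1 was lower with LPS, at 9.34 and 8.69 CPM against 2608. It already differed without LPS, at 0.667 and 0.0588 CPM against 3609.5, so it does not decide this. With 1 sample per condition, those of IL26 and PBS-BSA on different plates, it stays open whether these ligands hold genes down under LPS. Of 895 genes that LPS raised in IL26, 89.4 percent were lower in PGE2 than in PBS-BSA (49.9 percent of all genes), which is consistent with cells of the PBS control being activated before LPS was added. Of 1715 genes that LPS raised in PGE2, 62.7 percent were lower in IL26 (51.2 percent of all genes), and of 810 that LPS lowered there 42.8 percent were higher in IL26 (48.8 percent of all genes), which leaves that open for IL26, where a source of such activation, in the carrier or the culture, was not tested.

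The response to LPS differed from that of PBS-BSA in 582 genes for IL26 and in 833 for PGE2, by a test of the difference itself. With the mean LPS response of the other ligands as reference, 528 genes differ for IL26, which argues against a weak response of the single PBS control sample with LPS as the cause. Over the 428 genes with a larger response in IL26, the difference without LPS makes up 97.2 percent of the difference in response (median), and over the 634 of PGE2 88.5 percent. This is consistent with lower starting levels, though the same samples without LPS enter both differences, and among genes above the limit that a count of 0 allows the shares were 99.7 and 87.9 percent. TNF, a single gene, goes beyond this. Without LPS it was at 4.87 CPM in IL26 and 1.56 in PGE2, against 23.2 in PBS-BSA. With LPS it was at 4734 and 2449 against 46.1, so starting levels cover only a part of its larger response. How IL26 and PGE2 would lower starting levels, as a biological effect of the ligands or otherwise, was not tested.

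For the LPS response over all ligands, LPS labels were exchanged within ligand and donor in 100 splits, the real one included, and only 1, the real split, had as many genes past the threshold. It had 7523 genes in limma on log2 CPM and the highest other split had 2060, so chance is unlikely, as far as 100 splits can tell.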

How the results depend on the processing

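The alternatives with donor B alone or donor C alone under additive terms, the similarity with a different donor behind each comparison, and the LPS response within each ligand were chosen after the data were seen. The setting with only samples of donor C could not be fitted and was not run. For IL26 and for PGE2 against PBS-BSA all 12 alternatives gave counts within 1.5 times the value (5549 to 7743 and 4095 to 6403 genes, 5549 to 5938 and 4095 to 4430 with 1 sample left out), and for the replicate profiles all 4 did (0.313 to 0.568). For each of the other changes the cause was not tested, except that fewer samples or genes enter a test on a subset. Without the block for the donor, 1161 genes changed with IL4, 542 with IL13, 338 and 422 in the LPS responses of IL26 and PGE2 against PBS-BSA, 1127 between IL26 and PGE2, 809 with IFNB1, 113 with TGFB1 and 555 with IL10. Between IL4 and IL13 there were 0 (edgeR, 533 at an unadjusted p under 0.05), and the median of the LPS response scan went from 12 to 2. The block changed no other count by over 1.5 times. With the mean of the other conditions as reference the counts were 3638 with IL4, 2607 with IL13, 5166 with IFNB1 and 919 with TGFB1, the median of the ligand scan went from 0 to 716 (1 by limma-voom), and the PGE2 response to LPS against the mean of the other ligands had 1331. In that setting camera called type I interferon targets higher in IL13 (adjusted p = 4.97e-06, and 5.0e-06 to 0.681 over all alternatives). Its reference includes IL26 and PGE2, where these targets were far lower than in PBS-BSA. The sign was also up, but the test was not passed, for cAMP and CREB targets in PGE2 (0.477, 0.477 to 0.980), type I interferon targets in IL4 (0.808, 1.5e-07 to 0.808) and NF-κB targets in IL13 (0.180, 0.00362 to 0.681). The r of IL26 and PGE2 went from 0.857 to 0.769, and to 0.721 with a different donor behind each comparison, where that of IL4 and IL13 went from 0.791 to 0.439. The larger direction of change turned with DESeq2's size factors for IL26, PGE2, IL4 and IL13 against PBS-BSA, and for LPS in donor B, among other settings. The LPS response had 2040 genes in donor B, 4477 in donor B with additive terms and 0 in PBS-BSA alone (edgeR, 531 at an unadjusted p under 0.05). IFIT1 in the LPS response was -0.69 in PBS-BSA alone and -0.22 in donor C with additive terms. Between IL4 and IL13 9 genes passed with the plate added, 71 without the filter on low counts, 8 by limma-voom and 18 by DESeq2. With 1 sample left out the counts were 1239 to 1574 for IL4 (1239 without IL4 of donor C, 1390 and 1460 without PBS-BSA of donor B and C), 571 to 835 for IL13 (571 without PBS-BSA of donor B, 646 and 631 without IL13 of donor B and C, 835 without PBS-BSA of donor C), 414 to 525 for the IL26 LPS response, 507 to 874 for that of PGE2 (507 without PGE2 of donor B), 779 to 2062 between IL26 and PGE2 (779 without PGE2 of donor B, 1174 without IL26 of donor C) and 0 to 6 between IL4 and IL13 (0 without IL4 or IL13 of donor C, with 569 and 840 at an unadjusted p under 0.05, and 6 without IL4 of donor B). A lone sample is then assumed to vary like the other conditions. Of 126 list calls, 42 hold with an estimated correlation, 112 without the block, where 118 are called in all, and 99 with fry, where 129 are called. Fry tests a list against no change, not against the other genes. Of 1284 alternatives for 117 named gene results, 1241 kept direction and side of the threshold, 41 lost it and 2 reversed. Since the text leaves out most genes whose call ended under several alternatives, this share is high by selection and does not describe all genes. Of 184 for 50 named list results 159 kept both, 20 lost the threshold, 1 gained it and 4 reversed. At 2126396 to 11093171 counts per sample, depth limits genes at 0 counts to bounds.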

Differences from the paper's values

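The paper counts 2 conditions for every ligand other than LPS. In the deposited samples 17 ligands have a single condition, so the fewest is 1 against the paper's 2. The caption of Fig. 6c in the paper itself counts 84 of the 103 conditions as those of ligands found in at least 2, which matches the 84 here. No alternative set before the data were examined bears on this count.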

Other observations

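IFNG, the interferon of T cells and NK cells, raised genes of antigen presentation and lowered type I interferon targets. CIITA, the master regulator of MHC class II, had a log2 fold change of 4.26, HLA-DRA 2.28 and the chemokine CXCL9 6.18 (3938 CPM, n = 4, against 55.5 in PBS-BSA, n = 2, adjusted p = 1.1e-20 from edgeR's quasi-likelihood test, 2 of 2 donor pairs). Of 11 MHC class II genes 8 were higher and 3 did not pass (9 higher when adjusted over the list alone), with a median of 2.65. Type I interferon targets were lower in 24 of 30 and 6 did not pass (27 lower when adjusted over the list alone), among them IFIT1 with -4.52 and USP18 with -3.77, and the camera adjusted p of 2.3e-22 becomes 0.0604 with an estimated correlation. All 8 metallothioneins, which share reads, were lower (8 when adjusted over the list alone), with a median of -3.14 and MT1G at -3.60. With IFNB1, 4 of those 30 were higher and 26 did not pass (14 higher when adjusted over the list alone, camera adjusted p = 7.4e-08, 0.392 with an estimated correlation). CXCL9 rose by 3.17. In all 3802 genes changed with IFNG and 1539 with IFNB1, where IFNB1 has 5166 against the mean of the other conditions and 809 without the block.

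ATRA, the retinoid, raised the retinoid-metabolizing gene DHRS3 by 4.82 (541 against 26.5 CPM) and CYP27A1 by 2.12, and CD38 had -6.73 (8.69 against 793 CPM). The fold changes of ATRA had an r of 0.908 with those of IL26 and 0.844 with those of PGE2. With a different donor behind each comparison r was 0.766 and 0.698. Many of its changes are thus shared with other ligands, and those particular to ATRA were not separated. Of 10 retinoic acid receptor targets 6 were higher, 2 lower and 2 did not pass (6 and 2 when adjusted over the list alone, camera adjusted p = 0.161). With TGFB1, 6 of 16 of its target genes were higher and 10 did not pass (9 higher when adjusted over the list alone), ID3 by 2.93. With IL10, 5 of 15 of its targets were higher, 1 was lower and 9 did not pass (6 higher and 1 lower when adjusted over the list alone), FCGR1A, which shares reads with FCGR1B, by 2.57, and the camera adjusted p of 0.00151 becomes 0.126 with an estimated correlation. These ligands changed 6524, 497 and 1475 genes. TGFB1 has 919 against the mean of the other conditions and 113 without the block, and IL10 has 555 without the block.

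Over the 60 conditions without LPS, IDO1 was below 2 CPM in 8 and above 1000 CPM in 49, with a median of 3361. The 8 were A2M, ATRA, IL26, LPA, LTB4, ox-LDL, PGE2 and PLAU. In them CA2 averaged from 93.9 CPM with PGE2 to 362 with LPA. PBS-BSA differed from the mean of the other conditions without LPS in 746 genes, 581 of them higher. The median of such counts over the 59 ligands was 716, so PBS-BSA does not stand out by this count. The LPS response that differed most from the mean of the other ligands was that of PGE2, with 1331 genes, then ATRA with 1089, PLAU with 943, A2M with 897 and ox-LDL with 595, and the median over 43 ligand groups was 12. Response differences from PBS-BSA were shared by IL26 and PGE2 in 350 genes with a larger response and 62 with a lower one. Both subtract the same PBS-BSA response, which has a single sample with LPS, and no value for such a shared control was computed.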
